# Dietary sulfur amino acid restriction elicits a cold-like transcriptional response in inguinal but not epididymal white adipose tissue of male mice

**DOI:** 10.7554/eLife.108825

**Published:** 2026-03-17

**Authors:** Philip MM Ruppert, Aylin S Gueller, Marcus Skjæveland, Natasa Stanic, Jan-Wilhelm Kornfeld

**Keywords:** dietary methionine restriction, cold exposure, adipose tissue, energy metabolism, transcriptomics, Mouse

## Abstract

About 1 billion people are living with obesity worldwide. GLP-1-based drugs have massively transformed care, but long-term consequences are unclear in part due to reductions in energy expenditure with ongoing use. Diet-induced thermogenesis (DIT) and cold exposure (CE) raise EE via brown adipose tissue (BAT) activation and beiging of white adipose tissue (WAT). Methionine restriction (MetR) is a candidate DIT stimulus, but its EE effect has not been benchmarked against CE, nor have their tissue-level interactions been defined. In a 2×2 design (Control vs. MetR; room temperature, RT: 22°C vs. CE: 4°C for 24 hr), we used male C57BL/6 N mice to benchmark MetR-induced thermogenesis against CE and mapped how diet and temperature interact across tissues. Bulk RNA-seq profiled liver, iBAT, iWAT, and eWAT. Differential expression was modeled with main effects and a diet × temperature interaction. KEGG GSEA was used to assess pathway-level enrichment. MetR increased EE at RT and shifted fuel use towards lipid oxidation, supporting MetR as a bona fide DIT stimulus. CE elevated EE across diets and blunted diet differences. Transcriptomic responses were tissue-specific: in liver, CE dominated gene induction while MetR and CE cooperatively repressed genes. The combination enriched glucagon/AMPK-linked and core metabolic pathways. In iBAT, CE dominated thermogenic and lipid-oxidation programs with minimal MetR contribution. In iWAT, MetR and CE acted largely additively with high concordance, enhancing fatty-acid degradation, PPAR signaling, thermogenesis, and TCA cycle pathways. In eWAT, robust co-dependent and synergistic differential expression emerged only with MetR+CE. MetR is a genuine DIT stimulus that remodels metabolism in a tissue-specific manner. Our study provides a tissue-resolved transcriptomic resource that benchmarks diet-induced (MetR) against cold-induced thermogenesis and maps their interactions across liver, iBAT, iWAT, and eWAT.

## Introduction

Obesity has become a global health crisis, with prevalence rates reaching alarming levels in many countries. The World Health Organization (WHO) estimates that over 890 million adults worldwide are obese (Phelps et al., 2024), leading to a dramatic increase in obesity-related diseases such as type 2 diabetes, cardiovascular disease, and certain cancers. As traditional weight-loss strategies often fail to provide lasting results, new therapeutic approaches are urgently needed. The increase in energy expenditure via brown adipose tissue (BAT) activation has emerged as a promising strategy for combating obesity. Unlike white adipose tissue (WAT), which stores excess energy, BAT is specialized in generating heat and driving energy expenditure via non-shivering thermogenesis, typically in response to cold exposure (CE). Pharmacologically or environmentally induced BAT activity results in improved metabolic health in mice and humans (Schlein and Heeren, 2016; Yoneshiro et al., 2013). Conversely, diet-induced thermogenesis (DIT) refers to the increase in energy expenditure associated with the digestion, absorption, and metabolism of food.

Recent studies have suggested that sulfur amino acid restriction, also referred to as methionine restriction (MetR), a dietary intervention that limits the intake of the amino acids methionine and cysteine, can enhance energy expenditure (EE) and promote metabolic health (Fang et al., 2022). Methionine and cysteine are amino acids involved in a plethora of metabolic reactions including protein synthesis, gene expression via methylation of DNA and histones, maintenance of DNA and RNA integrity via polyamine synthesis, redox balance via glutathione and H_2_S metabolism, and nucleotide biosynthesis via the folate cycle (Fang et al., 2022; Forney et al., 2020).

Studies have shown that MetR is sensed in the liver by the GCN2-PERK-ATF4-mediated integrated stress response (Wanders et al., 2015). Initially, it was thought that increases in circulating FGF21 drive increases in EE by activating UCP1-driven thermogenesis in brown adipose tissue via β-adrenergic (βr) signaling (Fang et al., 2022; Babygirija and Lamming, 2021). However, more recent studies also show that at least some of the metabolic benefits develop in βr-incompetent, FGF21-KO, and UCP1-KO animals, with or without increases in EE and independently of ambient temperature (Forney et al., 2020; Wanders et al., 2015; Wanders et al., 2017; Lee et al., 2025), highlighting the complexity of the physiological response to the dietary restriction of sulfur amino acids. Recently, it has been proposed that sulfur amino acid restriction results in metabolic inefficiency resulting in the excretion of various metabolites including β-hydroxybutyrate, pyruvate, citrate, alpha-ketoglutarate, carnosine, and others (Varghese et al., 2025).

The above-mentioned studies highlight an intriguing overlap between diet- and cold-induced thermogenesis, particularly in the context of energy expenditure regulation. Both stimuli rely on the activation of brown adipose tissue (BAT) and the ‘beiging’ of inguinal white adipose tissue (iWAT) to promote UCP1 expression and increase mitochondrial activity, and thereby boost calorie dissipation, potentially via similar signaling pathways, including the sympathetic nervous system and key metabolic regulators like FGF21 (Spann et al., 2021). However, whether diet- and cold-induced thermogenesis produces additive or synergistic effects on the activation of energy and systemic metabolism is unknown. Here, we systematically compare the physiological and transcriptional responses to MetR and CE across multiple metabolically active tissues. Using RNA sequencing, we dissect additive, synergistic, and antagonistic gene regulatory patterns and assess whether combining MetR with CE produces tissue-specific concordant or discordant novel transcriptional outcomes.

We demonstrate that MetR increased EE at RT and shifted fuel use toward lipid oxidation. CE elevated EE across diets and blunted diet differences. The transcriptional responses were tissue-specific at the gene and pathway level. Taken together, our results provide a unique and comprehensive gene regulatory framework to understand how dietary and environmental cues converge to shape tissue-specific gene expression programs and metabolic adaptation.

## Results

### Physiological and metabolic effects of methionine restriction (MetR) and cold exposure (CE)

To investigate the physiological impact of dietary sulfur amino acid content on EE under room temperature (RT, i.e., 22°C) and cold exposure (CE, 4°C for 24 hr), male C57BL/6 N mice were placed on one of three cysteine-depleted diets containing either 0.8% Methionine (Control; Ctrl), 0.12% Methionine (Methionine-restricted; MetR) or 2% Methionine (Methionine-supplemented; MetS) for 6 and 5 days, respectively (Figure 1A, i.e. study 1). Following the diet switch from housing diet to aforementioned experimental diets, EE increased progressively in the MetR group under RT conditions, rising from approx. 0.45 kcal/hr to 0.6 kcal/hr. Conversely, EE did not change in the Ctrl and MetS groups (Figure 1B). On day 6, energy expenditure in the MetR group was significantly elevated compared to Ctrl and MetS groups, independent of starting body weight (Figure 1C, left). In contrast, CE elevated EE in all three diet groups to ~0.9 kcal/hr, thereby rescinding the differences between MetR and the other two diets at RT (Figure 1A and C right, Figure 1—figure supplement 1A). MetR-fed animals exhibited significantly greater body weight loss compared to Ctrl and MetS-fed animals over the total duration of experimental diet feeding (Figure 1D). As food intake and locomotor activity were similar across groups (Figure 1—figure supplement 1B and D), the greater weight loss in MetR-fed animals is likely attributable to increased energy expenditure under RT conditions.

**Figure 1.**
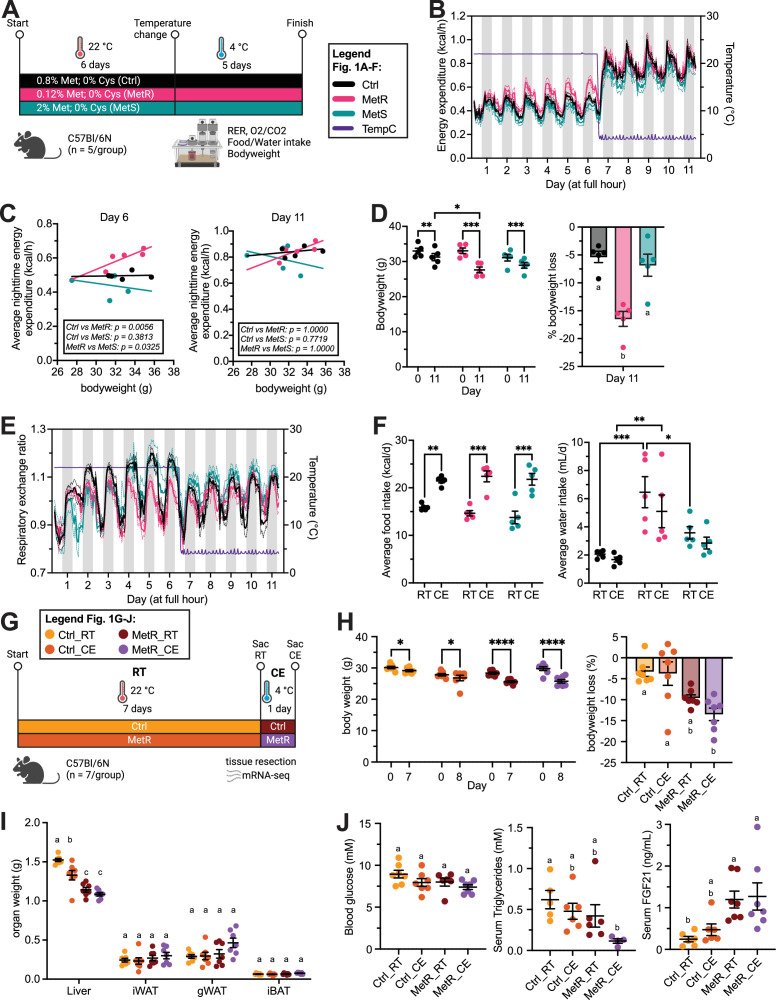
Physiological and metabolic effects of methionine restriction (MetR) and cold exposure (CE). (**A**) Schematic depicting 11-day experimental setup and dietary composition for mouse experiment 1 (n=5 animals/group). (**B**) Energy expenditure (EE) over the entire experiment duration. (**C**) ANCOVA analysis of average nighttime EE on days 6 and 11 over body weight. (**D**) Bodyweight and body weight loss (%). (**E**) Respiratory exchange ratio (RER) over the entire experiment duration. (**F**) Average daily food and water intake over all RT (22°C) or CE (4°C) experimental days. (**G**) Schematic depicting 8 day experimental setup for mouse experiment 2 (n=7 animals/group). Dietary compositions for Ctrl and MetR diets are the same as in mouse experiment 1. Groups are denominated as Ctrl_RT, Ctrl_CE, MetR_RT, and MetR_CE. (**H**) Bodyweight and body weight loss (%). (**I**) Absolute organ weights for Liver, inguinal WAT, gonadal WAT, interscapular BAT. Statistics were done within tissues. (**J**) Blood glucose, serum triglycerides, and FGF21 levels. EE was analyzed by ANCOVA using body weight as a covariate (via https://www.mmpc.org/); p-values were Bonferroni-corrected. Bodyweight, average food and water intake were analyzed via two-way ANOVA with *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Body weight loss, serum parameters, and absolute organ weights were analyzed using one-way ANOVA with Tukey’s post hoc test. Different letters indicate statistically significant differences (p < 0.05). Sample sizes for experiment 1 are 5 animals/group and 5–7 animals/group for Experiment 2. Error bars are SEM.

**Figure 1—figure supplement 1.**
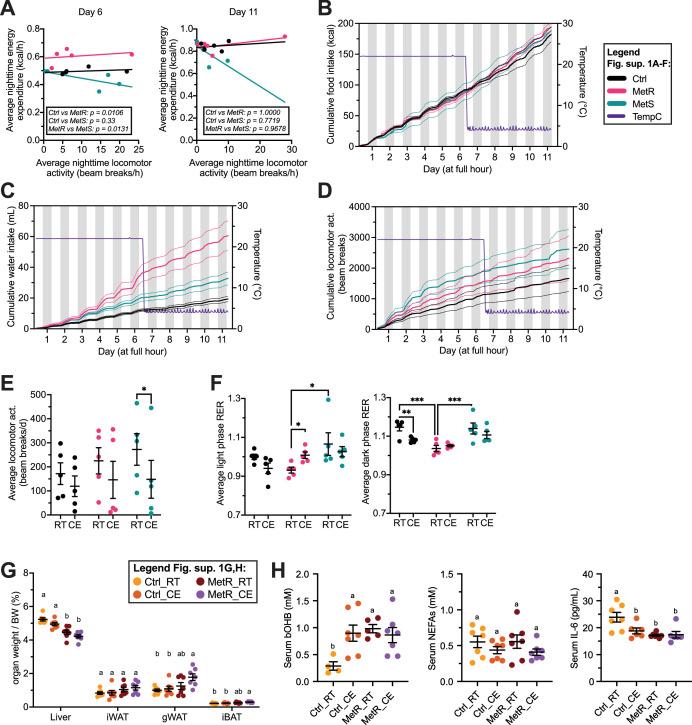
Physiological and metabolic effects of methionine restriction (MetR) and cold exposure (CE). (**A**) ANCOVA analysis of average nighttime EE on days 6 and 11 over average nighttime locomotor activity. (**B**) Cumulative food intake (kcal) over the entire study period. (**C**) Cumulative water intake (mL) over the entire study period. (**D**) Cumulative locomotor activity (beam breaks) over the entire study period. (**E**) Average daily locomotor activity over all RT (22°C) or CE (4°C) experimental days. (**F**) Average light and dark phase RER at days 4–6 (RT) and days 9–11 (CE). (**G**) Relative organ weights for liver, iWAT, gWAT, iBAT. Statistics were done within tissues. (**H**) Serum β-hydroxybutyrate (βOHB), Non-esterified fatty acids (NEFA), and IL-6 levels. EE was analyzed by ANCOVA using average locomotor activity as a covariate (via https://www.mmpc.org/); p-values were Bonferroni-corrected. Average daily locomotor activity and average RER were analyzed via two-way ANOVA with *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Serum parameters and relative organ weights were analyzed using one-way ANOVA with Tukey’s post hoc test. Different letters indicate statistically significant differences (p < 0.05). Sample sizes for Experiment 1 are 5 animals/group and 5–7 animals/group for Experiment 2. Error bars are SEM.

Consistent with previous studies, MetR feeding also increased water intake (Figure 1—figure supplement 1C). Respiratory exchange ratios (RER), as an indicator for macronutrient fuel selection, progressively increased during light and dark phases in the Ctrl and MetS groups, indicating enhanced carbohydrate utilization, whereas MetR-fed animals demonstrated lower RER indices, indicating a preference for lipid oxidation. Upon CE, RER decreased in Ctrl and MetS-fed animals to levels comparable to those observed in MetR-fed animals (Figure 1E, Figure 1—figure supplement 1F). To further assess dietary and temperature interactions, we calculated daily averages of food and water intake, as well as locomotor activity and RER for each period. At RT, daily caloric intake was similar between groups, and CE led to a consistent increase in caloric intake in all groups (Figure 1F). Average daily water intake was unaffected by ambient temperature, whereas daily locomotor activity exhibited a downward trend in all three groups during cold exposure (Figure 1F, Figure 1—figure supplement 1E). Collectively, these data demonstrate that short-term MetR increases energy expenditure by ca. 20% at RT and, as a consequence, promotes a metabolic shift toward lipid oxidation, potentially due to a transcriptional induction of thermogenic processes and/or lipolysis in catabolic adipose tissue depots such as iWAT or BAT. However, CE as a major physiological stimulus to induce non-shivering thermogenesis (NST) was able to override this MetR-induced effect, prompting an additional ca. 60% increase in EE independent of experimental diet feeding and body weight, alongside a shift to lipid utilization.

To further investigate the potential interactions between MetR- and CE-induced thermogenesis on physiological, metabolic, and transcriptional parameters, a second experiment was conducted: Here, mice were divided into four groups and either fed Ctrl or MetR diets (see study 1) for seven days at 22°C, or additionally exposed to 4°C for 24 hr (Study 2). In the following, animals fed Ctrl or MetR diets for 7 days at 22°C are denominated as Ctrl_RT and MetR_RT, while animals fed these diets for 7 days before being subjected to 24 hr of cold are denominated as Ctrl_CE and MetR_CE (Figure 1G). All groups experienced significant body weight loss during the intervention (Figure 1H), presumably due to single-housing. Counterintuitively, Ctrl_CE did not display exacerbated weight loss compared to the Ctrl_RT group. By contrast, MetR_RT led to approximately 10% body weight loss, and the combined treatment (MetR_CE) resulted in further weight loss compared to MetR_RT alone (Figure 1H). The reductions in body weights coincided with organ-specific alterations in organ wet weights and organ/body weight ratios. Both Ctrl_CE and MetR_RT resulted in absolute (Figure 1I) and relative (Figure 1—figure supplement 1G) reductions in liver mass, and MetR_CE reduced absolute and relative liver mass further in an additive fashion. The stepwise reduction in relative liver mass indicates that liver atrophy partly accounted for the observed body weight loss, predominantly in MetR-exposed mice. In contrast, Ctrl_CE alone did not affect iWAT, gWAT, or iBAT mass. Intriguingly, under MetR_RT, all three adipose tissues showed (non-significant) upward trends in relative and absolute masses, which was exacerbated and partially significant under MetR_CE (Figure 1I, Figure 1—figure supplement 1G). Intriguingly, these data indicate that MetR_RT and Ctrl_CE synergize to promote increases in adipose tissue mass, particularly in gWAT and iBAT. To assess the associated systemic metabolic sequelae of MetR- and CE, we measured circulating metabolic parameters: Blood glucose levels did not change significantly but displayed a stepwise reduction between the groups, indicating additive effects between diet and ambient temperature (Figure 1J). In line with previous studies, serum triglycerides were reduced, albeit non-significantly, by Ctrl_CE and MetR_RT (Grefhorst et al., 2018; Hasek et al., 2013; Bartelt et al., 2011), but showed an even stronger reduction under MetR_CE, suggesting synergy (Figure 1J). By contrast, serum NEFA levels showed only minor non-significant reductions in both CE conditions and were unchanged by MetR_RT alone (Figure 1J), while serum β-hydroxybutyrate levels, a marker of hepatic fatty acid oxidation, were elevated by either CE or MetR feeding (Figure 1—figure supplement 1H). A major hormonal stimulus of EE in response to CE or MetR is mediated via ‘thermogenic’ hormones like FGF21 or IL-6. In line with the literature, Ctrl_CE and MetR_RT elevated circulating FGF21 levels even though the effect of cold was limited in this study. FGF21 levels did not further increase under MetR_CE, indicating that MetR maximally activates *Fgf21* transcription / FGF21 secretion to induce EE (Figure 1J). In contrast to literature, Ctrl_CE resulted in significant reductions in serum IL-6 levels in this study (Figure 1—figure supplement 1H; Bal et al., 2017). MetR_RT also reduced serum IL-6 levels, with no further alterations under MetR_CE (Figure 1—figure supplement 1H). Together, these results suggest that while cold exposure and MetR feeding individually trigger overlapping metabolic responses, their combination produces additive effects on weight loss, liver atrophy, and adipose size, alongside specific synergistic effects on triglyceride levels.

### The transcriptional responses to CE and MetR-induced thermogenesis are tissue-specific

To investigate the transcriptional basis of the adaptation to two independent, yet potentially synergistic, physiological stimulators of NST, we next performed bulk mRNA-seq on liver, iBAT, iWAT, and eWAT across all four groups. 

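RNA of the liver, iBAT, iWAT and eWAT was sequenced from male C57BL/6N mice of 4 groups of 7. Mice ate a control diet or a methionine-restricted diet (MetR) for 7 days at 22 °C (Ctrl_RT and MetR_RT), or for the same time followed by an additional day, with 24 h at 4 °C (Ctrl_CE and MetR_CE). The paper gives a methionine content of 0.8% for the control diet and 0.12% for MetR, whereas the sample labels give 0.86% and 0.12%. For polyA-selected RNA, the authors deposited whole-number counts per gene by Ensembl identifier, without normalization, and the paper names both featureCounts, after alignment to the mm10 assembly, and Salmon for quantification, which the names of the tables give. The tables hold 110 libraries: 28 of liver, 27 of iBAT, 27 of iWAT and 28 of eWAT. Total counts per library ran from 6987895 to 33444374 in liver, from 12672686 to 31232349 in iBAT, from 16607493 to 33141066 in iWAT and from 22021114 to 33372110 in eWAT. Median totals of Ctrl_RT, Ctrl_CE, MetR_RT and MetR_CE were 14122737, 17153587, 16562449 and 12654213 in liver, and 24637427, 23405414, 18899808 and 22286986 in iBAT. In iWAT they were 19044743, 20405810, 21143818 and 27782035, and in eWAT 28885387, 25732661, 26557408 and 29059485. The paper leaves out samples that stood apart on visual inspection of the PCA, supported by robust PCA, and states how many per group but not which. They were identified by comparing the mean normalized counts of every subset of the stated sizes with the mean counts in the paper's source data. In iBAT the subset without Ctrl_CE replicate 5 deviated from those means by a median of 0.251%, against 1.15% for the next best of 8 subsets. For eWAT the subset without Ctrl_RT replicates 2, 4 and 5 and MetR_RT replicate 7 deviated by 0.151%, against 0.775% for the next best of 246. Values below are over these 105 libraries unless all 110 are named, so that n is 7 in every group except iBAT Ctrl_RT and Ctrl_CE (n = 6), iWAT MetR_CE (n = 6), eWAT Ctrl_RT (n = 4) and eWAT MetR_RT (n = 6). The treatment tag of 3 iBAT libraries (replicate 1 of MetR_RT, Ctrl_CE and MetR_CE) names another group than their title and mouse. Grouping by title called 1668 of the 1669 Ctrl_CE genes that the paper's source data list for iBAT, and grouping by tag 1464, and titles were used. In the other 3 tissues, the tags of these mice name the group of their iBAT title. A result that changes with groups by tag may thus reflect misplaced libraries and is not by itself shown to be fragile.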

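Genes with at least 10 counts in total over the libraries of a tissue were tested, 22143 in liver, 23915 in iBAT, 26428 in iWAT and 27786 in eWAT. Counts were normalized by edgeR's TMM method, and a model with diet, temperature and their interaction was fitted per tissue over all 4 groups. Each contrast was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and differentially expressed genes (DEGs) had an adjusted p under 0.05 and an absolute log2 fold change of at least 0.585, the paper's thresholds. The paper used DESeq2 with apeglm shrinkage, which was run as an alternative. Levels are given in normalized CPM, a gene's share of the normalized library total. In simulated counts with 200 changed genes, the same test recovered 97.5% of them in liver, 100% in iBAT, 95% in iWAT and 73.5% in eWAT, with 5, 3, 2 and 5 false calls. These genes had a mean of at least 1 CPM and changes well beyond the threshold of 0.585. Recovery near that threshold, or of scarcer genes, was not tested. Gene identifiers were paired with symbols through a reference table for 51948 of them and through the paper's source data for 6057. KEGG gene sets were not used here, and 32 gene lists were written by hand before the data were examined, that of liver endothelial and stellate cells with knowledge of the paper's table of Ctrl_CE genes. They were tested with limma's camera at a preset correlation between genes of 0.01, with p adjusted over all lists and contrasts of a tissue.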

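PCA over the 500 most variable genes of all 105 libraries placed 92.1% of the variance on PC1 and 3.68% on PC2. Liver libraries lay between -168 and -160.3 on PC1, and those of the adipose depots between 12.8 and 71. The nearest library over the first 10 components came from the same tissue for 105 of 105 libraries.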

Principal Component Analysis (PCA), as expected, revealed that the samples clustered according to their tissue of origin (Figure 2—figure supplement 1A). We next performed tissue-intrinsic PCA analyses that demonstrated highly tissue-specific responses (Figure 2A). 

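PCA was repeated within each tissue over its 500 most variable genes, on log2 CPM. In liver, PC1 held 41.9% of the variance (jackknife standard error 6.29) and PC2 14.1%. PC1 scores there were -26.2 ± 5.25 (SD, n = 7) in Ctrl_RT, -5.92 ± 7.25 in Ctrl_CE, 11.3 ± 4.44 in MetR_RT and 20.8 ± 1.56 in MetR_CE. Each pair of liver groups differed on PC1 (exact two-sided permutation tests, p between 0.000583 and 0.00117, adjusted over 48 tests between 0.0020 and 0.00311), although the scores of Ctrl_CE overlapped with those of Ctrl_RT and of MetR_RT. With all genes in place of the 500 most variable, the share of PC1 moved most and was 17.7%, and Ctrl_CE and MetR_RT then did not differ on it (exact permutation p = 0.351). In iBAT, PC1 held 57.1% of the variance and PC2 19.3%, and no pair of groups differed on PC1 (exact permutation p between 0.261 and 0.812). PC2 scores of iBAT were -17.7 ± 2.46 in Ctrl_RT, -11.5 ± 1.77 in MetR_RT, 16 ± 2.09 in Ctrl_CE and 12.9 ± 2.48 in MetR_CE. On PC2 the cold groups did not overlap with the groups at 22 °C (exact permutation p = 0.00216 for Ctrl_CE against Ctrl_RT, adjusted 0.00547), nor did MetR_RT with Ctrl_RT (p = 0.000583, adjusted 0.0020). MetR_CE against Ctrl_CE had an exact permutation p of 0.0344, which did not pass adjustment (0.0717). With all genes, iBAT PC1 held 19.4% and parted the cold groups from those at 22 °C without overlap (exact permutation p = 0.00216 for Ctrl_CE against Ctrl_RT and 0.000583 for MetR_CE against MetR_RT). With all 27 iBAT libraries, PC1 held 58.5%.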

Phelps et al., 2024 In the Liver, all four groups showed distinct transcriptional responses in PC1 and PC2, whereas in Schlein and Heeren, 2016 iBAT the groups clustered mostly by temperature (PC1), indicating that the transcriptional effects of MetR feeding are mild compared to CE. By contrast, in both white adipose depots, the four groups showed significant overlap. 

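On PC1 over the 500 most variable genes, the scores of every pair of groups overlapped in iWAT (exact permutation p between 0.053 and 0.927) and in eWAT (p between 0.234 and 0.819). With all genes, iWAT Ctrl_RT lay apart from each other group on PC1 without overlap (exact permutation p = 0.000583 for each, the smallest these permutations can give), whereas eWAT groups did not differ (p between 0.281 and 0.97). Within-group spread on PC1 over the 500 genes was wide, with an SD of 27.4 in iWAT Ctrl_RT and of 58.7 in eWAT Ctrl_RT (n = 4). With all 28 eWAT libraries in place of 24, the share of PC1 fell from 74.2% to 65.5%.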

Although, in Yoneshiro et al., 2013 iWAT, the clusters showed additive effects of MetR and CE along PC1, explaining 60% of the variation, while in Fang et al., 2022 eWAT, the clusters overlapped in PC1 and PC2. 

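The iWAT groups separated on PC2, which held 26.5% of the variance beside 43.3% on PC1 (jackknife standard error 7.08). PC2 scores of iWAT were -28 ± 5.75 (SD, n = 7) in Ctrl_RT, 5.14 ± 14.4 in Ctrl_CE, 4.11 ± 13.6 in MetR_RT and 21.8 ± 6.34 (SD, n = 6) in MetR_CE. Ctrl_RT did not overlap with any other group (exact permutation p = 0.000583 for each), and Ctrl_CE and MetR_RT did not differ from each other (p = 0.90). MetR_CE lay above MetR_RT (exact permutation p = 0.0134, adjusted 0.0322), and above Ctrl_CE with an exact permutation p of 0.0274 that did not pass adjustment (0.0598). PC2 of eWAT held 8.21%, and its smallest exact permutation p, for MetR_CE (7.98 ± 11.5) against Ctrl_RT (-7.9 ± 2.93), was 0.0273. On eWAT PC2, Ctrl_CE and MetR_CE did not overlap with all genes or with DESeq2's variance stabilizing transformation (exact permutation p = 0.000583 for each, the smallest these permutations can give), and Ctrl_CE against Ctrl_RT had 0.0121 and 0.00606. On iWAT PC2, Ctrl_RT did not differ from the other groups with all genes (p between 0.197 and 0.374), and with the transformation it did from Ctrl_CE (0.0035) and MetR_CE (0.00117).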

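Against Ctrl_RT, the liver had 2639 DEGs in Ctrl_CE and 1529 in MetR_RT, iBAT 3513 and 599, iWAT 4211 and 3067, and eWAT 673 and 32. Upregulated genes made up 61.1% of the Ctrl_CE DEGs in liver, 33.8% in iBAT, 37.6% in iWAT and 40.4% in eWAT. Whether the number of DEGs differed between the contrasts was not tested. The alternative that moved these counts most was edgeR's test against the fold-change threshold itself (glmTreat), with 465 and 319 DEGs in liver, 1120 and 39 in iBAT and 674 and 695 in iWAT. In eWAT it left 3 genes of Ctrl_CE (Vnn1, St6galnac5 and Hcar1, named here after their values were seen) and 0 of MetR_RT, beside 869 genes of MetR_RT with an unadjusted p under 0.05. The order of the contrasts was the opposite in iWAT under glmTreat. With all 110 libraries, iBAT had 3572 DEGs in Ctrl_CE and 602 in MetR_RT, and eWAT 2594 and 6.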

Differential gene expression analysis (cutoff: adj. pvalue <0.05, |FC| ≥ 1.5) showed that Ctrl_CE elicited stronger responses than MetR_RT in all tissues as exemplified by the higher number of differentially expressed genes (DEGs) without clear trends towards global transcriptional induction or repression. Of note, MetR was coupled to a higher number of repressed genes, potentially linked to the increased need for cellular energy conservation during amino acid restriction. 

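Of the MetR_RT DEGs, 41.7% were upregulated in liver, 21.4% in iBAT, 36.6% in iWAT and 28.1% in eWAT, and the remainder downregulated. In iWAT this share was 23% with glmTreat. In eWAT the count is small, with 9 upregulated and 23 downregulated genes, and DESeq2 with apeglm gave 65 and 55. In the MetR_RT group of iBAT, 1 of 7 libraries carries the tag of another group, and with groups by tag 25.1% of 462 DEGs were upregulated.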

The combination of both stimuli elicited the strongest transcriptional responses in iWAT, and apart from the interaction term, the transcriptional response in eWAT appeared limited (Figure 2, Figure 2—figure supplement 1).

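MetR_CE against Ctrl_RT gave 5932 DEGs in iWAT, beside 3506 in iBAT, 2984 in liver and 360 in eWAT. The median absolute log2 fold change of these DEGs was 1.28 in iWAT, 1.05 in liver, 1.01 in iBAT and 0.97 in eWAT. The interaction term gave 640 DEGs in eWAT, 435 in iWAT, 234 in liver and 89 in iBAT. With all 28 eWAT libraries, MetR_CE had 3268 DEGs and the interaction 1 (Plekhg6, named after its values were seen), beside 3574 genes with an unadjusted p under 0.05.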

**Figure 2.**
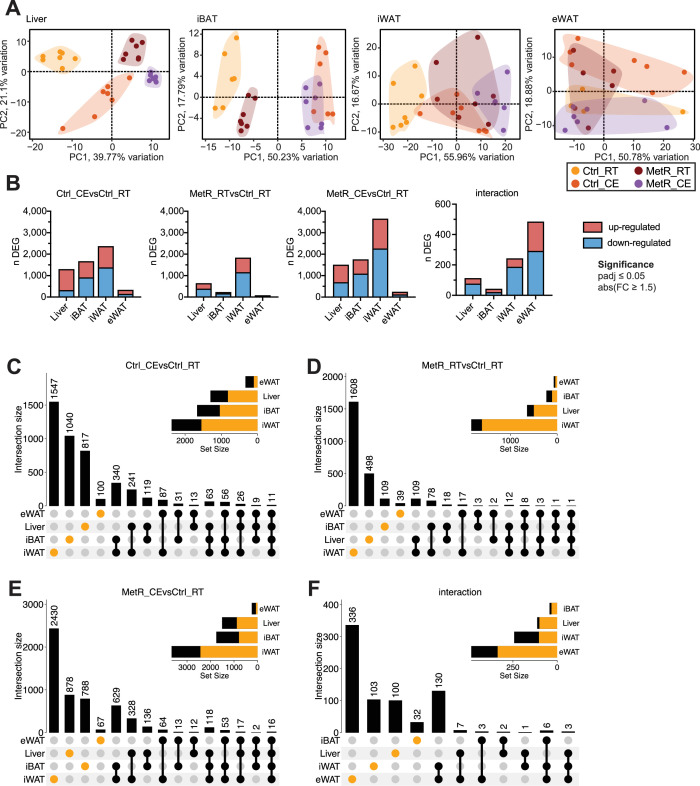
The transcriptional responses to cold exposure (CE) and MetR-induced thermogenesis are tissue-specific. (**A**) Tissue-specific PCA plots for liver, iBAT, iWAT, and eWAT. (**B**) Number of differentially expressed genes (DEGs), split into induced (red) and repressed (blue) genes, per contrast (adjusted p-value <0.05, |FC|>1.5). (**C–F**) UpSet plots showing overlap of DEGs across tissues for each contrast: (**C**) Ctrl_CE vs Ctrl_RT, (**D**) MetR_RT vs Ctrl_RT, (**E**) MetR_CE vs Ctrl_RT, and (**F**) Interaction. Set size bars indicate the total number of DEGs per tissue; intersection bars indicate the number of shared DEGs between tissues. Dots and bars in orange represent tissue-specific DEGs. In the order of Ctrl_RT, Ctrl_CE, MetR_RT, and MetR_CE, the following number of samples were included in the transcriptomic analysis: 7, 7, 7, and 7 (Liver); 7, 6, 7, and 7 (iBAT); 7, 7, 7, and 7 (iWAT); and 4, 7, 6, and 7 (eWAT; see Materials and methods).

**Figure 2—figure supplement 1.**
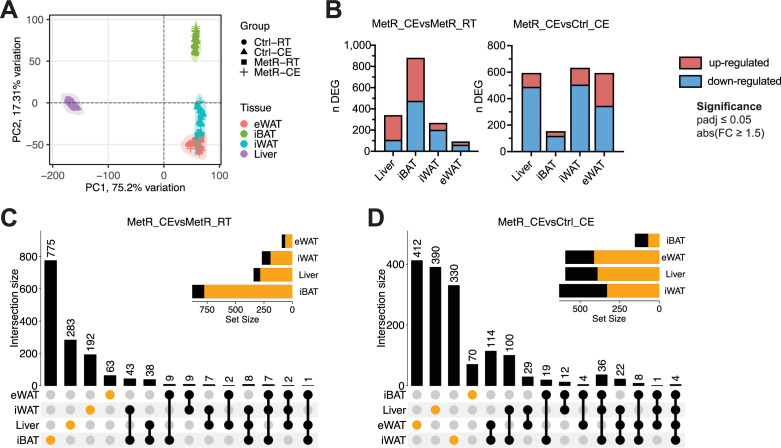
The transcriptional responses to cold exposure (CE) and MetR-induced thermogenesis are tissue-specific. (**A**) PCA plot of all RNA-seq samples colored by tissue and shaped by experimental group. (**B**) Number of DEGs (adjusted *P*-value <0.05, |FC|>1.5) in each tissue across the indicated comparisons, split into up- (red) and down- (blue) regulated genes. (**C–D**) UpSet plots showing overlap of DEGs across tissues for each contrast: (**C**) MetR_CE vs MetR_RT, (**D**) MetR_CE vs Ctrl_CE. Set size bars indicate the total number of DEGs per tissue; intersection bars indicate the number of shared DEGs between tissues. Dots and bars in orange represent tissue-specific DEGs. In the order of Ctrl_RT, Ctrl_CE, MetR_RT, and MetR_CE the following number of samples were included in the transcriptomic analysis: 7, 7, 7, and 7 (Liver); 7, 6, 7, and 7 (iBAT); 7, 7, 7, and 7 (iWAT); and 4, 7, 6, and 7 (eWAT; see Materials and methods).

To understand to what degree the transcriptional responses are tissue/depot-specific or broadly applicable to all investigated organs, we analyzed the intersections between CE and MetR in all four tissues (Figure 2C–F, Figure 2—figure supplement 1C and D). Under Ctrl_CE and MetR_CE, more than 50% of all DEGs were regulated in a tissue-specific manner in three out of the four tissues, with the most marked transcriptional effects seen in iWAT (Figure 2C–E). 

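A DEG was counted as tissue-specific when it was not a DEG of the same contrast in any of the other tissues. Under Ctrl_CE this held for 1554 of 2639 DEGs in liver (58.9%), 59.8% in iBAT, 60.6% in iWAT and 27.9% of 673 in eWAT. Under MetR_CE the shares were 55.2% in liver, 45.2% in iBAT, 61.7% in iWAT and 25% in eWAT. A gene that misses the threshold in another tissue is not shown to differ between them, and these shares do not test that difference.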

The degree of tissue-specific regulation was even higher in MetR_RT and in the interaction term (Figure 2D and F). 

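Under MetR_RT, 74.6% of the DEGs were tissue-specific in liver, 47.6% in iBAT, 82% in iWAT and 46.9% of 32 in eWAT. Of the interaction DEGs, 88% were tissue-specific in liver, 68.5% in iBAT, 58.9% in iWAT and 69.1% in eWAT. With DESeq2 and apeglm the MetR_RT share of iBAT was 44.8% and that of eWAT 44.2%. A lower number of DEGs in the other tissues raises this share without any difference in the response.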

Cumulatively, these data suggest that the majority of transcriptional effects of CE and dietary MetR are tissue-specific and display a varying degree of additive and synergistic effects.

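Over the 4 tissues, 8500 genes were DEGs of Ctrl_CE in at least 1 tissue, and 75.2% of them in 1 tissue only. This share was 86.7% of 4561 genes for MetR_RT, 72.5% of 9637 for MetR_CE and 82.1% of 1175 for the interaction. DEGs of Ctrl_CE in all 4 tissues numbered 36, those of MetR_CE 35 and those of MetR_RT 2, the complement genes C2 and C6, which were named after their values were seen and lower in each tissue. From the overlap of DEGs between tissues in Figure 2, the paper proposes that most transcriptional effects of CE and MetR are specific to a tissue.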

To better scrutinize the individual transcriptional effects for each tissue, and to associate the observed gene-regulatory effects with cellular and metabolic processes, we next performed binary, combinatorial analyses of differential gene expression in liver (Figure 3), iBAT (Figure 4), iWAT (Figure 5), and eWAT (Figure 6) using similar in silico approaches.

**Figure 3.**
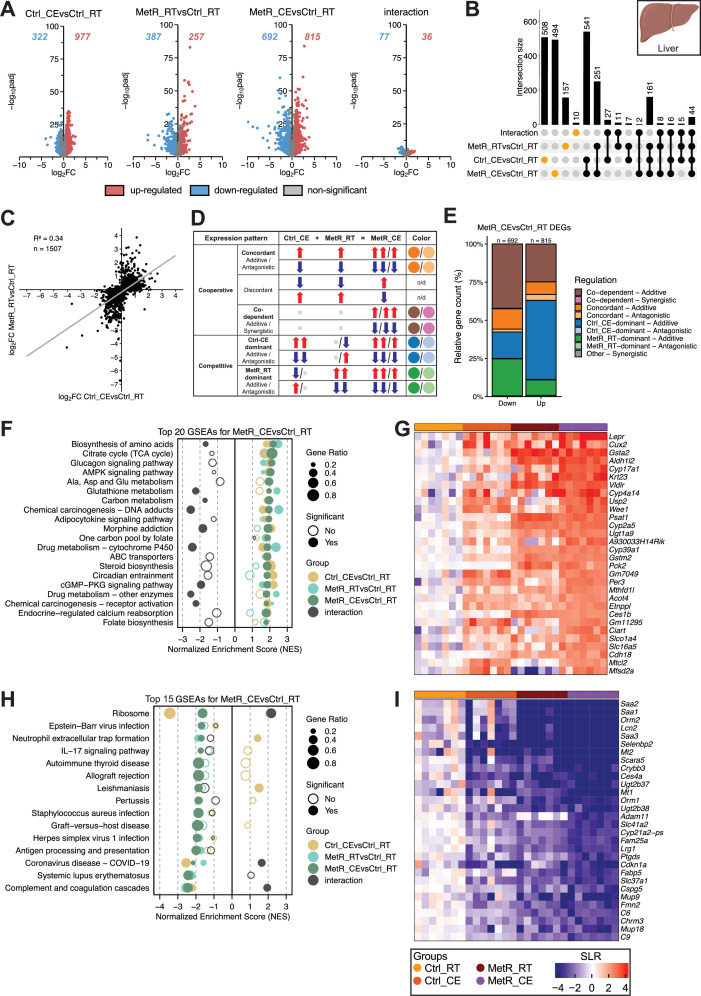
Cold exposure (CE) drives gene induction while methionine restriction (MetR) and CE cooperatively repress genes in the liver. (**A**) Volcano plots showing DEGs for each contrast (Ctrl_CE vs Ctrl_RT, MetR_RT vs Ctrl_RT, MetR_CE vs Ctrl_RT, and the diet × temperature interaction). Numbers indicate significantly up- and downregulated genes (adjusted p-value <0.05, |FC|>1.5). (**B**) Upset plot showing the overlap of DEGs across contrasts. Intersection bars indicate the number of shared DEGs between contrasts. Dots in orange represent contrast-specific DEGs. (**C**) Scatter plot of log_2_FC values in Ctrl_CE vs Ctrl_RT and MetR_RT vs Ctrl_RT for DEGs identified in MetR_CE. n denominates DEGs shown. (**D**) Schematic highlighting gene expression profiles. Arrows indicate significant regulation for induced (up; red) or repressed (down; blue) genes. Non-significant regulation is depicted as gray dots (see Materials and methods). (**E**) Classification of MetR_CE DEGs based on their mode of regulation mode. (**F**) GSEA of the top 20 positively enriched pathways in MetR_CE vs Ctrl_RT. Dot size represents gene ratio, color denotes contrast, and significance is indicated by filled circles (adjusted p-value <0.05). (**G**) Heatmap of Top 30 induced genes under MetR_CE. (**H**) GSEA for the top 14 negatively enriched pathways in the MetR_CE vs Ctrl_RT comparison. Dot size reflects gene ratio, colors indicate contrast group, and significance is shown by filled circles (adjusted p-value <0.05). (**I**) Heatmap of Top 30 repressed genes under MetR_CE.

**Figure 3—figure supplement 1.**
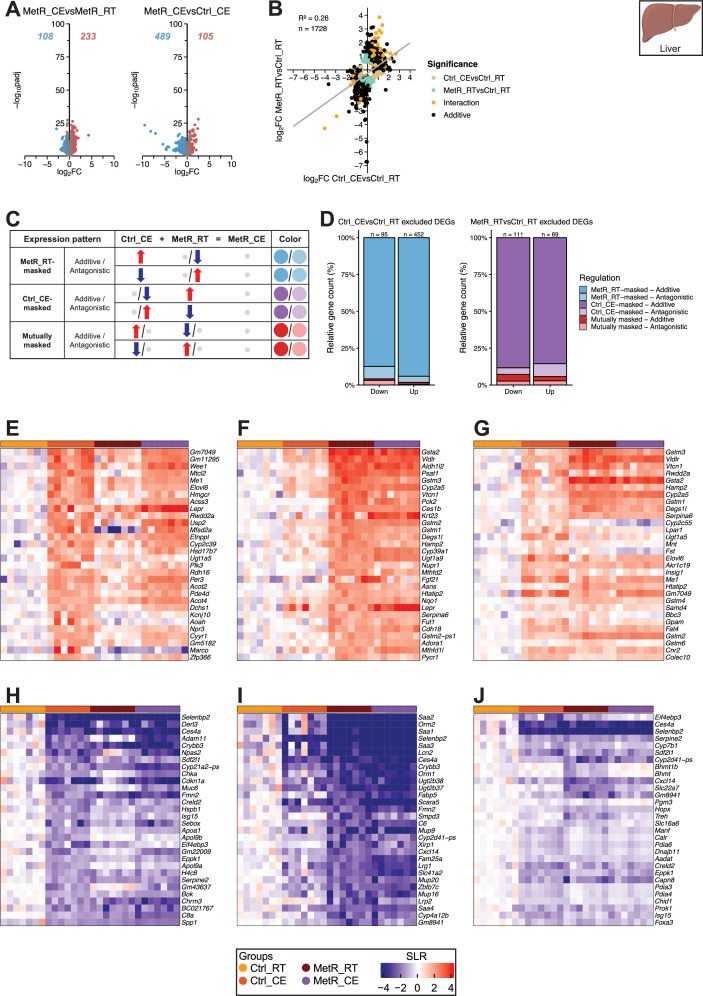
Cold exposure (CE) drives gene induction while methionine restriction (MetR) and CE cooperatively repress genes in the liver. (**A**) Volcano plots showing DEGs for MetR_CE vs MetR_RT (left) and MetR_CE vs Ctrl_CE (right). Numbers indicate significantly up- and downregulated genes (adjusted *P*-value <0.05, |FC|>1.5). (**B**) Scatter plot comparing log_2_FC values in Ctrl_CE vs Ctrl_RT and MetR_RT vs Ctrl_RT for DEGs significant in either condition. Colored dots indicate DEGs specific to each contrast or MetR_CE. n denotes DEGs shown. (**C**) Schematic highlighting gene expression profiles. Arrows indicate significant regulation for induced (up; red) or repressed (down; blue) genes. Non-significant regulation is depicted as gray dots (see Materials and methods). (**D**) Regulation classification of DEGs found in Ctrl_CE vs Ctrl_RT (left) or MetR_RT vs Ctrl_RT (right), but not MetR_CE vs Ctrl_RT. (**E**) Heatmap of Top 30 genes induced under Ctrl_CE. (**F**) Heatmap of Top 30 genes induced under MetR_RT. (**G**) Heatmap of Top 30 genes with negative interaction. (**H**) Heatmap of Top 30 genes repressed under Ctrl_CE. (**I**) Heatmap of Top 30 genes repressed under MetR_RT. (**J**) Heatmap of Top 30 genes with positive interaction.

**Figure 4.**
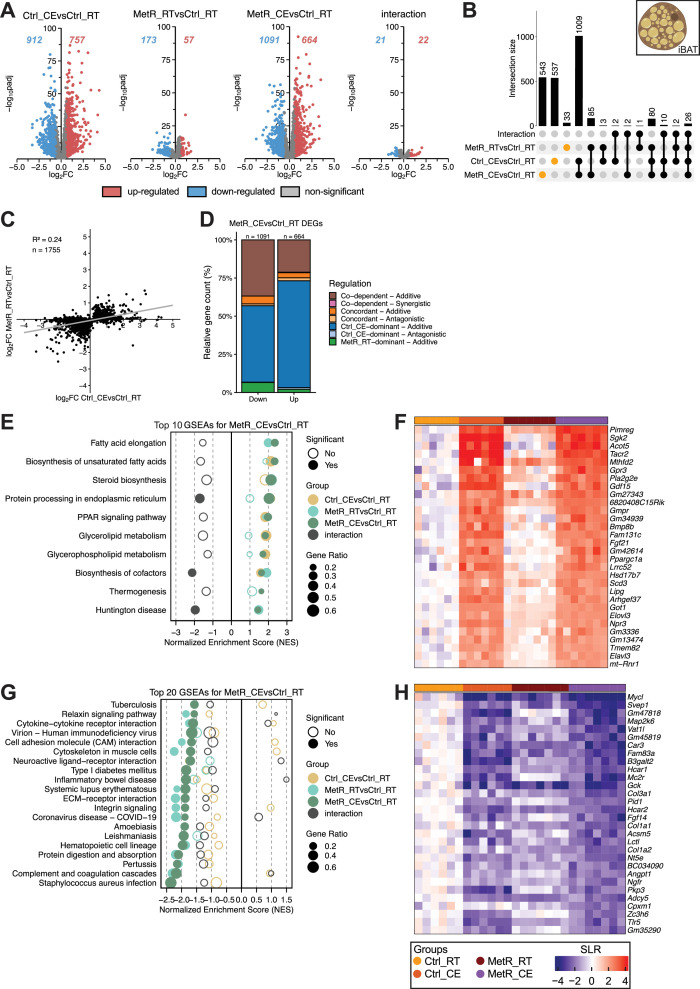
CE dominates gene induction in iBAT with limited contribution by MetR feeding. (**A**) Volcano plots showing DEGs for each contrast (Ctrl_CE vs Ctrl_RT, MetR_RT vs Ctrl_RT, MetR_CE vs Ctrl_RT, and the diet × temperature interaction). Numbers indicate significantly up- and downregulated genes (adjusted p-value <0.05, |FC|>1.5). (**B**) Upset plot showing the overlap of DEGs across contrasts. Intersection bars indicate the number of shared DEGs between contrasts. Dots in orange represent contrast-specific DEGs. (**C**) Scatter plot of log₂FC values in Ctrl_CE vs Ctrl_RT and MetR_RT vs Ctrl_RT for DEGs identified in MetR_CE. n denominates DEGs shown. (**D**) Classification of MetR_CE DEGs based on their mode of regulation. (**E**) GSEA of the top 10 positively enriched pathways in MetR_CE vs Ctrl_RT. Dot size represents gene ratio, color denotes contrast, and significance is indicated by filled circles (adjusted p-value <0.05). (**F**) Heatmap of Top 30 induced genes under MetR_CE. (**G**) GSEA for the top 20 negatively enriched pathways in the MetR_CE vs Ctrl_RT comparison. Dot size reflects gene ratio, colors indicate contrast group, and significance is shown by filled circles (adjusted p-value <0.05). (**H**) Heatmap of Top 30 repressed genes under MetR_CE.

**Figure 4—figure supplement 1.**
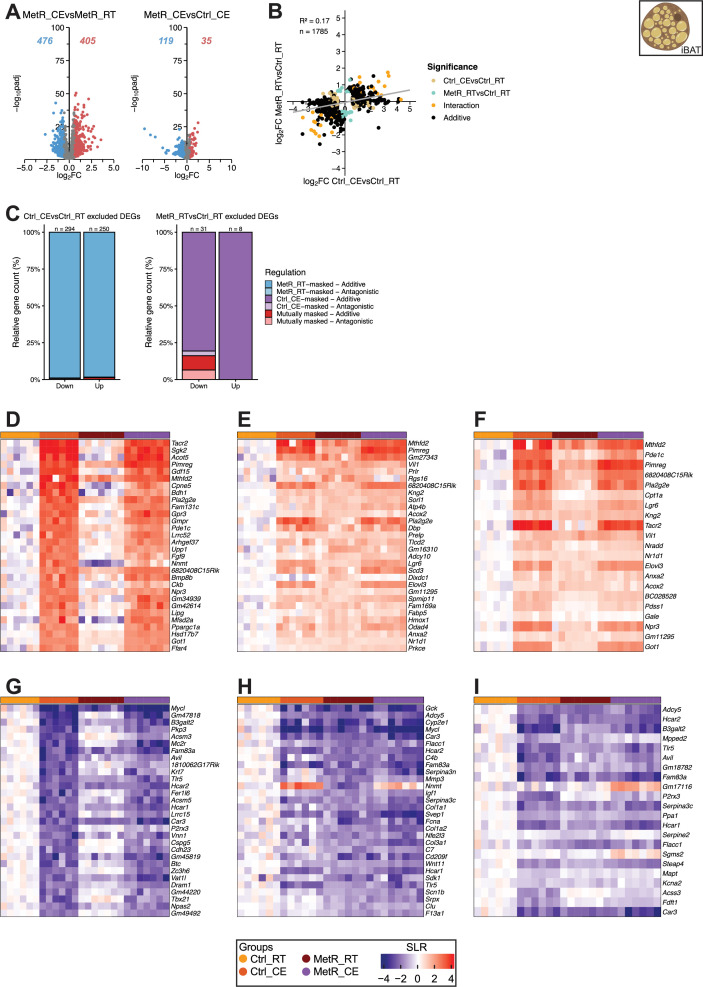
CE dominates gene induction in iBAT with limited contribution by MetR feeding. (**A**) Volcano plots showing DEGs for MetR_CE vs MetR_RT (left) and MetR_CE vs Ctrl_CE (right). Numbers indicate significantly up- and downregulated genes (adjusted p-value <0.05, |FC|>1.5). (**B**) Scatter plot comparing log₂FC values in Ctrl_CE vs Ctrl_RT and MetR_RT vs Ctrl_RT for DEGs significant in either condition. Colored dots indicate DEGs specific to each contrast or MetR_CE. n denominates DEGs shown. (**C**) Regulation classification of DEGs found in Ctrl_CE vs Ctrl_RT (left) or MetR_RT vs Ctrl_RT (right), but not MetR_CE vs Ctrl_RT. (**D**) Heatmap of Top 30 genes induced under Ctrl_CE. (**E**) Heatmap of Top 30 genes induced under MetR_RT. (**F**) Heatmap of Top 30 genes with negative interaction. (**G**) Heatmap of Top 30 genes repressed under Ctrl_CE. (**H**) Heatmap of Top 30 genes repressed under MetR_RT. (**I**) Heatmap of Top 30 genes with positive interaction.

**Figure 5.**
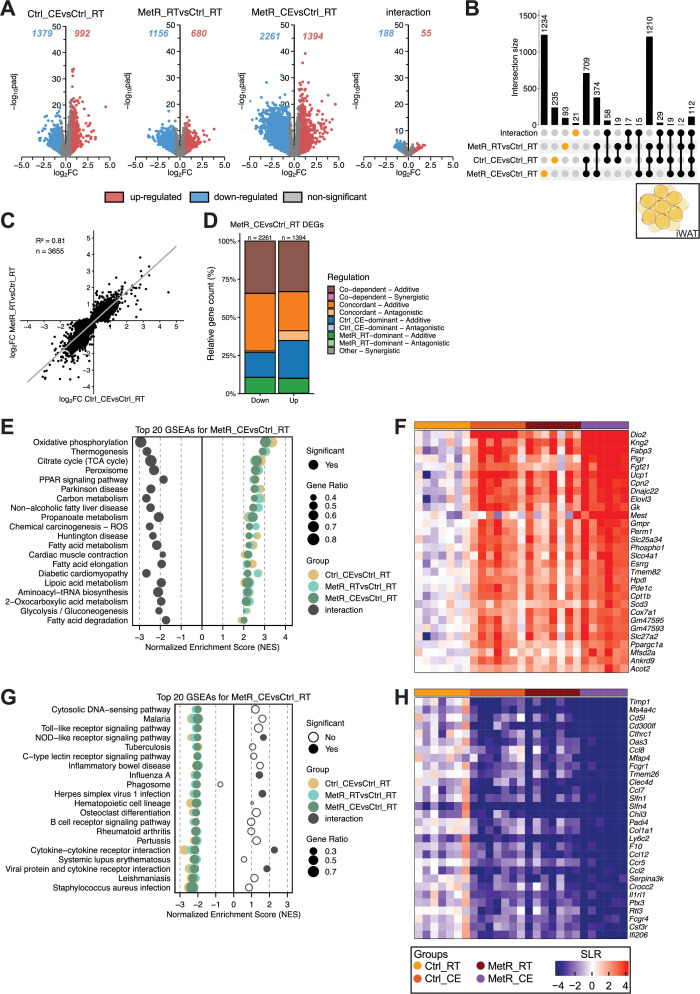
Additive and synergistic gene regulation by MetR and CE in iWAT. (**A**) Volcano plots showing DEGs for each contrast (Ctrl_CE vs Ctrl_RT, MetR_RT vs Ctrl_RT, MetR_CE vs Ctrl_RT, and the diet × temperature interaction). Numbers indicate significantly up- and downregulated genes (adjusted p-value <0.05, |FC|>1.5). (**B**) Upset plot showing the overlap of DEGs across contrasts. Intersection bars indicate the number of shared DEGs between contrasts. Dots in orange represent contrast-specific DEGs. (**C**) Scatter plot of log₂FC values in Ctrl_CE vs Ctrl_RT and MetR_RT vs Ctrl_RT for DEGs identified in MetR_CE. n denominates DEGs shown. (**D**) Classification of MetR_CE DEGs based on their mode of regulation. (**E**) GSEA of the top 20 positively enriched pathways in MetR_CE vs Ctrl_RT. Dot size represents gene ratio, color denotes contrast, and significance is indicated by filled circles (adjusted p-value <0.05). (**F**) Heatmap of Top 30 induced genes under MetR_CE. (**G**) GSEA for the top 20 negatively enriched pathways in the MetR_CE vs Ctrl_RT comparison. Dot size reflects gene ratio, colors indicate contrast group, and significance is shown by filled circles (adjusted p-value <0.05). (**H**) Heatmap of Top 30 repressed genes under MetR_CE.

**Figure 5—figure supplement 1.**
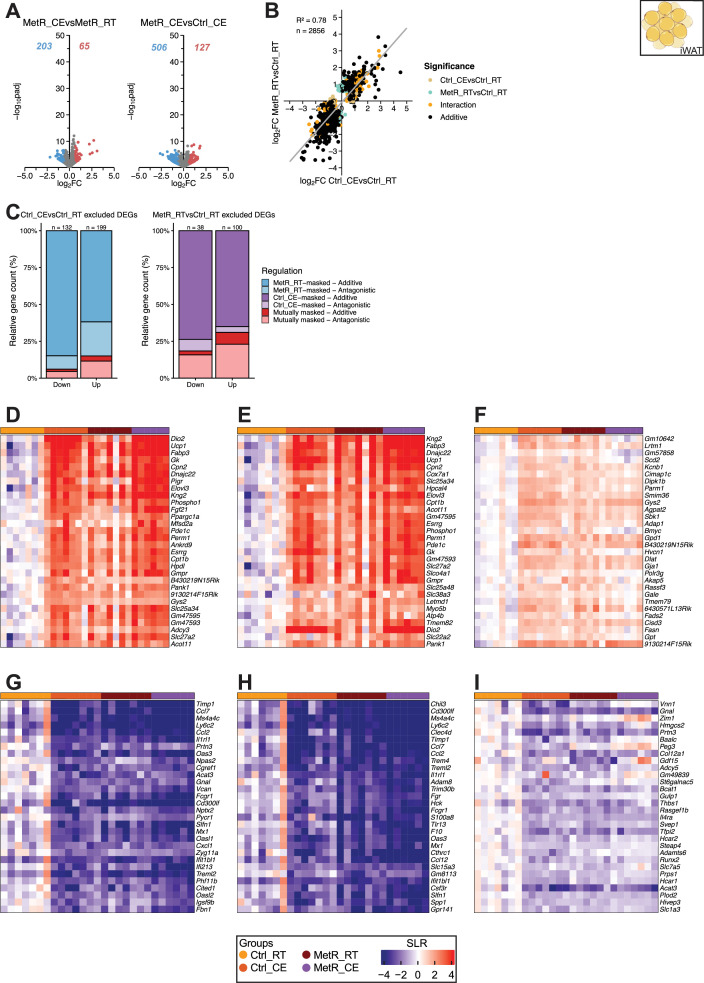
Additive and synergistic gene regulation by MetR and CE in iWAT. (**A**) Volcano plots showing DEGs for MetR_CE vs MetR_RT (left) and MetR_CE vs Ctrl_CE (right). Numbers indicate significantly up- and downregulated genes (adjusted p-value <0.05, |FC|>1.5). (**B**) Scatter plot comparing log_2_FC values in Ctrl_CE vs Ctrl_RT and MetR_RT vs Ctrl_RT for DEGs significant in either condition. Colored dots indicate DEGs specific to each contrast or MetR_CE. n denominates DEGs shown. (**C**) Regulation classification of DEGs found in Ctrl_CE vs Ctrl_RT (left) or MetR_RT vs Ctrl_RT (right), but not MetR_CE vs Ctrl_RT. (**D**) Heatmap of Top 30 genes induced under Ctrl_CE. (**E**) Heatmap of Top 30 genes induced under MetR_RT. (**F**) Heatmap of Top 30 genes with negative interaction. (**G**) Heatmap of Top 30 genes repressed under Ctrl_CE. (**H**) Heatmap of Top 30 genes repressed under MetR_RT. (**I**) Heatmap of Top 30 genes with positive interaction.

**Figure 6.**
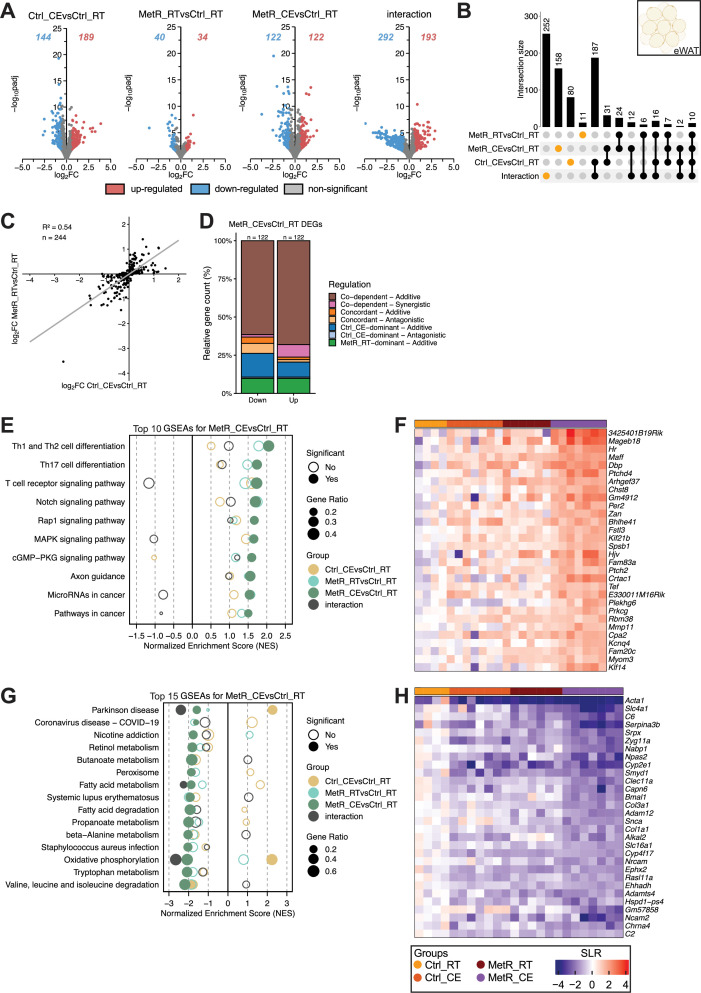
Limited yet codependent and antagonistic gene regulation by MetR and CE in eWAT. (**A**) Volcano plots showing DEGs for each contrast (Ctrl_CE vs Ctrl_RT, MetR_RT vs Ctrl_RT, MetR_CE vs Ctrl_RT, and the diet × temperature interaction). Numbers indicate significantly up- and downregulated genes (adjusted p-value <0.05, |FC|>1.5). (**B**) Upset plot showing the overlap of DEGs across contrasts. Intersection bars indicate the number of shared DEGs between contrasts. Dots in orange represent contrast-specific DEGs. (**C**) Scatter plot of log₂FC values in Ctrl_CE vs Ctrl_RT and MetR_RT vs Ctrl_RT for DEGs identified in MetR_CE. n denominates DEGs shown. (**D**) Classification of MetR_CE DEGs based on their mode of regulation. (**E**) GSEA of the top 10 positively enriched pathways in MetR_CE vs Ctrl_RT. Dot size represents gene ratio, color denotes contrast, and significance is indicated by filled circles (adjusted p-value <0.05). (**F**) Heatmap of Top 30 induced genes under MetR_CE. (**G**) GSEA for the top 20 negatively enriched pathways in the MetR_CE vs Ctrl_RT comparison. Dot size reflects gene ratio, colors indicate contrast group, and significance is shown by filled circles (adjusted p-value <0.05). (**H**) Heatmap of Top 30 repressed genes under MetR_CE.

**Figure 6—figure supplement 1.**
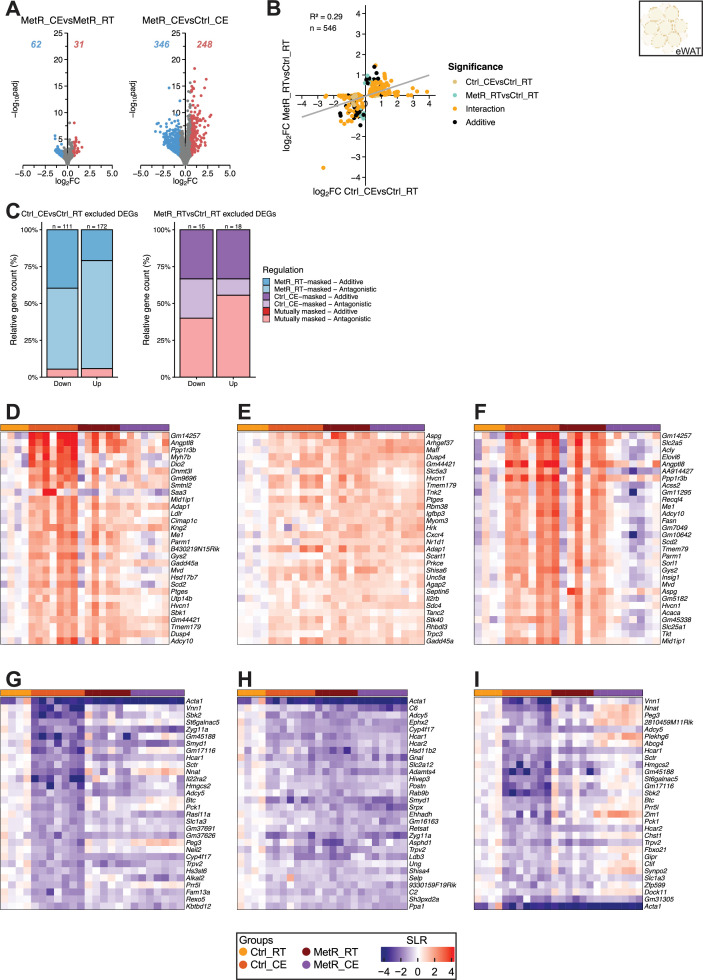
Limited yet codependent and antagonistic gene regulation by MetR and CE in eWAT. (**A**) Volcano plots showing DEGs for MetR_CE vs MetR_RT (left) and MetR_CE vs Ctrl_CE (right). Numbers indicate significantly up- and downregulated genes (adjusted p-value <0.05, |FC|>1.5). (**B**) Scatter plot comparing log_2_FC values in Ctrl_CE vs Ctrl_RT and MetR_RT vs Ctrl_RT for DEGs significant in either condition. Colored dots indicate DEGs specific to each contrast or MetR_CE. n denominates DEGs shown. (**C**) Regulation classification of DEGs found in Ctrl_CE vs Ctrl_RT (left) or MetR_RT vs Ctrl_RT (right), but not MetR_CE vs Ctrl_RT. (**D**) Heatmap of Top 30 genes induced under Ctrl_CE. (**E**) Heatmap of Top 30 genes induced under MetR_RT. (**F**) Heatmap of Top 30 genes with negative interaction. (**G**) Heatmap of Top 30 genes repressed under Ctrl_CE. (**H**) Heatmap of Top 30 genes repressed under MetR_RT. (**I**) Heatmap of Top 30 genes with positive interaction.

### CE drives gene induction while MetR and CE cooperatively repress genes in the liver

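Against Ctrl_RT, 1612 genes were upregulated and 1027 downregulated in liver of Ctrl_CE, 638 and 891 in MetR_RT, and 1385 and 1599 in MetR_CE. Each group held 7 mice, and a gene was tested against the spread of all 28 libraries. DESeq2 with apeglm called 1368 and 755 in Ctrl_CE, 453 and 733 in MetR_RT and 1202 and 1355 in MetR_CE.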

In the liver (Figure 3), Volcano plot analysis revealed substantial gene regulation induced by Ctrl_CE (977 genes upregulated, 322 genes downregulated) and MetR_RT (257 genes upregulated, 387 genes downregulated), with even more genes regulated when combined under MetR_CE (815 genes upregulated, 692 genes downregulated). While Ctrl_CE appears to be a stronger stimulus based on the number of DEGs, MetR_RT appears to elicit stronger transcriptional effects based on log₂FC (Figure 3A). 

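The median absolute log2 fold change of the DEGs was 0.99 in Ctrl_CE and 1.00 in MetR_RT, and their 90% quantile 2.31 and 2.61. At least 4-fold changes were found for 13% of the DEGs of Ctrl_CE and 18.8% of those of MetR_RT. Among DEGs with a mean of at least 1 CPM, the shares were 2.75% and 9.46%, with medians of 0.85 and 0.86. The genes of both sets differ, and the difference between the distributions was not tested.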

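In liver, 366 genes were upregulated and 647 downregulated in MetR_CE without being DEGs of Ctrl_CE or MetR_RT. Conversely, 706 upregulated and 379 downregulated genes of Ctrl_CE, and 205 and 225 of MetR_RT, were not DEGs of any other contrast against Ctrl_RT.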

Based on the number of DEGs, MetR_RT and Ctrl_CE, when combined under MetR_CE, appear to repress gene expression in an independent, additive manner and induce genes in a dependent or antagonistic manner (Figure 3A). Indeed, only a very limited number of genes were significant in diet × temperature interaction term (36 genes upregulated, 77 genes downregulated; Figure 3A) and the transcriptional effects of CE under MetR (MetR_CE vs MetR_RT) and MetR feeding under CE (MetR_CE vs Ctrl_CE) were lower compared to their respective counterparts (Figure 3—figure supplement 1A). 

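Liver had 83 genes with a positive and 151 with a negative interaction, of 22143 tested. With DESeq2 and apeglm the numbers were 103 and 198, and glmTreat called 0, beside 869 genes with an unadjusted p under 0.05. CE under MetR (MetR_CE vs MetR_RT) changed 608 genes upward and 540 downward, and MetR under CE (MetR_CE vs Ctrl_CE) 1165 genes, of which 907 downward.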

To gain further insights into the degree of overlap between Ctrl_CE and MetR_RT, we performed Upset plot analysis. 

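In liver, 942 genes were DEGs of Ctrl_CE and MetR_CE but not of MetR_RT, 31.6% of the MetR_CE DEGs, and 5 of them changed in opposite directions (Fst, Cyp2c55, Nek2, Gm32468 and ENSMUSG00000118038.3, named after their values were seen). A further 542 genes (18.2%) were DEGs of all 3 contrasts. The contrasts share their Ctrl_RT libraries, so that chance differences of these libraries enter each of them.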

The biggest set of shared genes was found between Ctrl_CE and MetR_CE (541 DEGs), highlighting that Ctrl_CE is a major contributor to the transcriptional effects seen in MetR_CE (Figure 3B). While the direct contribution of MetR_RT alone was lower (251 DEGs), this analysis also indicated a high degree of co-dependence on MetR_RT in the regulation of 508 DEGs in the MetR_CE condition, as well as the exclusion of 494 Ctrl_CE DEGs from the combined exposure (Figure 3B). 

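DEGs of MetR_RT and MetR_CE but not of Ctrl_CE numbered 487 (16.3% of the MetR_CE DEGs), and 1013 (34%) were DEGs of MetR_CE alone. Of the Ctrl_CE DEGs, 1085 (41.1%) were not found in MetR_CE or MetR_RT, and 70 were shared with MetR_RT only.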

Contrasting all MetR_CE DEGs between Ctrl_CE and MetR_RT (R²=0.34), as well as contrasting all MetR_RT and Ctrl_CE DEGs (R²=0.26), revealed relatively poor correlation between the respective log₂FC values and suggests that the overall influence of Cold is stronger (Figure 3C, Figure 3—figure supplement 1B). 

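Across the 2984 MetR_CE DEGs of liver, the log2 fold changes of Ctrl_CE and MetR_RT had an R² of 0.44 (jackknife standard error over libraries 0.0681), and 88.8% of the genes had the same sign in both. This is a correlation across genes, which are not independent replicates, and both fold changes share the Ctrl_RT libraries. These genes were also chosen by a contrast with the same Ctrl_RT libraries. The simulations and regroupings kept the chosen genes, so they leave out what this choice can add to R². Simulated unchanged groups, with simulated Ctrl_RT counts shared in the same way, gave a median R² of 0.294 and at most 0.38 in 50 simulations, with the same sign in 67.1%. Random regroupings of the libraries' deviations from their group means, which keep the correlation between genes, reached the R² of the mean log2 CPM differences in 10 of 200 draws. Computed against disjoint sets of Ctrl_RT libraries, the median R² was 0.307 over 70 splits. DESeq2's shrunken fold changes gave 0.284, and all genes with a mean of at least 1 CPM 0.156. Across the 3556 DEGs of Ctrl_CE or MetR_RT, R² was 0.305 ± 0.0688 (jackknife SE), against a simulated median of 0.293 and highest of 0.347, and 57 of 200 regroupings were as high. The slope of MetR_RT on Ctrl_CE was 0.679 for the MetR_CE DEGs.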

Next, we analyzed the transcriptional interaction between Ctrl_CE and MetR_RT (Figure 3D, Figure 3—figure supplement 1C, see methods) under consideration of significance, direction of regulation, and interaction significance based on the method proposed by Pantaleón García et al., 2022. This analysis indicated that more than 50% of down-regulated genes were due to co-dependent additive regulation between Ctrl_CE and MetR_RT (brown) and MetR_RT alone (green). By contrast, more than 50% of the up-regulated genes were significant in the combined exposure due to Ctrl_CE alone (Figure 3D). 

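The paper's rules class a MetR_CE DEG as co-dependent when it is a DEG of neither stimulus alone. It is dominated by a stimulus when it is a DEG of that stimulus in the same direction and not of the other in that direction. Genes that are DEGs of the other stimulus in the opposite direction are thus included. It is concordant when it is a DEG of both in the same direction as in MetR_CE. Genes are additive unless their interaction passes the thresholds. Of the 1599 downregulated genes in liver, 645 (40.3%) were co-dependent additive, 327 (20.4%) MetR_RT-dominant and 20.6% Ctrl_CE-dominant. With DESeq2 and apeglm the co-dependent additive share was 42.1%.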

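Of the 1385 upregulated genes in liver, 612 were Ctrl_CE-dominant (44.2%, exact 95% confidence interval 41.5 to 46.9, which covers the counting of genes only). MetR_RT-dominant genes made up 11.6% and co-dependent additive genes 26.3%. The Ctrl_CE-dominant share was 47.3% with DESeq2 and apeglm.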

Altogether, these data confirm Ctrl_CE drives the induction of genes under MetR_CE, while Ctrl_CE and MetR_RT cooperate to repress genes under MetR_CE. On the other hand, MetR_RT prevented a significant number of Ctrl_CE DEGs (n=547 genes) from regulation under MetR_CE in an additive (subtractive) fashion (Figure 3—figure supplement 1D). 

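DEGs shared by Ctrl_CE and MetR_CE but not MetR_RT comprised 610 upregulated and 332 downregulated genes, and those shared by MetR_RT and MetR_CE but not Ctrl_CE 161 and 326. Co-dependent or concordant additive genes made up 39.9% of the upregulated and 56.9% of the downregulated genes. From these classes (Figure 3D), the paper concludes that cold drives induction under MetR_CE in liver and that both stimuli cooperate in repression.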

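In liver, 1045 of the 1085 Ctrl_CE DEGs that were not DEGs of MetR_RT or MetR_CE had no significant interaction, and with the DEGs of both stimuli that were lost under MetR_CE the number was 1104 of 1155. DESeq2 with apeglm gave 813 of 893. That a gene passes the thresholds in Ctrl_CE and not in MetR_CE does not show a difference between them. Compared directly, MetR_CE and Ctrl_CE differed past the thresholds for 26.4% of these genes with edgeR and for 25.2% of its own such genes with DESeq2 and apeglm, a share that choosing the genes on the same libraries can raise. The interaction, which compares the effect of diet between the temperatures, was significant for 40.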

Finally, to understand which pathways are differentially regulated, we performed Gene set enrichment analysis (GSEA) under consideration of log₂FC values (Subramanian et al., 2005). Among the 20 most enriched pathways under MetR_CE, MetR drove the enrichment for metabolic pathways (Biosynthesis of amino acids, Glutathione or P450 cytochrome (Drug) metabolism) despite the effects of Ctrl_CE, while CE drove the enrichment in Steroid biosynthesis and cGMP-PKG signaling pathways, despite the effects of MetR_RT (Figure 3F). These results are in line with previously published datasets (Zhang et al., 2022; Ghosh et al., 2017). This analysis also revealed a number of gene sets where MetR_CE showed the highest enrichment, such as Glucagon and AMPK signaling, TCA cycle, One carbon metabolism, and amino acid biosynthesis. This indicates that MetR and CE cooperate in the regulation of gene sets related to energy provisioning and glucose metabolism in the liver (Figure 3F). 

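Gene lists written by hand stand here for the pathways, and liver values are the median log2 fold change over a list's genes, with limma camera's adjusted p. The amino acid biosynthesis list (28 genes) rose in MetR_RT (median 0.41, higher for 26 of 28 genes, limma camera adjusted p = 9.91e-12), and less in Ctrl_CE (0.24, 17 of 28, adjusted p = 0.0116). Glutathione metabolism (36 genes) had medians of 0.46 in MetR_RT (limma camera adjusted p = 6.04e-13), 0.16 in Ctrl_CE (adjusted p = 0.0876) and 0.16 in MetR_CE (adjusted p = 0.000812), with a negative interaction for 31 of 36 genes. Cytochrome P450 drug metabolism (96 genes) had medians of 0.46, 0.28 and 0.33 in MetR_RT, Ctrl_CE and MetR_CE (limma camera adjusted p = 1.60e-10, 0.0122 and 0.000115). Many of these genes belong to families of close paralogs, between which the counting could have split reads. Steroid biosynthesis (19 genes) rose in Ctrl_CE (median 1.31, 18 of 19 genes, limma camera adjusted p = 4.49e-07) and MetR_CE (0.84, 17 of 19, adjusted p = 0.00904) but not in MetR_RT (0.10, adjusted p = 0.78). Of the calls named here, limma's fry made all except that of steroid biosynthesis in MetR_CE, and fry also called glutathione metabolism in Ctrl_CE. With the correlation between genes estimated from the data, the MetR_RT calls of the amino acid, glutathione and cytochrome P450 lists and the interaction of glutathione metabolism were made, and the others named here were not. A pathway of cGMP-PKG signaling was not analysed here.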

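In the liver of MetR_CE, the median log2 fold change of the glucagon and AMPK signaling list (32 genes) was 0.42, against 0.35 in Ctrl_CE and 0.15 in MetR_RT (limma camera adjusted p = 1.87e-07, 0.000111 and 0.00398). In MetR_CE it held 17 of 32 genes with an adjusted p under 0.05 over all genes tested and 19 adjusted over the list alone. The TCA cycle list (28 genes) had medians of 0.35, 0.24 and 0.14 in MetR_CE, Ctrl_CE and MetR_RT, with 27 of 28 genes higher in MetR_CE (limma camera adjusted p = 5.55e-12, 3.42e-06 and 0.000123). Its genes with an adjusted p under 0.05 in MetR_CE numbered 23 over all genes tested and 23 adjusted over the list alone. Folate one-carbon metabolism (21 genes) rose in MetR_RT (median 0.24, limma camera adjusted p = 4.03e-05) and MetR_CE (0.17, adjusted p = 0.00481) but not in Ctrl_CE (-0.0065, adjusted p = 0.752), so that its MetR_CE median lay below that of MetR_RT. Amino acid biosynthesis had a median of 0.59 in MetR_CE (limma camera adjusted p = 3.85e-10). The interaction was not significant for the glucagon and AMPK, TCA cycle and folate lists (limma camera adjusted p = 0.718, 0.821 and 0.447), and negative for amino acid biosynthesis (median -0.086, adjusted p = 0.0214), a call that fry did not make, whereas it made the others named here. With an estimated correlation, the glucagon and AMPK list in Ctrl_CE and MetR_CE, the folate list in MetR_RT and amino acid biosynthesis in MetR_CE were called. The TCA cycle call in MetR_RT was not made by fgsea.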

The top 30 heatmap of induced genes under MetR_CE reflects these additive effects of Ctrl_CE and MetR_RT on the level of pathway enrichment and features genes such as *Pck2* and *Lepr* (Glucagon signaling), *Pck2* (TCA cycle), *Mthfd1l* and *Aldh1l2* (TCA cycle and folate metabolism), and *Psat1*, *Etnppl,* and *Acot4* (amino acid biosynthesis; Figure 3G). 

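Pck2 (ENSMUSG00000040618.8) was at 4.27 ± 0.68 (SD, n = 7) CPM in liver of Ctrl_RT, 4.29 ± 0.627 (SD, n = 7) in Ctrl_CE, 28.5 ± 13.7 (SD, n = 7) in MetR_RT and 24.6 ± 7.64 (SD, n = 7) in MetR_CE. Its log2 fold change was 2.75 (standard error 0.25, edgeR adjusted p = 3.15e-09) in MetR_RT and 2.53 (standard error 0.25, edgeR adjusted p = 5.33e-09) in MetR_CE, above the Ctrl_RT median in 7 of 7 libraries, but 0.022 in Ctrl_CE (edgeR adjusted p = 0.964). Lepr (ENSMUSG00000057722.18) rose in each group, by 2.59 (standard error 0.50, edgeR adjusted p = 0.000174) in Ctrl_CE, 2.31 (standard error 0.50, edgeR adjusted p = 0.00108) in MetR_RT and 4.13 (standard error 0.50, edgeR adjusted p = 1.39e-07) in MetR_CE. Mthfd1l (ENSMUSG00000040675.18) had log2 fold changes of 1.23, 1.83 and 2.44 in Ctrl_CE, MetR_RT and MetR_CE, and Aldh1l2 (ENSMUSG00000020256.15) of 0.80, 3.23 and 3.39, all DEGs (edgeR adjusted p between 3.59e-12 and 0.0218), of which the Ctrl_CE calls of both were lost with glmTreat. Psat1 (ENSMUSG00000024640.10) rose in MetR_RT by 3.23 and in MetR_CE by 2.90 (edgeR adjusted p = 2.35e-10 and 5.70e-10), while in Ctrl_CE its log2 fold change of 0.61 missed the threshold (adjusted p = 0.0729). Etnppl (ENSMUSG00000019232.15) and Acot4 (ENSMUSG00000052392.6) rose by 1.87 and 1.72 in Ctrl_CE, 1.47 and 1.53 in MetR_RT and 2.31 and 2.33 in MetR_CE, in 7 of 7 libraries each (edgeR adjusted p at most 1.33e-05). None of these 7 genes had a significant interaction, with log2 values from -1.03 (edgeR adjusted p = 0.073) to -0.24 (adjusted p = 0.793).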

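The 81 genes of the cytosolic ribosome list had a median log2 fold change of -0.41 in liver of Ctrl_CE, with 81 of 81 genes lower (limma camera adjusted p = 1.27e-43), and of 0.29 in MetR_RT, with 78 of 81 higher (adjusted p = 2.55e-29). In MetR_CE the median was -0.068 with 58 of 81 lower (limma camera adjusted p = 0.078), which does not pass the threshold. Genes of this list with an adjusted p under 0.05 numbered 76 over all genes tested and 77 adjusted over the list alone in Ctrl_CE and 65 over all genes tested and 70 adjusted over the list alone in MetR_RT. The interaction median of 0.095 (limma camera adjusted p = 1.76e-05) was not called by fry, which kept the other 2 calls. With an estimated correlation between genes, this list was not called in any contrast of liver. Ribosomal protein genes have many processed pseudogenes, with which the counting could have shared reads.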

The only non-immune-related pathway among the 14 most negatively enriched pathways was the Ribosome gene set, where Cold and MetR feeding had opposing effects (Figure 3H). 

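Saa1 (ENSMUSG00000074115.6) was at 3754 ± 2569 (SD, n = 7) CPM in liver of Ctrl_RT, 2530 ± 3818 (SD, n = 7) in Ctrl_CE, 67.8 ± 139.8 (SD, n = 7) in MetR_RT and 7.01 ± 3.84 (SD, n = 7) in MetR_CE. Saa1 fell in MetR_RT, with a log2 fold change of -5.78 (standard error 1.02, edgeR adjusted p = 0.000129). In MetR_CE it fell with -9.06 (standard error 1.20, edgeR adjusted p = 6.72e-07). In both groups 7 of 7 libraries lay below the Ctrl_RT median. Saa1 was not a DEG of Ctrl_CE (-0.57, edgeR adjusted p = 0.67). That value includes Ctrl_CE replicate 4 at 10990 CPM, against at most 2188 in the other Ctrl_CE libraries, and no fit without it was run. Saa2 (ENSMUSG00000057465.6) and Saa3 (ENSMUSG00000040026.9) fell in MetR_CE with log2 fold changes of -10.17 and -5.86 (edgeR adjusted p = 4.03e-07 and 1.29e-05), and Orm1 (ENSMUSG00000039196.3) and Orm2 (ENSMUSG00000061540.4) with -3.70 and -7.98 (adjusted p = 2.84e-08 and 3.61e-07). Saa1 and Saa2, and Orm1 and Orm2, are near-identical paralogs, between which the counting could have split reads, so that their separate values are uncertain. Lcn2 (ENSMUSG00000026822.15) and Lrg1 (ENSMUSG00000037095.9) fell in MetR_CE with -6.80 and -3.23 (edgeR adjusted p = 2.54e-06 and 4.82e-08). In MetR_RT alone, the log2 fold changes of Saa2, Saa3, Orm1, Orm2, Lcn2 and Lrg1 were -7.15, -4.45, -3.29, -7.05, -4.51 and -2.44, all DEGs (edgeR adjusted p at most 0.000293). In Ctrl_CE only Lrg1 was a DEG (-1.28, standard error 0.34, edgeR adjusted p = 0.0046), a call lost with glmTreat, and the others lay between -1.21 and -0.32 (edgeR adjusted p between 0.0896 and 0.835). None of the 7 genes had a significant interaction (edgeR adjusted p between 0.276 and 0.964), so that a departure from the sum of both stimuli is not shown. Over the 26 genes of the acute phase response list, medians were -0.74, -1.53 and -2.01 in Ctrl_CE, MetR_RT and MetR_CE (limma camera adjusted p = 2.60e-08, 3.12e-21 and 1.89e-17). Its genes with an adjusted p under 0.05 numbered 9 over all genes tested and 10 adjusted over the list alone in Ctrl_CE, and 22 by either adjustment in MetR_RT and in MetR_CE. The list was not called in these contrasts with an estimated correlation between genes.

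**Figure D1:**
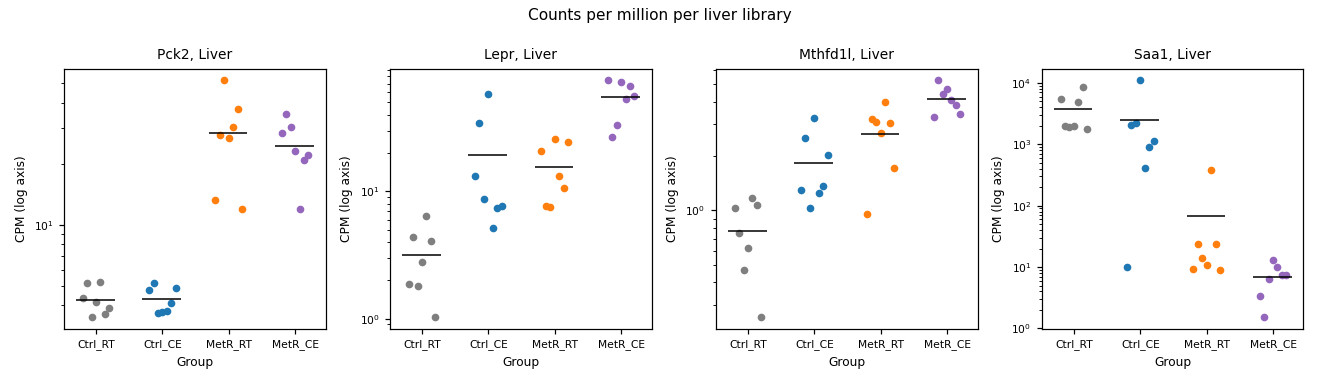
Normalized CPM (log axis) of Pck2, Lepr, Mthfd1l and Saa1 in liver, by group, with each point a mouse (n = 7 per group) and each horizontal bar the mean. Pck2 is higher in every MetR_RT and MetR_CE mouse than the Ctrl_RT median, and Saa1 is lower.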

In accordance with the contrasting enrichment by MetR_RT and Ctrl_CE alone, the top 30 heatmap of MetR_CE repressed genes only features immune-related genes including *Saa1*, *Saa2*, *Saa3* and *Orm1* and *Orm2* (acute-phase response), *Lcn2* and *Lrg1* (innate immunity; Figure 3I). Furthermore, additional heatmap analyses of the top 30 up- and down-regulated genes for Ctrl_CE and MetR_RT further highlight the distinct and cooperative transcriptional effects between both stimuli (Figure 3—figure supplement 1E–J).

### CE dominates gene induction in iBAT with limited contribution by MetR feeding

In iBAT (Figure 4), Volcano plot analysis revealed that Ctrl_CE elicited a much stronger transcriptional response than MetR_RT (757 genes upregulated, 912 genes downregulated, versus 57 genes upregulated and 173 downregulated, respectively). 

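In iBAT, 1188 genes were upregulated and 2325 downregulated in Ctrl_CE, and 128 and 471 in MetR_RT, of 23915 genes tested. With Ctrl_CE replicate 5, which the paper leaves out, Ctrl_CE had 1190 upregulated and 2382 downregulated genes. Grouping the 3 libraries with conflicting labels by their tag gave 3004 DEGs in Ctrl_CE, and leaving them out 3134. DESeq2 with apeglm called 1111 and 1803 genes in Ctrl_CE, and 112 and 321 in MetR_RT.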

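In iBAT of MetR_CE, 1042 genes were upregulated and 2464 downregulated, and 1046 and 2477 with all 27 libraries. Compared directly, MetR_CE and Ctrl_CE differed in 392 genes, of which 115 were higher in MetR_CE, and glmTreat called 0, beside 791 genes with an unadjusted p under 0.05.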

The transcriptional response to MetR_CE was only marginally different from Ctrl_CE (664 genes upregulated, 1091 genes downregulated), suggesting that the majority of the transcriptional response is driven by CE (Figure 4A). 

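The interaction term in iBAT held 59 positive and 30 negative genes. With all 27 libraries it held 72 and 38, without the 3 libraries of conflicting labels 20 and 24, and with groups by tag 1 and 0, the positive gene being Mapt, named after its values were seen. With glmTreat 1 gene remained significant, Adcy5.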

Only a very small number of genes were identified in the diet ×temperature interaction term (22 upregulated, 21 downregulated), indicating that the combination of CE and MetR does not result in non-additive transcriptional effects in iBAT (Figure 4A). 

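CE on top of MetR (MetR_CE vs MetR_RT) changed 815 genes of iBAT upward and 1226 downward, 39.9% of these DEGs upregulated, and with glmTreat 328 genes, 58.2% of them upregulated.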

In line with this, CE on top of MetR (MetR_CE vs MetR_RT) still resulted in substantial gene regulation (Figure 4—figure supplement 1A). Upset plot analysis confirmed that the majority of DEGs in the combined MetR_CE condition overlapped with Ctrl_CE (1009 genes), while only a minor subset was shared with MetR_RT (85 genes; Figure 4B). 

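Of the MetR_CE DEGs in iBAT, 1907 (54.4%) were shared with Ctrl_CE only and 184 (5.25%) with MetR_RT only, 7.5% with both, and 1152 (32.9%) were found in MetR_CE alone. With all 27 libraries the first 2 numbers were 1938 and 179.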

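Log2 fold changes of Ctrl_CE and MetR_RT over the 3506 MetR_CE DEGs of iBAT had an R² of 0.347 (jackknife standard error 0.0728), with the same sign for 84.4%. Simulated unchanged groups, which share 6 simulated Ctrl_RT libraries in the same way, gave a median of 0.243, a highest value of 0.292 and the same sign for 66.8%. Of 200 regroupings of the libraries' deviations from their group means, 94 were as high as the R² of the mean log2 CPM differences, so that the value is not told from unchanged groups with correlated genes. Against disjoint Ctrl_RT libraries the R² was 0.188, with DESeq2's shrunken values 0.145, with all 27 libraries 0.351 and with groups by tag 0.551.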

Comparison of log₂FC between Ctrl_CE and MetR_RT for all MetR_CE DEGs showed a weak correlation (R²=0.24), supporting the notion that the transcriptional responses to MetR_CE are indeed driven by CE (Figure 4C). This weak correlation was confirmed when considering all MetR_RT or Ctrl_CE DEGs (Figure 4—figure supplement 1B). 

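Over the 3824 DEGs of Ctrl_CE or MetR_RT in iBAT, R² was 0.274 (jackknife standard error 0.0569), within the range of the simulated unchanged groups (median 0.239, highest 0.277), and 165 of 200 regroupings of the libraries' deviations were as high. With all 27 libraries it was 0.298, with groups by tag 0.527 and with DESeq2 and apeglm 0.0854.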

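In iBAT, Ctrl_CE-dominant genes made up 682 of 1042 upregulated (65.5%) and 1232 of 2464 downregulated genes (50.0%, exact 95% confidence interval 48 to 52). Co-dependent additive genes made up 25.4% and 35.8%, and MetR_RT-dominant genes 2.59% and 6.37%. With DESeq2 and apeglm the Ctrl_CE-dominant shares were 67.5% and 51.3%. From the number of DEGs, their overlap and these classes (Figure 4), the paper proposes that cold is the main driver of gene regulation in iBAT.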

The classification of gene regulation confirmed that >50% of down- and up-regulated genes were driven by Ctrl_CE (blue, Figure 4D). Altogether, these data indicate that Ctrl_CE primarily drives gene regulation in iBAT, while the transcriptional effects of MetR_RT are negligible. GSEA analysis confirmed the positive enrichment of fatty acid and thermogenic pathways by Ctrl_CE, as previously published (Ghosh et al., 2017; Hao et al., 2015). 

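The thermogenic marker list (20 genes) had a median log2 fold change of 0.69 in iBAT of Ctrl_CE, with 16 of 20 genes higher (limma camera adjusted p = 8.40e-11), of which 16 over all genes tested and 16 adjusted over the list alone had an adjusted p under 0.05. Ucp1 (ENSMUSG00000031710.5) was at 6954 ± 925 (SD, n = 6) CPM in Ctrl_RT, 12640 ± 918 (SD, n = 6) in Ctrl_CE, 8331 ± 805 (SD, n = 7) in MetR_RT and 13380 ± 1112 (SD, n = 7) in MetR_CE. Its log2 fold change was 0.86 (standard error 0.08, edgeR adjusted p = 1.04e-09) in Ctrl_CE, higher in 6 of 6 libraries, and the left-out Ctrl_CE replicate 5 stood at 12240 CPM. The fatty acid degradation list (33 genes) did not rise in iBAT of Ctrl_CE (median -0.086, 14 of 33 higher, limma camera adjusted p = 0.263), and 4 of its genes were upregulated and 4 downregulated DEGs.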

The combination of both stimuli specifically benefited the positive enrichment of metabolic pathways such as fatty acid elongation, biosynthesis of unsaturated fatty acids, and PPAR signaling, while Ctrl_CE drove the enrichment in ER and glycerolipid-related gene sets. 

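Fatty acid elongation and desaturation (33 genes) had a median log2 fold change of 0.24 in iBAT of Ctrl_CE and 0.14 of MetR_CE (limma camera adjusted p = 0.022 and 0.00718), with a negative interaction (adjusted p = 0.0224) that fry did not call. PPAR signaling (43 genes) had medians of 0.24 and 0.11 (limma camera adjusted p = 0.00901 and 0.00553), with both upregulated and downregulated DEGs in MetR_CE (12 and 8), and fgsea called neither contrast. The ER protein processing list (47 genes) had 0.26 in Ctrl_CE (41 of 47 genes higher, limma camera adjusted p = 9.33e-12) and 0.16 in MetR_CE (adjusted p = 2.83e-06), with a negative interaction for 35 of 47 genes (adjusted p = 2.77e-06). None of the other calls named here was lost under fry, and with an estimated correlation the calls of all 3 lists were lost. Genes of glycerolipid metabolism were not analysed here as a list.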

In line with the limited transcriptional response of MetR_RT on gene level, NES scores for MetR_RT were mostly lower compared to Ctrl_CE and/or non-significant, except for Steroid biosynthesis (Figure 4E). 

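In iBAT of MetR_RT, the steroid biosynthesis list (19 genes) had a median log2 fold change of 0.42 (17 of 19 higher, limma camera adjusted p = 1.32e-10), beside 0.56 in Ctrl_CE and 0.75 in MetR_CE (adjusted p = 7.07e-07 and 1.37e-09). Its genes with an adjusted p under 0.05 in MetR_RT numbered 9 over all genes tested and 13 adjusted over the list alone. MetR_RT medians were 0.074 for thermogenic markers, 0.077 for fatty acid elongation, -0.058 for PPAR signaling and -0.03 for ER protein processing (limma camera adjusted p = 0.00715, 0.00297, 0.409 and 0.938). The calls of the thermogenic and fatty acid elongation lists in MetR_RT were not made by fgsea. With an estimated correlation no list was called in MetR_RT, nor was steroid biosynthesis in Ctrl_CE or MetR_CE.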

In line, the heatmap of the top 30 upregulated genes under MetR_CE underscores this enrichment by featuring important factors such as *Ppargc1a*, *Fgf21, Gdf15, Gpr3,* and *Bmp8b* (PPAR signaling and thermogenesis), *Elovl3* and *Scd3* (fatty acid elongation), and *Mthfd2* (folate metabolism; Figure 4F). Many of these genes are also featured in the top 30 heatmap for Ctrl_CE regulated genes (Figure 4—figure supplement 1D). By contrast, negatively enriched gene sets under MetR_CE were largely immune- and extracellular matrix–related, including cytokine-, ECM- and neuroactive ligand-receptor interactions and cell adhesion gene sets (*Col1a1, Col1a2, Ngfr, Hcar2, Adcy5*). 

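Ppargc1a (ENSMUSG00000029167.14) was at 40.9 ± 15.2 (SD, n = 6) CPM in iBAT of Ctrl_RT, 222 ± 34.2 (SD, n = 6) in Ctrl_CE, 44 ± 5.92 (SD, n = 7) in MetR_RT and 212 ± 73.3 (SD, n = 7) in MetR_CE, with log2 fold changes of 2.44 (standard error 0.21, edgeR adjusted p = 2.90e-10) in Ctrl_CE and 2.37 (standard error 0.21, edgeR adjusted p = 4.20e-10) in MetR_CE. Fgf21 (ENSMUSG00000030827.6), Gdf15 (ENSMUSG00000038508.8), Gpr3 (ENSMUSG00000049649.9), Bmp8b (ENSMUSG00000002384.3), Elovl3 (ENSMUSG00000038754.6), Scd3 (ENSMUSG00000025202.9) and Mthfd2 (ENSMUSG00000005667.9) had log2 fold changes of 2.42, 2.89, 3.04, 2.7, 2.17, 2.33 and 3.16 in MetR_CE, each higher in 7 of 7 libraries (edgeR adjusted p between 7.12e-13 and 4.01e-07). In Ctrl_CE they were 2.26, 3.54, 3.10, 2.81, 2.18, 1.92 and 3.59, each higher in 6 of 6 libraries (edgeR adjusted p at most 5.46e-07). In MetR_RT, Mthfd2 (2.13, standard error 0.39, edgeR adjusted p = 0.000786), Scd3 (1.10, adjusted p = 0.00828) and Elovl3 (0.85, adjusted p = 7.50e-05) were DEGs, the last 2 not with glmTreat. The other genes were not, at log2 fold changes of 0.10 for Ppargc1a, 0.20 for Fgf21, 0.051 for Gdf15, 0.70 for Gpr3 and 0.62 for Bmp8b (edgeR adjusted p at least 0.314). Grouped by treatment tag, Gpr3 and Bmp8b were DEGs of MetR_RT (1.54 and 1.26). The interaction was negative and significant for Mthfd2 (-2.56, standard error 0.51, edgeR adjusted p = 0.0117) and Elovl3 (-0.87, standard error 0.17, edgeR adjusted p = 0.0121), and not for the other 6 (edgeR adjusted p at least 0.396), and neither was called with glmTreat or with groups by tag. With all 27 libraries, Ctrl_CE log2 fold changes were 2.39, 2.48, 3.73, 3.09, 2.81, 2.20, 2.03 and 3.59 in the same order. The left-out Ctrl_CE replicate 5 stood at 173 CPM for Ppargc1a, 6.73 for Fgf21, 5.24 for Gdf15, 1.61 for Gpr3, 55.4 for Bmp8b, 1655 for Elovl3, 3.81 for Scd3 and 50.4 for Mthfd2. Scd3 belongs to a family of close paralogs, between which the counting could have split reads.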

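In iBAT of MetR_CE, the extracellular matrix list (96 genes) had a median log2 fold change of -0.62 (75 of 96 lower, limma camera adjusted p = 9.07e-06), with 54 over all genes tested and 56 adjusted over the list alone at an adjusted p under 0.05. The list of cytokines and receptors (142 genes) had -0.52 (107 of 142 lower, limma camera adjusted p = 0.0017), with 55 over all genes tested and 58 adjusted over the list alone. Col1a1 (ENSMUSG00000001506.11) was at 166 ± 81.4 (SD, n = 6) CPM in Ctrl_RT and 32.2 ± 10.2 (SD, n = 7) in MetR_CE, a log2 fold change of -2.36 (standard error 0.29, edgeR adjusted p = 2.35e-07). For Col1a2 (ENSMUSG00000029661.17), Ngfr (ENSMUSG00000000120.7), Hcar2 (ENSMUSG00000045502.7) and Adcy5 (ENSMUSG00000022840.10) it was -2.27, -2.06, -2.35 and -2.03, each lower in 7 of 7 libraries (edgeR adjusted p at most 7.03e-08). In Ctrl_CE the log2 fold changes of these 5 genes were -0.93, -0.88, -1.34, -2.50 and -2.08 (edgeR adjusted p at most 0.0142), and the calls of Col1a1 and Col1a2 were lost with glmTreat, that of Col1a1 also with groups by tag and with Ctrl_CE and Ctrl_RT fitted alone. With all 27 libraries they were -0.92, -0.87, -1.30, -2.40 and -2.12, and the left-out Ctrl_CE replicate 5 stood at 94, 92.2, 1.49, 1.67 and 2.92 CPM.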

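In iBAT, the extracellular matrix list had a median log2 fold change of -0.54 in MetR_RT (84 of 96 genes lower, limma camera adjusted p = 1.10e-11) and -0.27 in Ctrl_CE (adjusted p = 0.312). For cytokines and receptors the medians were -0.24 (limma camera adjusted p = 0.00224) and -0.16 (adjusted p = 0.438), and fgsea did not call this list in MetR_RT. Fry made the same calls for both lists, and neither was called with an estimated correlation. Col1a1, Col1a2, Ngfr, Hcar2 and Adcy5 had log2 fold changes of -1.75, -1.66, -1.13, -1.96 and -2.22 in MetR_RT, each lower in 7 of 7 libraries (edgeR adjusted p at most 0.000276), and the call of Ngfr was lost with glmTreat. The interaction was positive for Hcar2 (2.11, standard error 0.35, edgeR adjusted p = 0.00361) and Adcy5 (2.27, standard error 0.30, edgeR adjusted p = 0.000435) and not significant for Col1a1, Col1a2 and Ngfr (edgeR adjusted p at least 0.573). Of these interactions glmTreat called only that of Adcy5. None was called with groups by tag, which departs from title and mouse for 3 libraries.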

Interestingly, the negative enrichment of these pathways was dominated by MetR_RT (Figure 4G and H). Altogether, these analyses support the notion that the transcriptional effects of MetR_RT are limited and contribute little to the combined effect of MetR_CE, which is dominated by cold (Figure 4—figure supplement 1D–G).

### Additive and synergistic gene regulation by MetR and CE in iWAT

In iWAT (Figure 5), Volcano plots revealed that both Ctrl_CE (992 upregulated, 1379 genes downregulated) and MetR_RT (680 upregulated, 1156 downregulated) elicited marked transcriptional changes: The combination of both stimuli (MetR_CE) resulted in an even greater number of DEGs compared to either stimuli alone (1394 upregulated, 2261 downregulated), indicating either additive or synergistic effects (Figure 5A). 

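In iWAT, 1584 genes were upregulated and 2627 downregulated in Ctrl_CE, 1123 and 1944 in MetR_RT, and 2127 and 3805 in MetR_CE, of 26428 genes tested. DESeq2 with apeglm called 1404 and 2151, 1025 and 1698, and 1999 and 3484 genes. The tables hold 6 libraries of MetR_CE, where the legend of Figure 2 gives 7, and the paper states that an iWAT sample was lost in preparation.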

Only a limited number of genes were identified in the diet × temperature interaction (188 down, 55 up), suggesting few non-additive responses (Figure 5A). 

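The interaction term in iWAT held 300 negative and 135 positive genes, 31% of them positive. DESeq2 with apeglm called 360 and 51 (12.4% positive), and glmTreat 0, beside 1333 genes with an unadjusted p under 0.05.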

Upset plots suggest cooperativity between MetR_RT and Ctrl_CE, with 1234 DEGs uniquely regulated when both stimuli were combined, but also support true additive or synergistic regulation with 1210 genes being significantly regulated in all three conditions (Figure 5B). 

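Of the MetR_CE DEGs in iWAT, 2121 (35.8%) were DEGs of MetR_CE alone, 2067 (34.8%) of all 3 contrasts, 1122 shared with Ctrl_CE only and 622 with MetR_RT only. All 2067 genes changed in the same direction in the 3 contrasts.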

Correlation of log₂FC between Ctrl_CE and MetR_RT for all MetR_CE showed a strong positive correlation (R²=0.81), suggesting that the impact of CE and MetR feeding on gene regulation is similar in iWAT (Figure 5, Figure 5—figure supplement 1). 

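Across the 5932 MetR_CE DEGs of iWAT, the log2 fold changes of Ctrl_CE and MetR_RT had an R² of 0.741 (jackknife standard error 0.0492) and the same sign for 96.7%, and across the 5124 DEGs of either stimulus 0.606 ± 0.161 (jackknife SE). Unchanged groups and shared Ctrl_RT libraries, all simulated, gave a median of 0.225 and at most 0.269, with the same sign for 66.4%. Regroupings of the libraries' deviations from their group means were as high in 0 of 200 draws for the MetR_CE DEGs and 0 of 200 for those of either stimulus. Against disjoint Ctrl_RT libraries the median R² was 0.521, and with DESeq2's shrunken values 0.655. The choice of genes through the same Ctrl_RT libraries can raise the observed R², and neither simulations nor regroupings repeated it. Over all genes with a mean of at least 1 CPM, R² was 0.535.

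**Figure D2:**
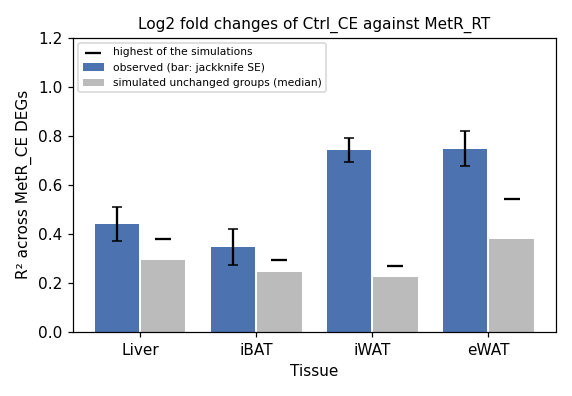
R² of the log2 fold changes of Ctrl_CE and MetR_RT across the MetR_CE DEGs, by tissue. Bars show the observed value with its jackknife standard error beside the median of 50 simulations of unchanged groups, with a tick at the highest simulated value. The simulations kept the genes chosen from the real libraries.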

Regulatory classification of MetR_CE DEGs revealed that 55% of up- and 75% of down-regulated genes were predominantly regulated in an additive manner, where Ctrl_CE and MetR_RT cooperated to enhance transcriptional responses. This included genes that became significant when both stimuli were combined (co-dependent regulation) as well as genes that were already significantly regulated under each condition alone but showed non-synergistic regulation under the combined treatment (concordant – additive; Figure 5D). 

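Co-dependent and concordant additive genes together made up 1308 of 2127 upregulated (61.5%) and 2672 of 3805 downregulated genes (70.2%) of MetR_CE in iWAT. Co-dependent additive genes alone made up 36.4% and 35.2%, Ctrl_CE-dominant genes 20.3% and 18.1%, and MetR_RT-dominant genes 11.2% and 10.1%. A gene counts as additive when its interaction misses the thresholds, which does not exclude an interaction too small to be called. From the shared DEGs, their correlation and these classes (Figure 5), the paper proposes that CE and MetR act on similar genes in iWAT and reasons that most of the regulation is additive.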

GSEA analysis revealed in pathways consistent with expected CE- or MetR-induced responses, such as fatty acid degradation, PPAR signaling, thermogenesis, and the TCA cycle (Figure 5E; Ghosh et al., 2017; Hao et al., 2015). 

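In iWAT, the fatty acid degradation list had median log2 fold changes of 0.48, 0.57 and 0.64 in Ctrl_CE, MetR_RT and MetR_CE (limma camera adjusted p = 3.78e-09, 4.36e-13 and 2.62e-11), with 31 of 33, 31 of 33 and 32 of 33 genes higher. PPAR signaling had 0.62, 0.57 and 0.74 (limma camera adjusted p = 4.31e-09, 7.90e-09 and 1.72e-09), the TCA cycle 0.98, 0.94 and 1.06 (adjusted p = 5.38e-16, 7.33e-20 and 3.82e-15) and oxidative phosphorylation (84 genes) 0.66, 0.75 and 0.82 (adjusted p = 9.57e-30, 2.75e-41 and 3.41e-29). Thermogenic markers had 2.72, 2.47 and 3.38, with 20 of 20 genes higher in each contrast (limma camera adjusted p = 3.82e-15, 3.48e-16 and 1.78e-16). In MetR_CE, genes with an adjusted p under 0.05 numbered 25 over all genes tested and 25 adjusted over the list alone for fatty acid degradation, 29 over all genes tested and 29 adjusted over the list alone for PPAR signaling, 24 over all genes tested and 25 adjusted over the list alone for the TCA cycle, 78 over all genes tested and 79 adjusted over the list alone for oxidative phosphorylation and 20 by either adjustment for thermogenic markers. Fry made the same calls for these 5 lists in the 3 contrasts, and none was called with an estimated correlation.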

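In iWAT the interaction was negative for 20 of 20 thermogenic markers (median -1.81, limma camera adjusted p = 1.45e-08), 29 of 33 genes of fatty acid degradation (-0.37, 9.07e-07), 32 of 43 of PPAR signaling (-0.42, 5.51e-05), 26 of 28 of the TCA cycle (-0.74, 3.48e-16) and 82 of 84 of oxidative phosphorylation (-0.60, 8.40e-33). Of the thermogenic markers, 0 had an interaction with an adjusted p under 0.05 over all genes tested, 17 adjusted over the list alone and 17 with an unadjusted p under 0.05. For the TCA cycle and oxidative phosphorylation the counts were 7 over all genes tested and 25 adjusted over the list alone, and 12 over all genes tested and 75 adjusted over the list alone. The interaction subtracts the fold changes of both single stimuli, which share the Ctrl_RT libraries, so a chance deviation of these libraries shifts all genes of a coherent list alike. Under fry, the calls of thermogenic markers and fatty acid degradation were lost, and fgsea did not call PPAR signaling, and none of the 5 lists was called with an estimated correlation.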

Notably, nearly all of these pathways showed significant negative enrichment for the interaction term, indicating that the transcriptional response to MetR_CE is less than additive. This suggests that while both Ctrl_CE and MetR_RT independently activate key metabolic pathways, their combined effect is attenuated on the gene set level, possibly due to overlapping mechanisms or transcriptional feedback limiting further activation. 

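Ucp1 was at 160.3 ± 160.1 (SD, n = 7) CPM in iWAT of Ctrl_RT, 2707 ± 1477 (SD, n = 7) in Ctrl_CE, 1962 ± 1470 (SD, n = 7) in MetR_RT and 3838 ± 1202 (SD, n = 6) in MetR_CE, and its range within Ctrl_RT was 1.27 to 449. Its log2 fold changes were 4.08 (standard error 0.75, edgeR adjusted p = 0.000163) in Ctrl_CE, 3.61 (standard error 0.73, edgeR adjusted p = 0.000682) in MetR_RT and 4.58 (standard error 0.77, edgeR adjusted p = 3.15e-05) in MetR_CE, with every library above the Ctrl_RT median. Dio2 (ENSMUSG00000007682.9), Fgf21, Elovl3, Cpt1b (ENSMUSG00000078937.9) and Ppargc1a had log2 fold changes of 4.93, 2.84, 3.40, 2.68 and 2.71 in Ctrl_CE (edgeR adjusted p at most 0.000134), 2.31, 1.52, 2.93, 2.53 and 1.21 in MetR_RT (at most 0.00508) and 5.21, 4.03, 4.07, 3.29 and 2.92 in MetR_CE (at most 1.28e-05). In MetR_CE each was higher in 6 of 6 libraries, and the MetR_RT calls of Fgf21 and Ppargc1a were lost with glmTreat. The interaction was negative for all 6 genes and significant for none, from -3.11 (edgeR adjusted p = 0.0757) for Ucp1 to -0.33 (adjusted p = 0.798) for Fgf21.

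**Figure D3:**
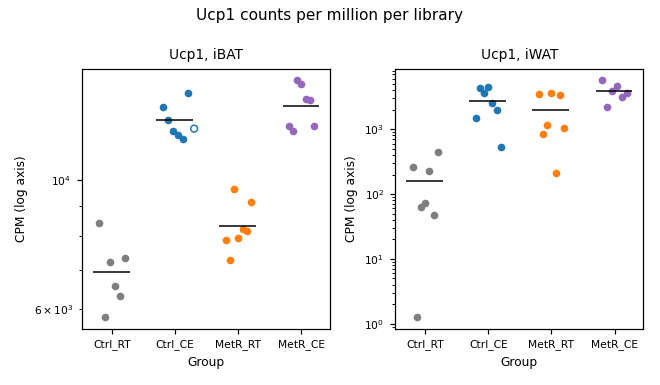
Normalized CPM (log axis) of Ucp1 in iBAT and iWAT by group, with each point a mouse, each horizontal bar the mean of the libraries in the paper's set and an open circle for iBAT Ctrl_CE replicate 5, which the paper leaves out. The means of Ctrl_CE, MetR_RT and MetR_CE lie above that of Ctrl_RT in both depots.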

Heatmap analysis of the top 30 induced genes matches GSEA results and features prominent PPAR and thermogenesis-related genes including *Dio2, Ucp1, Fgf21, Elovl3, Cpt1b,* and *Ppargc1a*. The heatmap analysis also confirms the largely additive gene regulatory effects of Ctrl_CE and MetR_RT on gene level (Figure 5F, Figure 5—figure supplement 1D and E). 

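The list of cytokines and receptors (160 genes) had median log2 fold changes of -0.65, -0.56 and -0.96 in iWAT of Ctrl_CE, MetR_RT and MetR_CE, with 131 of 160 genes lower in MetR_CE (limma camera adjusted p = 1.76e-08, 3.55e-11 and 2.18e-11), and 93 over all genes tested and 96 adjusted over the list alone with an adjusted p under 0.05. Its interaction was positive (median 0.31, limma camera adjusted p = 0.000233), a call that fry did not make. The macrophage list (16 genes) had medians of -1.15, -1.62 and -2.61 (limma camera adjusted p = 6.25e-07, 6.35e-13 and 4.43e-13). Neither list was called with an estimated correlation. Ccl2 (ENSMUSG00000035385.6) was at 31.3 ± 44.2 (SD, n = 7) CPM in Ctrl_RT, 2.87 ± 1.84 (SD, n = 7) in Ctrl_CE, 2.49 ± 1.15 (SD, n = 7) in MetR_RT and 1.6 ± 0.635 (SD, n = 6) in MetR_CE, a log2 fold change of -4.26 (standard error 0.67, edgeR adjusted p = 1.31e-05) in MetR_CE, lower in 6 of 6 libraries. Ccl7 (ENSMUSG00000035373.3), Ccl8 (ENSMUSG00000009185.3), Ccl12 (ENSMUSG00000035352.4) and Il1rl1 (ENSMUSG00000026069.16) had -4.61, -5.13, -4.58 and -3.96 in MetR_CE (edgeR adjusted p at most 6.62e-05). Ctrl_CE gave -3.44 for Ccl2 and -3.63, -1.09, -2.52 and -2.98 for the others, of which Ccl8 was not a DEG (edgeR adjusted p = 0.203) and Ccl12 not with glmTreat. MetR_RT gave -3.63 and -3.76, -1.77, -3.23 and -3.05, all DEGs (edgeR adjusted p at most 0.0474), of which Ccl8 was lost with glmTreat, without the filter on counts and with MetR_RT and Ctrl_RT fitted alone. The interaction of the 5 genes was not significant (edgeR adjusted p at least 0.065). Ctrl_RT replicate 7 stood at 128.6, 133.8 and 27.1 CPM for Ccl2, Ccl7 and Ccl12. The other Ctrl_RT libraries had at most 31.2, 32.5 and 2.88, and no fit without replicate 7 was run. Ccl2, Ccl7, Ccl8 and Ccl12 are paralogs, between which the counting could have split reads.

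**Figure D4:**
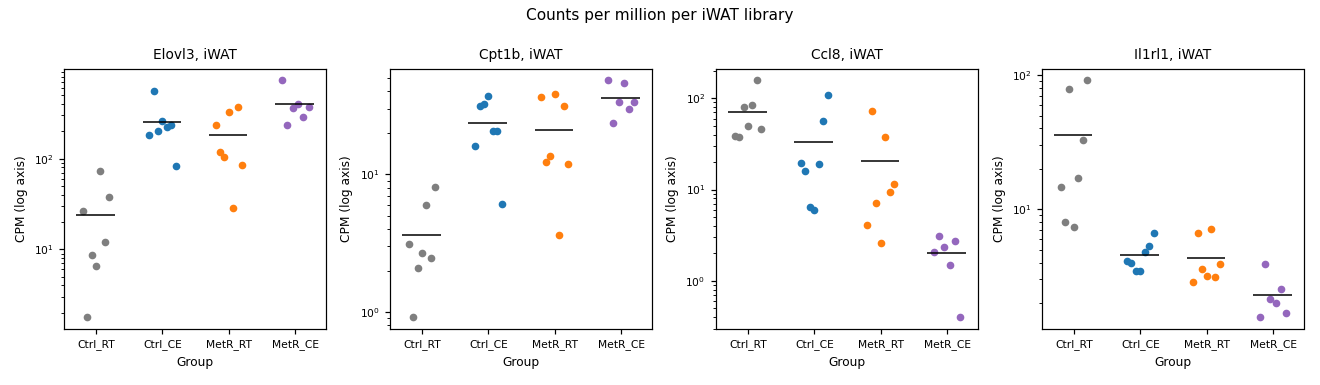
Normalized CPM (log axis) of Elovl3, Cpt1b, Ccl8 and Il1rl1 in iWAT by group, with each point a mouse and each horizontal bar the mean (n = 7, and n = 6 in MetR_CE). Elovl3 and Cpt1b are higher, and Ccl8 and Il1rl1 lower, in every MetR_CE mouse than the Ctrl_RT median.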

Similar to the responses in iBAT, iWAT also showed negative enrichment in predominantly immune-related pathways, such as cytokine-cytokine receptor interactions (*Ccl2, Ccl7, Ccl8, Ccl12, Ccr5, Il1rl1*; Figure 5G and H).

### Limited yet codependent and antagonistic gene regulation by MetR and CE in eWAT

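In eWAT, 673 genes were DEGs of Ctrl_CE, of which 401 downregulated, and MetR_RT had 9 upregulated and 23 downregulated genes, over the 24 libraries of the paper's set, with 4 in Ctrl_RT, 7 in Ctrl_CE and 6 in MetR_RT. With all 28 libraries, Ctrl_CE had 460 upregulated and 2134 downregulated genes and MetR_RT 6, all upregulated. With each of the 24 libraries left out in turn, Ctrl_CE had the fewest DEGs without Ctrl_RT replicate 1 (82 up and 183 down) and the most without Ctrl_CE replicate 4 (1005). MetR_RT had the fewest without Ctrl_RT replicate 1 (11) and the most without Ctrl_CE replicate 4 (64), whose counts enter through the shared dispersion. By DESeq2 with apeglm there were 363 upregulated and 319 downregulated genes in Ctrl_CE.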

In eWAT (Figure 6), Volcano plot analysis revealed that both CE and MetR feeding alone did not have substantial effects on transcription, as less than 189 DEGs were up- or down-regulated in either condition (Figure 6A). This combined effect under MetR_CE also featured merely 122 up- or down-regulated genes, while the interaction term identified 193 up- and 292 down-regulated DEGs, the highest among all tissues, suggesting a potential synergistic mode of gene regulation under MetR_CE in this tissue (Figure 6A). 

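MetR_CE had 167 upregulated and 193 downregulated genes in eWAT, and the interaction term 307 positive and 333 negative genes. With all 28 libraries, MetR_CE had 616 and 2652, and the interaction 1, a positive gene, where leaving out MetR_RT replicate 7 alone gave 626. Leaving out Ctrl_RT replicate 1 gave the fewest interaction DEGs (154 positive genes, 57.7% of the DEGs) and the fewest of MetR_CE (173), and the most were found without MetR_RT replicate 1 (1180) and MetR_CE replicate 1 (423). DESeq2 and apeglm gave 343 positive and 457 negative genes, and glmTreat called 0, beside 1462 genes with an unadjusted p under 0.05.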

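Of the eWAT DEGs of MetR_CE, 71.1% were DEGs of MetR_CE alone (136 upregulated and 120 downregulated), 80 (22.2%) were shared with Ctrl_CE only, 4 with MetR_RT only (C6, Tnk2, Spred2 and Gm20544, named after their values were seen) and 20 with both. Over all 28 libraries, 1731 (53%) were found in MetR_CE alone and 1531 were shared with Ctrl_CE only.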

Upset plot analysis confirmed that most MetR_CE DEGs (158) are unique to the combination of CE and MetR, and that Ctrl_CE (31 DEGs) or MetR_RT (24 DEGs) alone contributed little to the joined MetR_CE effect (Figure 6B). Scatter plot analysis of log₂FC values between Ctrl_CE and MetR_RT for all MetR_CE DEGs revealed a relatively high correlation (R²=0.54) and were predominantly categorized as Co-dependent–additive (brown; Figure 6C and D). Conversely, all DEGs from either Ctrl_CE or MetR_RT correlated less with each other (R²=0.29) and were found to interact in an antagonistic fashion (Figure 6—figure supplement 1B, C). This suggests a complex gene-regulatory relationship between MetR feeding and CE in eWAT. 

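Across the 360 MetR_CE DEGs of eWAT, R² of the log2 fold changes of Ctrl_CE and MetR_RT was 0.747 (jackknife standard error 0.0722), with the same sign for 90.8%. The simulated unchanged groups, sharing 4 simulated Ctrl_RT libraries, gave a median of 0.378, a highest value of 0.543 and the same sign for 70.8%. Of 200 regroupings of the eWAT libraries' deviations from their group means, 3 were as high. From all 28 libraries R² was 0.331, against disjoint Ctrl_RT libraries 0.423 and with DESeq2's shrunken values 0.348. Over all genes with a mean of at least 1 CPM it was 0.105. The genes were chosen through the same 4 Ctrl_RT libraries. What this choice adds to R² is missing from the simulations and regroupings, which did not choose the genes anew. Co-dependent additive genes made up 128 of 167 upregulated (76.7%) and 120 of 193 downregulated genes (62.2%).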

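Across the 681 DEGs of Ctrl_CE or MetR_RT in eWAT, R² was 0.666 (jackknife standard error 0.11), against a simulated median of 0.376 and highest of 0.477, and 19 of 200 regroupings of the libraries' deviations were as high. It was 0.385 with all 28 libraries, 0.275 against disjoint Ctrl_RT libraries and 0.128 with DESeq2 and apeglm. Here too the genes were chosen through the same Ctrl_RT libraries, a choice that the simulations and regroupings did not repeat. Of the 569 Ctrl_CE DEGs that were not DEGs of MetR_RT or MetR_CE, 292 (51.3%) had a significant antagonistic interaction and 48.5% none, and the 4 DEGs of MetR_RT alone all did (Ung, Mpp1, Tanc2 and 4930502A04Rik, named after their values were seen). Among all 28 libraries the antagonistic number was 0 of 1061, where the interaction had 1 DEG (626 without MetR_RT replicate 7), beside 3574 genes with an unadjusted p under 0.05. From these correlations and classes (Figure 6), the paper proposes a complex relationship of MetR and CE in eWAT, additive for genes that become significant only in MetR_CE and antagonistic for those of a single stimulus.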

On the one hand, MetR_RT and Ctrl_CE additively regulate genes that only become significant under MetR_CE; on the other hand, DEGs unique to MetR_RT or Ctrl_CE alone are excluded from the combined MetR_CE response in an antagonistic fashion. GSEA analysis revealed that significant positive enrichment in immune and signaling pathways such as Rap1 signaling, MAPK signaling, and cGMP-PKG signaling (*Maff*, *Ptchd4*, and *Arhgef37*) under the combined treatment of MetR_CE (Figure 6E and F). 

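Maff (ENSMUSG00000042622.15) was at 5.79 ± 1.82 (SD, n = 4) CPM in eWAT of Ctrl_RT, 10.8 ± 2.98 (SD, n = 7) in Ctrl_CE, 14.1 ± 3.84 (SD, n = 6) in MetR_RT and 21.6 ± 3.29 (SD, n = 7) in MetR_CE, with a log2 fold change of 1.89 (standard error 0.23, edgeR adjusted p = 8.07e-05) in MetR_CE. Ptchd4 (ENSMUSG00000042256.6) had 2.23 (standard error 0.51, edgeR adjusted p = 0.0159) and Arhgef37 (ENSMUSG00000045094.9) 1.67 (standard error 0.21, edgeR adjusted p = 0.000135), and each gene was higher in 7 of 7 MetR_CE libraries. Without Ctrl_RT replicate 1, Ptchd4 was not a DEG of MetR_CE (2.03). In Ctrl_CE and MetR_RT, Maff had 0.90 and 1.27 and Arhgef37 0.76 and 1.53 (edgeR adjusted p between 0.00196 and 0.0309), and Ptchd4 was not a DEG (0.69 and 0.86, adjusted p = 0.493 and 0.613). The calls of Maff in both single stimuli were lost without Ctrl_RT replicate 1 (0.79 and 1.17) and without replicate 7 (0.77 and 1.14), and that of Arhgef37 in Ctrl_CE in 6 of the fits that left out a library, with values from 0.59 to 0.79. Log2 fold changes in MetR_CE over all 28 libraries were 1.67, 2.30 and 1.46, and Maff in MetR_RT and Arhgef37 in Ctrl_CE were not DEGs. Neither the Ctrl_CE and MetR_RT calls of Maff and Arhgef37 nor the MetR_CE call of Ptchd4 were made with glmTreat, and Arhgef37 was not a DEG of MetR_RT with MetR_RT and Ctrl_RT fitted alone. In the left-out Ctrl_RT replicates 2, 4 and 5 and MetR_RT replicate 7, Maff stood at 5.73, 8.22, 11.3 and 10.9 CPM, Ptchd4 at 0.305, 0.449, 0.312 and 1.18 and Arhgef37 at 65.4, 26.1, 27.8 and 58.3. Gene lists of Rap1, MAPK and cGMP-PKG signaling were not analysed here.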

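The interaction was not significant in eWAT for Maff (-0.28, standard error 0.28, edgeR adjusted p = 0.689), Ptchd4 (0.68, standard error 0.63, edgeR adjusted p = 0.66) and Arhgef37 (-0.62, standard error 0.27, edgeR adjusted p = 0.218). A smaller interaction than these tests can call is not excluded.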

Here, interaction between MetR_RT and Ctrl_CE enrichment scores appeared additive in nature (non-significant enrichment for interaction DEGs). 

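In eWAT of MetR_CE, fatty acid degradation (33 genes) had a median log2 fold change of -0.21, with 27 of 33 genes lower (limma camera adjusted p = 3.31e-08), and 6 over all genes tested and 14 adjusted over the list alone with an adjusted p under 0.05. Oxidative phosphorylation (85 genes) had -0.14, with 79 of 85 lower (limma camera adjusted p = 2.20e-08), and 1 gene at an adjusted p under 0.05 over all genes tested, 0 adjusted over the list alone and 15 at an unadjusted p under 0.05. Fry called the first of these lists and not the second, and with an estimated correlation neither was called. In all 28 libraries, fatty acid degradation was not called (median -0.09), and oxidative phosphorylation changed direction (median 0.0023).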

Intriguingly, negatively enriched pathways under MetR_CE were largely associated with fatty acid metabolism and oxidative phosphorylation (Figure 6G). While MetR_RT alone again did not result in significant enrichment here, Ctrl_CE often resulted in opposing (significant or non-significant) enrichment for the mentioned pathways. These enrichments match with repressed genes that are regulated in an additive manner between MetR_RT and Ctrl_CE (*Cyp2e1, Cyp4f17, Ehhadh, Slc16a1, Serpina3b*; Figure 6H) and genes that are regulated in an antagonistic manner (*Acly, Elovl6, Angptl8, Acss2, Me1, Fasn, Scd2, Acaca, Slc25a1;* Figure 6—figure supplement 1F, I). 

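For oxidative phosphorylation in eWAT, the median log2 fold change was 0.22 in Ctrl_CE (79 of 85 genes higher, limma camera adjusted p = 3.36e-14) and 0.10 in MetR_RT (71 of 85 higher, adjusted p = 0.00183), and fry called neither. Its interaction was negative for 83 of 85 genes (median -0.46, limma camera adjusted p = 1.71e-33), which fry also called, with 22 over all genes tested and 68 adjusted over the list alone at an adjusted p under 0.05. Fatty acid degradation had -0.012 in Ctrl_CE (limma camera adjusted p = 0.833) and -0.074 in MetR_RT (adjusted p = 0.00495), where fry and fgsea made no call. None of these calls, the interaction included, was made with an estimated correlation.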

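Cyp2e1 (ENSMUSG00000025479.10), Cyp4f17 (ENSMUSG00000091586.3), Ehhadh (ENSMUSG00000022853.8), Slc16a1 (ENSMUSG00000032902.2) and Serpina3b (ENSMUSG00000066364.3) had log2 fold changes of -2.71, -1.42, -1.34, -1.43 and -2.89 in eWAT of MetR_CE, each lower than the Ctrl_RT median in 7 of 7 libraries (edgeR adjusted p between 3.46e-05 and 0.00648). In Ctrl_CE they had -1.87, -1.26, -0.74, -0.52 and -1.31, of which Slc16a1 and Serpina3b were not DEGs (edgeR adjusted p = 0.112 and 0.19), and in MetR_RT -2.10, -1.41, -1.07, -0.86 and -1.40, of which Cyp2e1, Slc16a1 and Serpina3b were not (adjusted p = 0.127, 0.0678 and 0.442). Serpina3b lost its MetR_CE call without Ctrl_RT replicate 3 (-1.66), and Ehhadh its Ctrl_CE call without Ctrl_RT replicate 1 (-0.51). The Ctrl_CE call of Cyp2e1 was lost in 8 of the fits that left out a library, with values from -1.90 to -1.66, and Slc16a1 became a DEG of Ctrl_CE without Ctrl_RT replicate 6 (-0.68) and of MetR_RT with DESeq2 and apeglm (-0.74), without Ctrl_RT replicate 6 (-1.02) and without MetR_RT replicate 3 (-1.01). Cyp2e1 became a DEG of MetR_RT without Ctrl_CE replicate 4 (-2.10). The interaction was significant for Cyp4f17 (1.25, standard error 0.26, edgeR adjusted p = 0.0125) and not for the other 4 (edgeR adjusted p at least 0.229). With glmTreat the MetR_CE calls of Cyp4f17, Ehhadh and Slc16a1 were made, and the other calls of these 5 genes were not. Using all 28 libraries, the MetR_CE values were -2.30, -1.06, -1.03, -1.23 and -2.28, and Cyp4f17 and Ehhadh were not DEGs of MetR_RT, nor Ehhadh of Ctrl_CE. The left-out Ctrl_RT replicates 2, 4 and 5 and MetR_RT replicate 7 stood at 2266, 3142, 944 and 581 CPM for Cyp2e1, 39.3, 53.5, 26.3 and 21.5 for Cyp4f17, 49.9, 97.3, 56.5 and 29.5 for Ehhadh, 101, 112.6, 64.6 and 50.2 for Slc16a1 and 1.8, 2.94, 1.56 and 1.03 for Serpina3b. Serpina3b belongs to a cluster of close paralogs, between which the counting could have split reads.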

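Acly (ENSMUSG00000020917.18) was at 1309 ± 1289 (SD, n = 4) CPM in eWAT of Ctrl_RT, 6836 ± 4062 (SD, n = 7) in Ctrl_CE, 4847 ± 4364 (SD, n = 6) in MetR_RT and 889.5 ± 390.3 (SD, n = 7) in MetR_CE, and the SD was of the size of the mean in Ctrl_RT and MetR_RT. Its interaction was -4.83 (standard error 0.98, edgeR adjusted p = 0.0107). Elovl6 (ENSMUSG00000041220.11), Angptl8 (ENSMUSG00000047822.9), Acss2 (ENSMUSG00000027605.19), Me1 (ENSMUSG00000032418.16), Fasn (ENSMUSG00000025153.10), Scd2 (ENSMUSG00000025203.7), Acaca (ENSMUSG00000020532.19) and Slc25a1 (ENSMUSG00000003528.16) had interactions of -4.69, -4.88, -4.29, -3.95, -3.81, -3.64, -2.89 and -2.92 (edgeR adjusted p between 0.00858 and 0.0146). Each of the 9 genes was higher in Ctrl_CE than in Ctrl_RT, with log2 fold changes of 2.38, 2.24, 3.99, 2.13, 2.25, 1.84, 2.07, 1.31 and 1.28, of which Angptl8, Me1 and Scd2 were DEGs (edgeR adjusted p = 0.00921, 0.0275 and 0.0426). MetR_RT had 1.89, 2.19, 2.42, 1.51, 1.71, 1.68, 1.26, 1.26 and 1.10 and MetR_CE -0.56, -0.26, 1.52, -0.65, 0.0063, -0.29, -0.31, -0.32 and -0.54, without a DEG among them (edgeR adjusted p at least 0.25 and 0.351). Across all 28 libraries the interactions were -4.04, -3.57, -2.94, -3.79, -3.35, -3.35, -2.99, -2.65 and -2.69, and none was significant (edgeR adjusted p at least 0.0776), nor was any with glmTreat. In the left-out Ctrl_RT replicates 2, 4 and 5 and MetR_RT replicate 7, Acly stood at 1629, 487, 6297 and 346 CPM, Elovl6 at 136, 36.6, 686 and 52.4, Angptl8 at 16.4, 4.4, 156 and 6.05, Acss2 at 145, 91.8, 853 and 92 and Me1 at 435, 324, 2620 and 317. Fasn stood at 8330, 3068, 26900 and 3464 CPM in them, Scd2 at 1301, 397, 1272 and 365, Acaca at 472, 288.2, 1333 and 253.6 and Slc25a1 at 401, 242.2, 1341 and 226. The de novo lipogenesis list (25 genes), which includes these 9 genes that the paper picked from the same libraries and is no independent evidence for them, had an interaction median of -2.35 (24 of 25 genes negative, limma camera adjusted p = 3.11e-22), with 18 over all genes tested and 20 adjusted over the list alone at an adjusted p under 0.05. Its medians were 1.31, 0.87 and -0.26 in Ctrl_CE, MetR_RT and MetR_CE (limma camera adjusted p = 2.97e-14, 4.74e-07 and 0.344), and fry kept only the interaction. With an estimated correlation, the list was not called in any contrast.

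**Figure D5:**
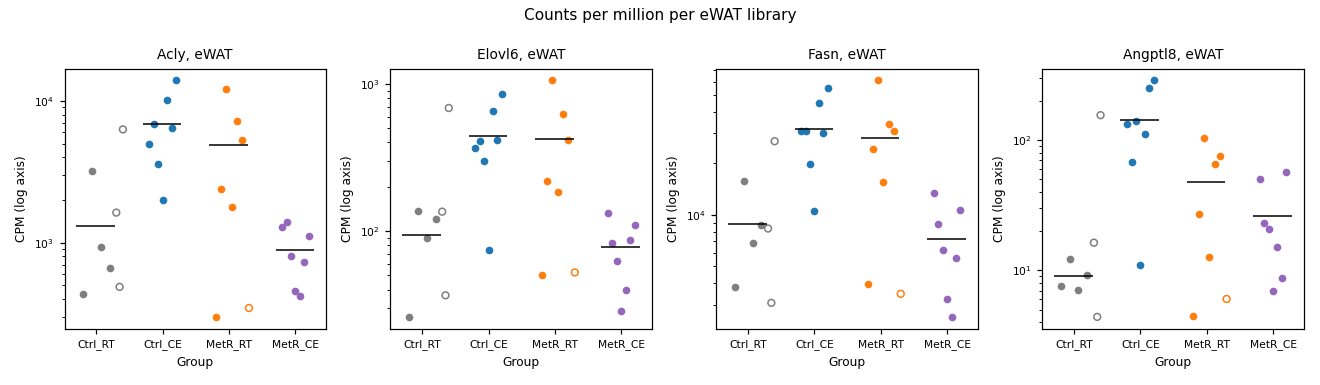
Normalized CPM (log axis) of Acly, Elovl6, Fasn and Angptl8 in eWAT by group, with each point a mouse, each horizontal bar the mean of the libraries in the paper's set (n = 4, 7, 6 and 7) and open circles for the 4 libraries the paper leaves out. Means of Ctrl_CE and MetR_RT lie above Ctrl_RT, and Ctrl_RT replicate 5, which is left out, lies near the level of Ctrl_CE.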

Overall, these results highlight a complex relationship between both thermogenic stimuli in eWAT comprising both additive but also antagonistic regulation at the gene and pathway level.

## Discussion

In this work, we compared the systemic effects of two environmental stimuli of energy expenditure, dietary MetR and CE, in a 2x2 design, in order to assess whether both stimuli produce additive or synergistic systemic energy metabolism and transcriptional adaptations in key metabolic tissues. Our results indicate that although dietary MetR increased EE at RT and shifted substrate utilization towards lipid oxidation, CE constituted a stronger stimulus for EE and masked diet-dependent differences. Combining CE and MetR resulted in mild reductions in body weight and glucose levels and additive reductions in circulating triglyceride levels and liver mass. Notwithstanding the threshold effects seen in the activation of FGF21 and β-hydroxybutyrate (βOHB), markers for energy homeostasis and hepatic fatty acid oxidation, respectively, these results suggest that there is potential in combining both stimuli for the correction of hyperglycemia, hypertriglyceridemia, and excess body weight in disease settings.

To gain further insights into how MetR and CE converge on the transcriptional level, we performed RNA-seq on liver, iBAT, iWAT, and eWAT. We observed a high degree of depot-specificity in the transcriptional responses to MetR, CE, and the combination, both at the gene and pathway level. In the liver, CE dominated gene induction while MetR and CE cooperatively repressed genes. The combination of both factors regulated pathways involved in energy and glucose handling (glucagon signaling, TCA cycle, AMPK signaling, amino acid and carbon metabolism), potentially explaining the stepwise reduction in circulating glucose and triglyceride levels. In iBAT, CE dominated the transcriptional response, with limited contribution from MetR, and resulted in the enrichment of thermogenic and lipid-oxidation programs (thermogenesis, fatty acid metabolism). In iWAT, MetR and CE acted largely additively with high concordance, enhancing fatty-acid degradation, PPAR signaling, thermogenesis, and TCA cycle pathways. The transcriptional responses in eWAT overall were limited, producing some additional, yet mostly antagonistic effects. Whether the downregulation of fatty acid metabolism pathways is linked to the relative increase of eWAT mass under MetR_CE requires further investigation.

An intriguing finding of potential translational value was the cold-like transcriptional response elicited by MetR feeding in iWAT. Amidst the emerging appreciation that the amount and metabolic activity of ‘classical’ human brown adipocytes might not contribute to overall EE and metabolic regulation in humans (Becher et al., 2021), other fat depots such as ‘beige’ subcutaneous adipose tissue (scWAT, i.e. the functional human equivalent to murine iWAT) are moving into the limelight of fundamental research and therapeutic pursuits (Sun et al., 2021). This is spurred by the appreciation that human, just like rodent, white fat exerts important catabolic and endocrine functions (Blondin, 2023), begetting the seminal question about the nature of physiological, pharmacological, dietary, and lifestyle-associated interventions that will help achieve an increase in energy dissipation via scWAT. Here, the unsolved task is to prompt uncoupling protein 1 (UCP1)-dependent and UCP1-independent biochemical processes such as Ca^2+^/creatine cycling (Rahbani et al., 2021; Ikeda et al., 2017), or by inducing an energy-consuming combination of triacylglycerol breakdown and fatty acid re-esterification that occurs after sympathomimetic administration (Blondin et al., 2020) selectively in beige fat. Intriguingly, a recent report demonstrated that oral supplementation of high-fat diet-fed mice with a nitroalkene derivative of salicylate (SANA) can induce creatine cycling in rodent iWAT independent of UCP1, demonstrating that the activation of iWAT thermogenesis and mitochondrial respiration is exploitable using pharmacology. Noteworthy, a Phase 1 study demonstrated that human volunteers receiving SANA exhibited a modest degree of weight loss, suggesting that strategies for iWAT mobilization in rodents might translate to (obese) patients (Cal et al., 2025). To date, orthogonal nutritional approaches for iWAT activation in mice rely on negative energy balances and include calorie restriction paradigms such as intermittent fasting (Li et al., 2017), yet conclusive data on their effect in human scWAT remains limited (Roth et al., 2021; Plummer and Johnson, 2022) and might incur detrimental processes such as the unwanted mobilization of lean (muscle and bone) mass. The selective omission or removal of methionine and cysteine has proven to be efficient in activating EE via iWAT thermogenesis and involves both humoral (FGF21 secretion) and sympathetic nervous system-dependent, UCP1-independent responses (Lee et al., 2025; Varghese et al., 2025; Ghosh et al., 2017). Future studies with extended durations should clarify whether run-in dietary priming, for example via dietary MetR, can enhance adaptive thermogenic responses during prolonged cold exposure, ideally monitored by continuous measurement of core body temperature and more in-depth molecular analysis of the browning phenotype in iWAT.

An intriguing opportunity for dietary MetR might lie in maximizing treatment effects against more clinical conditions ranging from cancer (Gao et al., 2019; Sanderson et al., 2019) to obesity. Here, drugs that mimic the action of the gut hormone glucagon-like peptide-1 (GLP1), that is so-called GLP1 receptor agonists (GLP1Ra) such as semaglutide, have radically transformed obesity treatment and reduce body weight via reducing appetite (Müller et al., 2022). However, to date, these drugs have the unfortunate downside of unfavorably reducing EE (Löffler et al., 2021). As lead-in calorie restriction allows mice to maintain EE and thus enhance the degree of achievable weight loss (Petersen et al., 2024), nutritional approaches might help to break the efficacy plateau that continues to plague GLP1Ras, collectively highlighting the notion that dietary interventions such as selective amino acid restriction prior or during pharmacological treatment deserve further experimental exploration and clinical testing.

Classically, DIT is synonymous with the thermic effect of food (TEF) and describes the post-prandial rise in energy expenditure attributable to digestion, absorption, and metabolic processing of nutrients (Calcagno et al., 2019). This canonical, meal-linked DIT is transient and scales with meal energy composition (Swaminathan et al., 1985). In contrast, dietary MetR elevates EE independent of acute feeding by engaging an endocrine-neuronal axis, where hepatic amino acid sensing activates the integrated stress response, increases FGF21 expression and circulating levels, and drives thermogenesis in WAT/BAT and a state of metabolic inefficiency, thereby increasing EE (Fang et al., 2022; Forney et al., 2020; Varghese et al., 2025). Related protein-restriction paradigms similarly raise EE through FGF21-mediated thermogenic programs (Laeger et al., 2014). Our and previous data demonstrate that MetR increases EE at thermoneutral-adjacent conditions and elicits depot-specific thermogenic transcriptional programs, even when benchmarked against cold exposure. We propose that MetR represents a true form of ‘diet-induced thermogenesis’ in a mechanistic sense that is a diet composition-initiated, hormone-driven thermogenic state that is distinct from the classic meal-processing TEF.

Altogether, our study provides important initial insights into depot-specific transcriptional responses to MetR, CE, and their combination, yet several limitations remain. The relatively short duration (7 days MetR, 24 hr CE) was sufficient for assessing acute transcriptional interactions but limited our ability to investigate long-term physiological adaptations or sustained metabolic remodeling. Furthermore, applying complementary omics analyses, including proteomics and metabolomics or flux analysis, would provide deeper mechanistic insights into metabolic interactions at the protein and metabolite levels.

## Materials and methods

All animal experiments were performed in accordance with the Directive 2010/63/EU from the European Union and approved by the Ministry of Environment and Agriculture Denmark (Miljø- og Fødevarestyrelsen) under license no. 2018-15-0201-01544 and reported in line with ARRIVE 2.0 guidelines.

### Animal husbandry and experiments

All experiments were performed in male mice on a C57BL/6 N (RRID:MGI:2159965) background (Taconic, Denmark). All mice were housed under a 12 hr light/dark cycle (lights on at 06:00, lights off at 18:00) in a temperature and humidity-controlled facility (22 ± 1°C) and had ad libitum access to diets and drinking water. 8/9-week-old mice were acclimatized to our animal facility on a chow diet (NIH-31, Zeigler Brothers Inc, 8% calories from fat) and housed in groups of three to four animals per cage for the habituation period. For reproducibility reasons and to avoid biases by ‘social thermogenesis’, we single-housed all mice for the duration of the experiments and concluded the experiments with mice being 16 weeks of age.

In study 1, we performed indirect calorimetry to assess physiological effects and interactions between diets and ambient temperature. For this, 15 mice were split randomly into three groups and fed cysteine-depleted diets containing either 0.8% Methionine (Control; Ctrl), 0.12% Methionine (Methionine-restricted; MetR) or 2% Methionine (Methionine-supplemented; MetS) for 6 days at 22°C and 5 days at 4°C. Diets were from Research Diets (New Brunswick, NJ, USA). Exact compositions can be retrieved under cat. no. A11051301B (MetR), A11051302B (Ctrl), and A21060801 (MetS).

In study 2, we performed detailed analyses of physiological (body and organ weights) and molecular parameters (RNA-seq, colorimetric/enzymatic assays) to investigate the molecular adaptations and interactions between diet and temperature. For this, 28 mice were split randomly into four groups and were either fed previously mentioned Ctrl or MetR diets at 22°C for 7 days or housed an additional 8th day at 4°C. Blood glucose levels were determined just prior to sacrifice in the cage using a handheld glucometer. The mice were then euthanized by carbon dioxide asphyxiation followed by cervical dislocation. Blood was collected by cardiac puncture and stored on ice for the duration of the sacrifice. Serum was collected after centrifugation by 2000 ×g for 15 min and stored at –80°C. Liver, eWAT, iWAT, and BAT were weighed and snap-frozen in liquid nitrogen and then stored at –80°C. All sacrifices were performed during the light phase between 09:00 and 11:00. Investigators were not blinded during animal handling and tissue collection. Downstream molecular and computational analyses were performed using coded sample identifiers to minimize bias. Sample sizes were selected based on prior experience with comparable metabolic and transcriptomic studies and were sufficient to detect biologically meaningful differences. No formal a priori power calculation was performed. No animals were excluded from physiological analyses.

### Indirect calorimetry

Indirect calorimetry was conducted using the PhenoMaster NG 2.0 Home Cage System (TSE systems, Bad Homburg, Germany). Prior to the experiment, a complete calibration protocol for the gas analyzers was run according to the manufacturer’s recommendations, and the mice were weighed. Mice were housed individually and acclimated to the new environment for 3 days prior to the experiment. The machine was set to maintain 50% humidity throughout the experiment and a 12 hr light/dark cycle, with ad libitum access to food and water. During the experiment, energy expenditure, respiratory exchange ratio, food and water intake were recorded every 60 s and datapoints were filtered for outliers and then averaged per hour for the analysis. Indirect calorimetry data are presented as mean ± SEM.

### RNA sequencing and analysis

Total RNAs from tissues were isolated using the TRI reagent (Sigma) followed by clean-up with RPE buffer (Qiagen, Germany). The quality of RNA was validated by the Agilent RNA 6000 Nano-Kit in Agilent 2100 Bioanalyzer according to the manufacturer’s protocol (Agilent Technologies, Waldbronn, Germany). Only samples with RNA integrity number (RIN)≥8.5 were used for library preparation. mRNA sequencing was performed in-house. After quality control, 500 ng RNA in a final volume of 25 μL DEPC-treated water was prepared and sample preparation was performed as described in the NEBNext Poly(A) mRNA Magnetic Isolation Module kit and NEBNext Ultra II RNA Library Prep Kit (cat no: #E7770, New England Biolabs, Ipswich, MA, USA). The amplified libraries were validated by Agilent 2100 Bioanalyzer using a DNA 1000 kit (Agilent Technologies, Inc, Santa Clara, CA, USA) and quantified by qPCR using the KaPa Library Kits (KaPa Biosystems, Wilmington, MA, USA). Hereafter, 2×50 bp paired-end sequencing was performed on Illumina Novaseq 6000. Sequencing targeted approximately 20 million paired-end reads per sample. Seven samples per group and tissue were submitted to sequencing. One sample in iWAT and iBAT was lost during the sample preparation.

### RNAseq data analysis

Sequencing reads were aligned to the mouse reference genome mm10/GRCm38 (GENCODE vM25; RRID:SCR_014966; Mudge et al., 2025) using STAR aligner (v2.7.9a; RRID:SCR_004463; Dobin et al., 2013) with the following parameters: --outSAMunmapped Within, --outFilterType BySJout, --outSAMattributes NH HI AS NM MD, --outFilterMultimapNmax 10, --outFilterMismatchNoverReadLmax 0.04, --alignIntronMin 20, --alignIntronMax 1000000, --alignMatesGapMax 1000000, --alignSJoverhangMin 8, and --alignSJDBoverhangMin 1. Gene-level quantification was performed using featureCounts (v2.0.3; RRID:SCR_012919; Liao et al., 2014). In parallel, transcript-level quantification was performed using Salmon (v1.9.0; Patro et al., 2017) and Gencode vM25, with parameters --seqBias, --useVBOpt, and --numBootstraps 30. Transcript abundance estimates were imported and summarized to the gene level using the tximport package (Soneson et al., 2015). Quality control was summarized with MultiQC v1.19 (RRID:SCR_014982). All RNA-seq samples passed the QC. Differential gene expression analysis was performed using DESeq2 (v1.46.0; RRID:SCR_000154; Love et al., 2014) with shrinkage of fold changes using apeglm (Zhu et al., 2019). Genes with fewer than 10 total counts across all samples were excluded prior to normalization. The following interaction model was applied: ~ diet + temperature + diet:temperature, allowing detection of diet effects, temperature effects, and their statistical interaction. Specifically, the model tested: (i) the main effect of diet (MetR vs. Ctrl), (ii) the main effect of temperature (CE vs. RT), and (iii) the diet × temperature interaction (whether the effect of MetR differs between RT and CE). Genes with an adjusted p-value <0.05 and an absolute log_2_FC ≥0.585 were considered significantly differentially expressed. Gene set enrichment analysis (GSEA; RRID:SCR_003199) was performed using the gseKEGG() function from the clusterProfiler package (v4.14.6; RRID:SCR_016884; Yu et al., 2012) with parameters: organism = "mmu", pvalueCutoff =1, pAdjustMethod = "BH", minGSSize = 0, seed = TRUE, and eps = 0. Quality control metrics and preprocessing approaches were done as previously described (Davidsen et al., 2024).

### RNAseq outlier detection

Outlier detection was performed upon visual inspection of PCA plots within tissue analyses and was supported by robustPCA from the rrcov package (v1.7.7) (Todorov, 2004). In the order of Ctrl_RT, Ctrl_CE, MetR_RT, and MetR_CE, the following number of samples were excluded in the transcriptomic analysis: 0, 0, 0, and 0 (Liver); 0, 1, 0, and 0 (iBAT); 0, 0, 0, and 0 (iWAT); and 3, 0, 1, and 0 (eWAT).

### Classification of transcriptional interaction

Differentially expressed genes were classified according to their regulation across single and combined stimuli using a custom R script adapted from Pantaleón García et al., 2022. The four relevant contrasts were defined as Ctrl_CE vs Ctrl_RT (A), MetR_RT vs Ctrl_RT (B), MetR_CE vs Ctrl_RT (AB), and the interaction term (A×B). Only genes significant (padj <0.05 and |FC| > 1.5) in at least one comparison were included. For each gene, the direction of regulation (Up, Down, Unchanged) was assigned for every contrast. Genes were then first classified as cooperative when both single exposures (A and B) changed in the same direction or remained unchanged, or as competitive when they differed (e.g. one Up, one Down, or only one significant). Based on these combinations, genes were grouped into distinct regulation categories: co-dependent (significant only in AB but not in A or B), concordant (both A and B regulated in the same direction and AB responded similarly), discordant (A and B regulated in the same direction but AB changed oppositely), Ctrl_CE- or MetR_RT-dominant (competitive single exposures where AB followed A or B), and masked (Figure 3D). Masked genes were defined as significant in one or both single exposures but not in AB: Ctrl_CE-masked (significant only in A), MetR_RT-masked (significant only in B), or mutually masked (significant in both A and B but lost in AB, indicating opposing regulation under the combined stimulus; Figure 3—figure supplement 1C). To evaluate synergy, an expected additive effect was computed as the sum of log₂ fold changes from the single exposures (expected{A+B} = log₂FC{A} + log₂FC{B}). The synergy score was calculated as log₂ of the absolute ratio between the observed combined effect (log₂FC{AB}) and the expected additive effect, that is log₂|log₂FC{AB}/expected{A+B}|. When this expected additive effect was approximately zero, synergy was considered undefined for that gene. Genes without significant interaction effects were classified as ‘additive’. Genes with significant interaction effects were further assigned as ‘synergistic’ (synergy score >0) or ‘antagonistic’ (synergy score <0), reflecting whether the observed combined effect surpassed or fell short of additivity. The regulation patterns are exemplified in Figure 3D, Figure 3—figure supplement 1C.

### Serum measurements

Serum NEFAs were determined using the NEFA-HR kit (cat. no. 434–91795 and 436–91995; FUJIFILM Wako Chemicals Europe GmbH). Serum triglycerides were determined using the LabAssay Triglyceride kit (cat no. 291–94501; FUJIFILM Wako Chemicals Europe GmbH). Serum β-hydroxybutyrate levels were determined using the β-HBA kit (cat. no. 2940; Instruchemie, Delfzijl, the Netherlands). Serum FGF21 and IL-6 levels were determined using the Luminex Multiplex platform (R&D Systems).

### Statistics

Exact n values and statistical tests are reported in the figure legends. Data are presented as mean ± SEM unless stated otherwise. Statistical analysis of the transcriptomics data was performed as described in the previous paragraph. Serum, body, and organ weight data were analyzed using GraphPad Prism (v. 10.4.1; RRID:SCR_002798). Prior to the analysis, the assumptions of normality and homogeneity of variance were assessed. These assumptions were met in all presented parameters. Plasma parameters, absolute and relative organ weights, and bodyweight change (%) were analyzed using an unpaired one-way ANOVA with Tukey’s HSD test to correct for multiple comparisons. Statistical differences between the groups were depicted in a compact letter display, where groups sharing the same letter are not significantly different. Bodyweight data (start/finished) and average daily locomotor activity and food and water intake (RT/CE) were analyzed using a paired two-way ANOVA with Tukey’s HSD test to correct for multiple comparisons. Statistical differences between the groups were depicted as * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001. Energy expenditure, food and water intake data from the indirect calorimetry experiment was analyzed by ANCOVA with body weight or locomotor activity as covariate. The ANCOVA analysis was done pairwise using the regression tool by NIDDK Mouse Metabolic Phenotyping Centers (MMPC, https://www.mmpc.org).

## Data Availability

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE310044. The dataset includes raw FASTQ files, processed count matrices, and metadata for all experimental conditions. In addition lists of all DEGs and GSEA analysis from each tissue were provided in the supplementary files. Custom scripts and processed data required to reproduce the transcriptomic analyses and figures are publicly available via Zenodo https://doi.org/10.5281/zenodo.19024718. The following datasets were generated: RuppertPMM GüllerAS RosendalM StanicN KornfeldJ 2025Dietary sulfur amino acid restriction elicits a cold-like transcriptional response in inguinal but not epididymal white adipose tissue of male miceNCBI Gene Expression OmnibusGSE31004410.7554/eLife.108825PMC1299528941842927 RuppertP 2026MetRvsCE-transcriptomicsZenodo10.5281/zenodo.19024718

# Supplementary material for: Dietary sulfur amino acid restriction elicits a cold-like transcriptional response in inguinal but not epididymal white adipose tissue of male mice
**Source:** eLife. 2026 Mar 17;14:RP108825. doi: 10.7554/eLife.108825
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Sequencing data are available under GSE310044.  Materials & Methods →Data availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | X |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | X |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | X |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Mus Musculus, male wild-type C57BL/6N (Taconic, Denmark; RRID:MGI:2159965), Age at sacrifice 16 weeks  Materials & Methods → Animal husbandry & experiments |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | X |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Note done, based on experience with prior studies.  Materials & Methods → Animal husbandry & experiments |  |
| Randomisation | Yes.  Materials & Methods → Animal husbandry & experiments |  |
| Blinding | No, food was colored.  Materials & Methods → Animal husbandry & experiments |  |
| Inclusion/exclusion criteria | Note done. All animals used unless stated otherwise in figure legends  Materials & Methods → Animal husbandry & experiments |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | No replication, but multiple cohorts have been fed Methionine restriction diets or where exposed to cold in the lab. |  |
| Define whether data describe technical or biological replicates. | biological |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Method section. EU Directive 2010/63/EU compliance, approved by Danish authorities (license no. 2018-15-0201-01544) |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No animals excluded, Materials & Methods → Animal husbandry & experiments  1 sample iWAT + iBAT lost during prep, Materials & Methods → RNA sequencing and analysis  robustPCA + excluded counts by tissue/group, Materials & Methods → RNAseq outlier detection |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials & Methods → Statistics plus details in Figure legends → Figure 1 and Figure 1–figure supplement 1 |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials & Methods → Data availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials & Methods → Data availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | X |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | X |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Materials & Methods → Data availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | X |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Materials & Methods → Animal husbandry & experiments |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

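RNA sequencing of liver, iBAT, iWAT and eWAT from 28 mice in 4 groups (Ctrl_RT, Ctrl_CE, MetR_RT and MetR_CE) was analysed from the counts per gene that the authors deposited. The tables that the authors deposited hold whole numbers of counts for the genes of an annotation of the mm10 assembly, without normalization, with 1 column per library. All 110 columns of the 3 tables were given to a mouse and a tissue through the library names in the sample descriptions, and 0 columns were left unused. Groups were taken from the titles, which name the group and the mouse. For 3 iBAT libraries a separate treatment tag names another group, and they were placed by title, with the tag and their omission as alternatives. The paper's text names both featureCounts and Salmon. The names of the deposited tables name Salmon, and the whole numbers in them do not by themselves tell which of the 2 made them.

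The libraries that the paper left out were identified from the mean normalized counts in its source data, by comparing the full set with every subset that leaves out 1 Ctrl_CE library in iBAT, or 3 Ctrl_RT libraries and 1 MetR_RT library in eWAT. Alternatives with all libraries were run for iBAT and eWAT. Rounding had been planned and was not needed, since every count is a whole number. Genes with fewer than 10 counts over the libraries of a tissue were left out. The depth per library is given with the groups' medians at the start of the results, and the correlation of the total counts with diet was 0.0121 in liver, -0.398 in iBAT, 0.311 in iWAT and 0.117 in eWAT. Total counts do not enter fold changes after normalization, but a gene with few counts has a wide error, which the standard errors carry. Confidence intervals of shares are exact binomial intervals at 95% and cover the counting of genes only.

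Normalization and tests used edgeR 4.0.16 in R 4.3.3, with TMM factors and a quasi-likelihood fit without robust estimation of dispersions. The model held diet, temperature and their interaction, and 6 contrasts were tested per tissue: Ctrl_CE, MetR_RT and MetR_CE against Ctrl_RT, the interaction, MetR_CE against MetR_RT, and MetR_CE against Ctrl_CE. Adjusted p are from the Benjamini-Hochberg method over all genes tested in a contrast. The standard error of a log2 fold change is its size divided by the square root of the test's F. Levels per library are normalized CPM, and log2 CPM were computed with a prior count of 2. The difference of a contrast between 2 depots was tested in a joint edgeR fit, with limma 3.58.1 (voom, and the mouse as a block through duplicateCorrelation) as the alternative. Overlaps, tissue specificity and regulation classes are counts of DEGs by the paper's rules. R² values are squared Pearson correlations across genes, with a jackknife standard error over libraries that keeps the dispersions of the full fit, and stand beside 50 simulations in which Ctrl_RT, Ctrl_CE and MetR_RT counts were all drawn at the Ctrl_RT means. They also stand beside 200 resamplings, in which the libraries' deviations from their group means, in log2 CPM, were regrouped at random. These keep the correlation between genes and were compared with the R² of the differences of mean log2 CPM. Neither the simulations nor the resamplings chose the DEGs anew, so that both leave out what this choice can add to R².

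Gene lists were tested with limma's camera at a preset correlation of 0.01, on log2 CPM, with fry, fgsea 1.28.0 and a correlation estimated from the data as alternatives. The list of liver endothelial and stellate cells was written with knowledge of the paper's table of Ctrl_CE genes. A further list, of ciliated epithelium, and the estimated correlation were added after the data were seen. PCA used the 500 genes with the highest variance of log2 CPM, centred and not scaled, since the paper's text does not state its input. Scores were compared between groups with exact two-sided permutation tests. Correlations across libraries were tested with random permutations. The largest shift of the median log2 fold change of all genes under another scaling was -0.0338, in the iWAT interaction with DESeq2 without shrinkage.

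The other alternatives were DESeq2 1.42.0, with and without apeglm 1.24.0 shrinkage, RLE factors in edgeR, filterByExpr or no filter in place of the filter on total counts, only the compared groups in the fit, the replicate number as a block, glmTreat, all genes or DESeq2's variance stabilizing transformation for PCA, disjoint Ctrl_RT libraries for R², and each eWAT library left out in turn. The test was run on counts simulated for the real genes from the means and library sizes of the real samples, with edgeR's trended dispersions and 200 genes changed by known fold changes in Ctrl_CE alone. The contrast of Ctrl_CE with Ctrl_RT recovered 97.5% of them in liver, 100.0% in iBAT, 95.0% in iWAT and 73.5% in eWAT, with 5, 3, 2 and 5 false calls. The interaction recovered 89.0%, 94.5%, 78.5% and 57.5% of the same genes. The unchanged contrast of MetR_RT with Ctrl_RT gave 0 calls in each tissue. In the test of a difference between depots, on simulated iWAT and eWAT counts, 31 of 312 calls (9.94%) were false and 72.4% of the changed genes were recovered. Trended dispersions leave out the spread of dispersion between genes, so real counts are noisier than the simulated ones. Only genes with a mean of at least 1 CPM were changed, by log2 fold changes well beyond 0.585, so recovery of smaller changes or scarcer genes was not measured.

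A rule set which genes could be named: each gene that the paper names in its RNA sequencing results, in the tissue where it names it, Fgf21 in liver, Ucp1 in the adipose depots, the clock genes, members of the gene lists, and the 2 genes with the smallest p in each direction of a contrast. The clock genes are given mostly through their lists and not singly, although the rule had set them to be named, and most genes with the smallest p are not given. Genes named outside it are marked, and 1 further gene that the rule covers is not reported here. Identifiers were matched to symbols with their version ignored, 4903 have no symbol, and no coordinates are given. Physiological, metabolite and lipid measurements of the study were not analysed here.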

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

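The tests of skeletal muscle in iWAT, and of ciliated epithelium in eWAT, the count of other splits for the eWAT interaction, the fits that leave single libraries out of all 28 or thin their counts, the count of eWAT sets with 0 interaction DEGs, and the tests of the clock scores were chosen only after the result was seen.

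A library standing apart from the others of its group was found for 35 combinations of a gene or principal component with a group. Chance would give about 13 among those tested if values were normally distributed, which was not tested. The numbers below are the gap to the nearest library divided by the range of the group, for genes in CPM and not in logs. A skewed spread of CPM can thus make a highest library stand apart. Acute phase genes of liver account for many of them, and they share libraries. In Ctrl_CE replicate 4 these were Lcn2 0.672, Orm1 0.666, Orm2 0.713, Saa1 0.802, Saa2 0.79 and Lrg1 0.67, each as the highest library, with Saa1 at 10990 CPM against 10.18 to 2188 in the other 6. In MetR_RT replicate 5 they were Lcn2 0.668, Saa3 0.569, Saa1 0.962 and Saa2 0.909, again the highest, and in MetR_CE replicate 4 Saa2 0.582. These genes are regulated together, so that 1 mouse or library gives several such values, and the numbers are not independent. An acute phase response of single mice and a technical effect on single libraries were not tested against each other and both stay open.

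Other liver values were Etnppl 0.65 in Ctrl_RT replicate 6 (the lowest library), Fgf21 0.576 in MetR_CE replicate 1 and Aldh1l2 0.631 in Ctrl_RT replicate 5 (the highest), and PC2 of Ctrl_RT replicate 5 (0.636). In iBAT they were Bmp8b 0.759 in Ctrl_RT replicate 1, Gdf15 0.802 in replicate 2 and, as the lowest library, Hcar2 0.637 in replicate 6. Among the chemokine genes of iWAT, Ctrl_RT replicate 7 was highest for Ccl2 0.778, Ccl7 0.774 and Ccl12 0.915, and MetR_RT replicate 2 for Ccl2 0.622 and Ccl12 0.728. Single values there were Ccl8 0.605 in Ctrl_RT replicate 6, Dio2 0.588 in Ctrl_CE replicate 4, and Elovl3 0.624 in Ctrl_CE replicate 2 and 0.67 in MetR_CE replicate 1. For eWAT they were Cyp2e1 0.669 in Ctrl_CE replicate 4, Serpina3b 0.83 in Ctrl_RT replicate 3 and 0.615 in MetR_CE replicate 1, Ehhadh 0.837 and, as the lowest, Ptchd4 0.853 in Ctrl_RT replicate 1, Arhgef37 0.631 in MetR_CE replicate 3, PC1 of Ctrl_RT replicate 6 (0.86) and PC2 of MetR_RT replicate 2 (0.694). No biological explanation was tested for these single libraries.

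Over the 500 most variable genes, PC1 did not separate the groups in the 3 adipose depots. With all genes it did in iBAT, where the cold groups did not overlap with those at 22 °C (exact permutation p = 0.00216 for Ctrl_CE against Ctrl_RT), and in iWAT, where Ctrl_RT did not overlap with any other group (0.000583 for each, the smallest these permutations can give), but not in eWAT (p between 0.281 and 0.97). For the 500 genes, tissue of another kind in the samples is a candidate explanation. In iBAT, PC1 followed the mean level of 17 skeletal muscle genes, with an absolute r of 0.989 within the 15 libraries above a gap in that score, and of 0.021 within the 11 below it. In iWAT the lymph node list, the explanation tested first, did not follow PC1 (absolute r 0.075), whereas the skeletal muscle list did (0.982), at shares of 0.00392% to 2.75% of the counts. In eWAT the list of epididymis and testis genes had an absolute r of 0.46 (rank correlation 0.726), and other lists followed PC1 more closely. A list of 20 genes of ciliated epithelium had 0.984, but it was written after the loadings of PC1 were seen, with Foxj1 among them, and the glutathione metabolism list came near it (0.942). Of these lists the tissue itself expressed, at 1 CPM or more in Ctrl_RT, 17 of 17 genes in iBAT, 17 of 17 in iWAT, and 18 of 20 ciliated epithelium and 6 of 16 epididymis and testis genes in eWAT, where a low Ctrl_RT level does not tell tissue genes from admixture. The most abundant were Myh4, between 0 and 677 CPM in iBAT and 0 and 10020 in iWAT, and in eWAT Tppp3, between 31.1 and 109, Foxj1, between 0 and 116, and Crisp1, between 0 and 966. Muscle next to the fat pads and ducts next to eWAT stay open as sources of this RNA, as hypotheses.

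Genes of epididymis and testis, which the paper does not discuss, made up 1.1%, 0.142% and 0.207% of the counts in eWAT Ctrl_RT replicates 2, 4 and 5 and 0.257% in MetR_RT replicate 7, the libraries that the paper left out. The kept Ctrl_RT libraries had at most 0.00525%, but MetR_RT replicate 2, which was kept, had 0.159%. Whether epididymis left in these samples is the source stays open, since the shares are the observation itself and no other test of the source was run. With all 28 libraries the eWAT interaction fell from 640 DEGs to 1 (Plekhg6, named after its values were seen). This number hangs on single libraries. With each of the 28 left out in turn it was 626 without MetR_RT replicate 7, 309 without MetR_RT replicate 1, 234 without Ctrl_RT replicate 5, 224 without Ctrl_CE replicate 4 and at most 2 in the other 24 fits. The 626 DEGs come from the kept and the 3 left-out Ctrl_RT libraries, and 322 of them are among the 640, so that these Ctrl_RT libraries alone are argued against as the cause of the low number, although they exchange many of the genes. MetR_RT replicate 7 added alone to the kept libraries gave 372. For the 3 left-out Ctrl_RT libraries a difference in library size is argued against, since 3 of 3 totals lie within the range of the kept ones. MetR_RT replicate 7 had 22021114 counts, fewer than every other eWAT library. Its low total is argued against too, since thinning the counts of each kept MetR_RT library to that total, without replicate 7, left between 591 and 619 interaction DEGs. A fit of all 28 with a score of the epididymis genes as a covariate gave 16 interaction DEGs. It does not decide whether these genes are the only difference of the left-out libraries. The score is a mean of log2 CPM, which need not follow the amount of admixed tissue. It also goes in part with the group, since 3 of the left-out libraries are Ctrl_RT. Whether any 4 libraries of the same groups could be left out was tested on 60 of the possible sets, the paper's included. Of the 59 others, 28 gave 0 interaction DEGs and the range was 0 to 2264 (median 1), so that the choice of libraries matters. By number alone the paper's set is not exceptional among them, since 8 of the 60 gave at least as many. This met the criterion set beforehand for a choice that does not matter. The number of sets with 0 was used in its place after the result was seen. The others among these 8 also left out MetR_RT replicate 7, except a set with 644 interaction DEGs. Some sets without replicate 7 gave 0, so that leaving it out is not enough. The left-out libraries had more genes detected, 27713, 30890 and 31761 in Ctrl_RT replicates 2, 4 and 5 and 31454 in MetR_RT replicate 7. The kept eWAT libraries had at most 27143. Whether this bears on the interaction was not tested, and what else sets the left-out libraries apart stays open.

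Clock genes, which the paper does not analyse, changed in each tissue. The median log2 fold change of a list of 11 clock genes written as evening-like was 1.34 in liver, 0.73 in iBAT, 1.41 in iWAT and 1.22 in eWAT of MetR_CE (limma camera adjusted p = 5.60e-07, 0.000129, 4.44e-09 and 2.37e-17), with 10 of 11, 10 of 11, 11 of 11 and 11 of 11 genes higher. The mean of these genes rose by 1.77, 0.86, 1.61 and 1.36 (exact permutation p = 0.000583, 0.000583, 0.00117 and 0.00303). The mean of 4 morning-like genes changed by -1.66, -0.65, -1.06 and -1.30 (exact permutation p = 0.000583, 0.00291, 0.000583 and 0.00303). The highest of these 8 values, 0.00303, is the smallest that the 7 and 4 eWAT libraries can give. The opposite directions argue against a general rise or fall of the clock. The 4 tissues come from the same mice and share their Ctrl_RT group, so they are not independent. Against MetR_RT, and thus without the Ctrl_RT libraries, the evening-like mean of MetR_CE was higher by 0.96, 0.53, 0.89 and 0.75 in liver, iBAT, iWAT and eWAT (exact permutation p = 0.00291, 0.00758, 0.00117 and 0.00117), which argues against a deviation of the Ctrl_RT mice alone. The morning-like mean changed by -1.26, -0.32, -0.62 and -0.86 (exact permutation p = 0.00117, 0.0659, 0.00117 and 0.00291). The difference between the 2 means grew by 2.21, 0.84, 1.51 and 1.60 (exact permutation p = 0.00117, 0.014, 0.000583 and 0.00117). A shift of the clock's phase cannot be told apart from a change of its amplitude, since all mice were killed between 09:00 and 11:00. The 4 morning genes passed the threshold in some comparisons only (limma camera adjusted p = 0.00119, 0.375, 0.0456 and 1.66e-05 in MetR_CE against Ctrl_RT), and the order in which mice were killed within these hours is not in the tables. With a correlation estimated from the data, 96 of 144 list results lost their call. A difference in time of death or in feeding between the groups was not tested.

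The response to a stimulus was tested for a difference between depots. Between iWAT and eWAT, 950 genes differed in Ctrl_CE and 736 in MetR_RT, and between iWAT and iBAT 2984 and 1317 (edgeR adjusted p under 0.05). With the mouse as a block the numbers were 1134, 1034, 3092 and 1459. Of 25 splits of the samples, 1 gave as many in each case, the real one, and the next largest gave 9, 214, 11 and 1. On simulated counts this test made 31 false calls among 312 (9.94%). A constant difference between the libraries of 2 depots drops out of contrasts within each depot. A biological difference between the depots stays open.

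Other splits of the samples were counted for every contrast, 50 per contrast. For DEGs, the real split alone gave as many (1 of 50) in 23 of the 24 contrasts, and for MetR_CE against Ctrl_RT in eWAT 2 of 50 did, 1 other split giving 1075 DEGs against 360. For the number of gene lists past the threshold, counted for Ctrl_CE, MetR_RT, MetR_CE and the interaction in turn, as many were found in 1, 4, 3 and 5 splits in liver, 25, 1, 8 and 7 in iBAT, 2, 1, 1 and 12 in iWAT and 15, 18, 16 and 25 in eWAT. The number of lists called is thus no evidence for a response in 11 of these 16 comparisons, where 3 or more of 50 splits gave as many.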

How the results depend on the processing

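The covariates, the correlation estimated from the data and the PC1 share over all libraries were chosen only after the result was seen. RLE factors in edgeR moved no DEG count by more than 1.5 times and changed the call of 0 of 153 named gene results. Where no reason is given, the cause was not tested.

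Counts of DEGs depended most on glmTreat, whose test asks for a change beyond the fold-change threshold and is stricter by construction. In the order Ctrl_CE, MetR_RT, MetR_CE, the interaction, MetR_CE vs MetR_RT and MetR_CE vs Ctrl_CE, it called 465, 319, 955, 0, 68 and 157 in liver, 1120, 39, 1004, 1, 328 and 0 in iBAT, 674, 695, 2867, 0, 4 and 2 in iWAT and 3, 0, 23, 0, 0 and 65 in eWAT. Beside each 0, the genes with an unadjusted p under 0.05 numbered 869 in the liver interaction, 791 in iBAT, 1333 in the iWAT interaction and, in eWAT, 869 for MetR_RT, 1462 for the interaction and 1120 for MetR_CE vs MetR_RT. The genes behind counts of 4 or fewer, named after their values were seen, are Adcy5 in iBAT, Kcnh6, Pigr, Nr4a3 and Fgf21 for MetR_CE vs MetR_RT in iWAT, Peg3 and Zim1 for MetR_CE vs Ctrl_CE in iWAT, and Vnn1, St6galnac5 and Hcar1 in eWAT.

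DESeq2 without shrinkage called 411 in liver (the interaction), 198 in iBAT (the interaction), 928, 947 and 1055 in iWAT (the interaction, MetR_CE vs MetR_RT and MetR_CE vs Ctrl_CE) and 166, 662, 1077 and 233 in eWAT (MetR_RT, MetR_CE, the interaction and MetR_CE vs MetR_RT). With apeglm shrinkage it called 140 in iBAT (the interaction), 2.9e+02 (132 up and 156 down) in iWAT (MetR_CE vs MetR_RT) and 120 and 148 in eWAT (MetR_RT and MetR_CE vs MetR_RT), and its overlaps of DEGs were 574 for Ctrl_CE only in iWAT and, in eWAT, 35 for MetR_RT and MetR_CE and 37 for the 3 contrasts. Regulation classes moved in liver, with 47.3% of upregulated genes dominated by Ctrl_CE and 91% of masked genes additive, and in eWAT, with 64.1% of upregulated genes co-dependent additive and 65.2% of Ctrl_CE-masked genes antagonistic. Tissue-specific shares were then 61.1% in liver and 61.6% in iBAT for Ctrl_CE, 43.1% in iBAT for MetR_CE and 43.5% for the iWAT interaction.

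With filterByExpr, which leaves fewer genes to test, the interaction had 136 DEGs in iBAT and 664 in iWAT, and without a filter MetR_CE vs MetR_RT in eWAT had 15. With only the compared groups in the fit, which leaves fewer libraries for the dispersion, eWAT had 366 in Ctrl_CE, 1 in MetR_RT (Gm20544) and 1 in MetR_CE vs MetR_RT (Angptl2), both named after their values were seen. With the replicate number as a block, eWAT had 55 DEGs in MetR_RT and 13 in MetR_CE vs MetR_RT, although the numbers pair no samples. The same block reversed the direction of 3 list tests against the other genes, with medians of 0.057 for extracellular matrix in the iBAT interaction, 0.024 for fatty acid degradation in eWAT of Ctrl_CE and 0.058 for de novo lipogenesis in eWAT of MetR_CE.

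The 3 iBAT libraries with conflicting labels mattered for the interaction, with 44 DEGs without them and 1 (Mapt) when grouped by tag. Since title and mouse go against the tag, the losses by tag may come from libraries placed in the wrong group. By tag, MetR_CE vs MetR_RT had 950 DEGs and MetR_CE vs Ctrl_CE 5 (Mmp14, Col18a1, Csf1, Lcp1 and Cmbl), all named after their values were seen, and R² was 0.551 over MetR_CE DEGs and 0.527 over those of either stimulus. Without the 3 libraries the log2 fold change of Gdf15 in iBAT of MetR_RT changed sign, to -0.0049, near 0 in both cases.

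Which libraries are kept matters most in eWAT. All 28 libraries gave 2594, 6, 3268, 1, 11 and 724 DEGs in the order of contrasts above, the 1 interaction gene being Plekhg6, named after its values were seen (626 DEGs without MetR_RT replicate 7, from 0 to 626 with each of the 28 left out in turn), beside 3574 genes with an unadjusted p under 0.05. R² fell to 0.331 over MetR_CE DEGs and 0.385 over those of either stimulus. Overlaps were 1061 for Ctrl_CE only, 1731 for MetR_CE only, 1531 for both and 2 for the 3 contrasts (Nr1d1 and Gm20544, named after their values were seen). Co-dependent additive genes made up 46.1% of the downregulated genes, and 0% of Ctrl_CE-masked genes were antagonistic. List calls in Ctrl_CE numbered 20. The direction of 5 list tests against the other genes was reversed over all libraries of iBAT or eWAT, with medians of 0.10 for extracellular matrix in the iBAT interaction and, in eWAT, 0.11 and -0.041 for fatty acid degradation in Ctrl_CE and MetR_RT, 0.0023 for oxidative phosphorylation in MetR_CE and -0.18 for the morning-like clock genes in Ctrl_CE. Some of these medians kept their sign, since the test compares a list with the other genes.

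A ciliated epithelium score as a covariate gave 81, 1027 and 141 DEGs in eWAT for MetR_RT, the interaction and MetR_CE vs MetR_RT, and a skeletal muscle score 969 for MetR_CE vs Ctrl_CE in iWAT. Over all 28 eWAT libraries the first score gave 2943, 1619, 88 and 98 for Ctrl_CE, MetR_CE, the interaction and MetR_CE vs MetR_RT, and an epididymis score 138 for Ctrl_CE and 16 for the interaction.

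Over the fits that each left out 1 of the 24 eWAT libraries, DEGs ranged from 2.6e+02 (82 up and 183 down) (without Ctrl_RT replicate 1) to 1005 (without Ctrl_CE replicate 4) for Ctrl_CE, 11 (without Ctrl_RT replicate 1) to 64 (without Ctrl_CE replicate 4) for MetR_RT, 173 (without Ctrl_RT replicate 1) to 423 (without MetR_CE replicate 1) for MetR_CE, 2.7e+02 (154 up, 57.7%) (without Ctrl_RT replicate 1) to 1180 (without MetR_RT replicate 1) for the interaction and 1 (without MetR_RT replicate 5) to 231 (without MetR_RT replicate 1) for MetR_CE vs MetR_RT. The 1 gene at the low end of MetR_CE vs MetR_RT was Angptl2, named after its value was seen. R² ranged from 0.647 (without MetR_RT replicate 3) to 0.846 (without Ctrl_RT replicate 3) over MetR_CE DEGs and from 0.61 (without MetR_RT replicate 3) to 0.78 (without Ctrl_CE replicate 7) over those of either stimulus. With 4 Ctrl_RT libraries, these numbers rest on few controls.

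R² over MetR_CE DEGs and over those of either stimulus was lower with disjoint Ctrl_RT libraries, which removes the shared controls by construction, at 0.307 and 0.219 in liver, 0.188 and 0.137 in iBAT and 0.423 and 0.275 in eWAT, and 0.521 over MetR_CE DEGs in iWAT. DESeq2's shrunken values gave 0.284 and 0.193 in liver, 0.145 and 0.0854 in iBAT and 0.348 and 0.128 in eWAT, and 0.655 for the first in iWAT. Over all genes, which include those without a change, it was 0.156 in liver, 0.111 in iBAT, 0.535 in iWAT and 0.105 in eWAT. PC1 held 17.7% in liver, 19.4% in iBAT, 26.2% in iWAT and 36.4% in eWAT with all genes, and 44.7% in iBAT and 59.9% in eWAT with DESeq2's variance stabilizing transformation.

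Tissue-specific shares fell when a gene counted as shared at an unadjusted p under 0.05, a weaker criterion by construction. For liver, iBAT, iWAT and eWAT they were 56.8%, 41.5%, 46.8% and 14.4% for Ctrl_CE, 62.7%, 32.7%, 52.2% and 18.8% for MetR_RT, 48.3%, 35.4%, 40.8% and 16.9% for MetR_CE, and 70.1%, 41.6%, 20.7% and 23% for the interaction.

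Gene list calls depended on the assumed correlation between genes. With it estimated from the data, list calls for Ctrl_CE, MetR_RT, MetR_CE and the interaction were 2, 5, 4 and 2 in liver, 1, 0, 1 and 0 in iBAT, 0, 0, 0 and 0 in iWAT and 0, 0, 0 and 0 in eWAT. Where the count was 0, lists with an unadjusted p under 0.05 numbered 8 and 2 in iBAT (MetR_RT and the interaction), 7, 13, 12 and 5 in iWAT (Ctrl_CE, MetR_RT, MetR_CE and the interaction) and 4, 2, 4 and 4 in eWAT (Ctrl_CE, MetR_RT, MetR_CE and the interaction). Behind the counts of 1 to 5 stand glucagon and AMPK signaling and endothelial and stellate cells of liver (liver Ctrl_CE), amino acid biosynthesis, ATF4 targets, glutathione metabolism, cytochrome P450 drug metabolism and folate one-carbon metabolism (MetR_RT), amino acid biosynthesis, ATF4 targets, glucagon and AMPK signaling and endothelial and stellate cells of liver (MetR_CE), glutathione metabolism and cytochrome P450 drug metabolism (the interaction) and thermogenic markers (iBAT, Ctrl_CE and MetR_CE). Fry gave 9, 6 and 9 calls in the interaction of liver, iBAT and iWAT, and 3, 0, 4 and 3 in eWAT, the 0 for MetR_RT beside 2 at an unadjusted p under 0.05. These eWAT lists were thermogenic markers, clock genes and clock evening-like for Ctrl_CE, fatty acid degradation, clock genes, clock evening-like and clock morning-like for MetR_CE and oxidative phosphorylation, steroid biosynthesis and de novo lipogenesis for the interaction. Fgsea gave 11 in iBAT of MetR_RT, 7 and 11 in the interaction of iBAT and iWAT, and 7 in eWAT of MetR_RT. Fry reversed the direction of ER protein processing in iBAT of MetR_RT (median -0.0299). Fgsea reversed 7 lists, with enrichment scores of 1.20 for steroid biosynthesis in liver of MetR_RT, -0.93 for the acute phase response in the liver interaction, 1.07 and 0.65 for fatty acid degradation in iBAT of Ctrl_CE and MetR_CE, -0.63 and 0.72 for PPAR signaling in iBAT of MetR_RT and the interaction, and 0.54 for fatty acid degradation in eWAT of Ctrl_CE.

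Among single genes named in the text, the results that lost or gained a call were 34 weaker and 0 stronger of 153 with glmTreat, 9 weaker and 0 stronger of 144 with only the compared groups, 14 weaker and 0 stronger of 75 with all libraries of iBAT and eWAT, 2 weaker and 3 stronger of 153 with the replicate block, 1 weaker and 2 stronger of 42 with groups by tag, 21 weaker and 4 stronger of 792 with 1 eWAT library left out, 14 weaker and 1 stronger of 33 with the epididymis score over all eWAT libraries and 13 weaker and 1 stronger of 33 with the ciliated epithelium score over them. DESeq2 gave 0 weaker and 1 stronger of 153 with apeglm and 0 and 2 without shrinkage. Without a filter 1 was weaker and 0 stronger of 153. With a skeletal muscle or ciliated epithelium score as covariate 0 were weaker and 1 stronger of 108. The interactions of Mthfd2, Elovl3, Hcar2 and Adcy5, lost with groups by tag, are not counted among these results. Nor is that of Cyp4f17, lost with all libraries. For gene lists, calls were 20 weaker and 4 stronger of 144 with fry and 23 weaker and 1 stronger of 144 with fgsea. They were 96 weaker and 0 stronger of 144 with an estimated correlation. With the replicate block 1 was weaker and 0 stronger of 144, and with all libraries 1 weaker and 1 stronger of 60.

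With only the compared groups no interaction can be fitted, and libraries were left out in turn in eWAT alone. The smallest library, one of liver, held 6987895 counts, and what a higher depth would change was not tested. In eWAT, with 4 Ctrl_RT libraries, the test recovered 57.5% of simulated interactions. Whether the number of controls or the spread in eWAT limits it was not tested.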

Differences from the paper's values

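All values are numbers of genes, percentages or R², as in the paper, but fold changes are unshrunken here and shrunken with apeglm in the paper, so that thresholds and R² apply to values on different scales. On the paper's scale, with DESeq2 and apeglm, R² in eWAT over the DEGs of either stimulus was 0.128, against 0.666 with edgeR and the paper's 0.29. Of 67 values compared, 55 differ by more than 1.5 times, 42 of them numbers of DEGs. The alternatives set before the data were examined are glmTreat, RLE factors, filterByExpr, no filter, the replicate block, the compared groups only, and DESeq2 with and without shrinkage, in iBAT also the handling of the conflicting libraries, and in iBAT and eWAT all libraries, with 1 library left out at a time in eWAT. Overlaps and regulation classes had DESeq2 with apeglm and all libraries, and R² also disjoint Ctrl_RT libraries and all genes. An alternative is named below where its value, in brackets, comes within 1.5 times of the paper's, and the other alternatives run for that value do not.

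In liver, no alternative closed the gap for downregulated genes of Ctrl_CE (1027 against the paper's 322), upregulated genes of MetR_RT (638 against the paper's 257), downregulated genes of MetR_RT (891 against the paper's 387), positive genes of the interaction (83 against the paper's 36), DEGs shared by Ctrl_CE and MetR_CE only (942 against the paper's 541), DEGs shared by MetR_RT and MetR_CE only (487 against the paper's 251), DEGs of MetR_CE alone (1013 against the paper's 508), DEGs of Ctrl_CE alone (1085 against the paper's 494), upregulated genes of MetR_CE vs MetR_RT (608 against the paper's 233), downregulated genes of MetR_CE vs MetR_RT (540 against the paper's 108), upregulated genes of MetR_CE vs Ctrl_CE (2.6e+02 (1165 DEGs, of which 907 downregulated) against the paper's 105) and downregulated genes of MetR_CE vs Ctrl_CE (907 against the paper's 489). Upregulated genes of Ctrl_CE were 1612 against the paper's 977, and the gap closed with filterByExpr (1409), the compared groups only (1454) and DESeq2 with apeglm (1368). Upregulated genes of MetR_CE were 1385 against the paper's 815, and the gap closed with filterByExpr (1216) and DESeq2 with apeglm (1202). Downregulated genes of MetR_CE were 1599 against the paper's 692, and the gap closed with glmTreat (499). Negative genes of the interaction were 151 against the paper's 77, and the gap closed with the replicate block (115). Masked Ctrl_CE genes without a significant interaction were 1104 against the paper's 547, and the gap closed with DESeq2 with apeglm (813).

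In iBAT, no alternative closed the gap for upregulated genes of MetR_RT (128 against the paper's 57), downregulated genes of MetR_RT (471 against the paper's 173), downregulated genes of MetR_CE (2464 against the paper's 1091), DEGs shared by Ctrl_CE and MetR_CE only (1907 against the paper's 1009), DEGs shared by MetR_RT and MetR_CE only (184 against the paper's 85), upregulated genes of MetR_CE vs Ctrl_CE (115 against the paper's 35) and downregulated genes of MetR_CE vs Ctrl_CE (2.8e+02 against the paper's 119). Upregulated genes of Ctrl_CE were 1188 against the paper's 757, and the gap closed with filterByExpr (1101), the replicate block (1120), the compared groups only (1117), the 3 conflicting libraries left out (1105), groups by tag (1042) and DESeq2 with apeglm (1111). Downregulated genes of Ctrl_CE were 2325 against the paper's 912, and the gap closed with glmTreat (669). Upregulated genes of MetR_CE were 1042 against the paper's 664, and the gap closed with filterByExpr (971), the replicate block (980), groups by tag (974) and DESeq2 with apeglm (982). Positive genes of the interaction were 59 against the paper's 22, and the gap closed with the 3 conflicting libraries left out (20). Genes upregulated in MetR_CE vs MetR_RT were 815 against the paper's 405, and the gap closed with groups by tag (326). Genes downregulated in MetR_CE vs MetR_RT were 1226 against the paper's 476, and the gap closed with groups by tag (624).

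In iWAT, no alternative closed the gap for downregulated genes of Ctrl_CE (2627 against the paper's 1379), DEGs of MetR_CE alone (2121 against the paper's 1234), DEGs of all 3 contrasts (2067 against the paper's 1210) and upregulated genes of MetR_CE vs MetR_RT (159 against the paper's 65). Upregulated genes of Ctrl_CE were 1584 against the paper's 992, and the gap closed with filterByExpr (1300), the replicate block (1376), the compared groups only (1403) and DESeq2 with apeglm (1404). Upregulated genes of MetR_RT were 1123 against the paper's 680, and the gap closed with the replicate block (1015) and the compared groups only (1015). Downregulated genes of MetR_RT were 1944 against the paper's 1156, and the gap closed with filterByExpr (1715) and DESeq2 with apeglm (1698). Upregulated genes of MetR_CE were 2127 against the paper's 1394, and the gap closed with filterByExpr (1754), no filter (2063), the replicate block (1988) and DESeq2 with apeglm (1999). Downregulated genes of MetR_CE were 3805 against the paper's 2261, and the gap closed with glmTreat (2025), filterByExpr (3096) and the replicate block (3375). Positive genes of the interaction were 135 against the paper's 55, and the gap closed with DESeq2 with apeglm (51). Negative genes of the interaction were 300 against the paper's 188, and the gap closed with no filter (237). Genes downregulated in MetR_CE vs MetR_RT were 339 against the paper's 203, and the gap closed with no filter (2.6e+02), the replicate block (226) and DESeq2 with apeglm (156).

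In eWAT, no alternative closed the gap for DEGs of MetR_CE alone (2.6e+02 (136 upregulated and 120 downregulated) against the paper's 158), DEGs shared by Ctrl_CE and MetR_CE only (80 against the paper's 31) and upregulated genes of MetR_CE vs Ctrl_CE (620 against the paper's 2.5e+02). Downregulated genes of MetR_CE were 193 against the paper's 122, and the gap closed with no filter (158) and 9 of the 24 fits that left out 1 library (99 to 183), and also with an epididymis score over all libraries (108), chosen after seeing the values. Positive genes of the interaction were 307 against the paper's 193, and the gap closed with RLE factors (2.7e+02), no filter (228) and 18 of the 24 fits that left out 1 library (154 to 2.9e+02). DEGs shared by MetR_RT and MetR_CE only were 4 against the paper's 24, and the gap closed with DESeq2 with apeglm (35). R² over the DEGs of either stimulus was 0.666 against the paper's 0.29, and the gap closed with disjoint Ctrl_RT libraries (0.275) and all libraries (0.385). Downregulated genes of Ctrl_CE were 401 against the paper's 144, and the gap closed with the compared groups only (203) and 1 of the 24 fits that left out 1 library (183, without Ctrl_RT replicate 1). Upregulated genes of MetR_RT were 9 against the paper's 34, and the gap closed with the replicate block (27), and also with a ciliated epithelium score as covariate (31) and that score over all libraries (23), chosen after seeing the values. Downregulated genes of MetR_RT were 23 against the paper's 40, and the gap closed with filterByExpr (31), the replicate block (28), DESeq2 with apeglm (55) and 4 of the 24 fits that left out 1 library (27 to 44), and also with a ciliated epithelium score as covariate (50), chosen after seeing the values. Genes upregulated in MetR_CE vs MetR_RT were 17 against the paper's 31, and the gap closed with filterByExpr (24) and 2 of the 24 fits that left out 1 library (24 to 30), and also with that score over all libraries (39), chosen after seeing the values. Genes downregulated in MetR_CE vs MetR_RT were 14 against the paper's 62, and the gap closed with DESeq2 with apeglm (78), and also with a ciliated epithelium score as covariate (91) and that score over all libraries (59), chosen after seeing the values. Genes downregulated in MetR_CE vs Ctrl_CE were 590 against the paper's 346, and the gap closed with no filter (516), the replicate block (4.9e+02), all libraries (307) and 6 of the 24 fits that left out 1 library (465 to 517), and also with that score over all libraries (487) and an epididymis score over all libraries (387), chosen after seeing the values.

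Beyond these values, the paper states that iBAT groups clustered by temperature on PC1, and over the 500 most variable genes they did so on PC2, with no pair of groups differing on PC1 (exact permutation p between 0.261 and 0.812). PCA with all genes was an alternative set before the data were examined. With it, the cold groups of iBAT did not overlap with those at 22 °C on PC1. Exact permutation p was 0.00216 for Ctrl_CE against Ctrl_RT and 0.000583 for MetR_CE against MetR_RT. Ctrl_CE and MetR_CE overlapped (0.222), and this parting by temperature is the paper's statement. MetR_RT and Ctrl_RT did not overlap either (exact permutation p = 0.00117), so that PC1 also parted the diets at 22 °C. With DESeq2's variance stabilizing transformation no pair differed (p between 0.231 and 0.881), nor with all 27 libraries (p between 0.263 and 0.976). The paper describes additive effects along PC1 in iWAT, and over the 500 genes the groups overlapped on PC1 (exact permutation p between 0.053 and 0.927) and Ctrl_RT stood apart on PC2. With all genes, the mean PC1 scores of iWAT were -65.6 in Ctrl_RT, 13.4 in Ctrl_CE, 9.62 in MetR_RT and 49.7 in MetR_CE, with MetR_CE the furthest from Ctrl_RT, as the paper states, Ctrl_RT apart from each other group (exact permutation p = 0.000583, the smallest these permutations can give) and MetR_CE beyond Ctrl_CE (0.0186) and MetR_RT (0.00699), where scores overlapped. With the variance stabilizing transformation, Ctrl_RT differed from MetR_CE (0.00233) and MetR_RT (0.00641) but not from Ctrl_CE (0.0763), and MetR_CE not from MetR_RT (0.381).

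For liver the paper attributes most upregulated genes of MetR_CE to Ctrl_CE alone, and here this class held 44.2%, or 47.3% with DESeq2 and apeglm. It gives the same class as most of the downregulated genes in iBAT, where it held 50.0% here, 51.3% with DESeq2 and apeglm and 50.4% with all libraries. The paper finds most DEGs of MetR_CE tissue-specific in 3 of the tissues, whereas in iBAT 45.2% were here, and 43.1% with DESeq2 and apeglm. It also finds a higher degree of specificity in MetR_RT and the interaction than in Ctrl_CE, whereas here it was lower for MetR_RT in iBAT (47.6% against 59.8%) and for the interaction in iWAT (58.9% against 60.6%). With DESeq2 and apeglm these were 44.8% against 61.6% and 43.5% against 61.1%, and with a gene counted as shared at an unadjusted p under 0.05, 32.7% against 41.5% and 20.7% against 46.8%.

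The paper reports fatty acid pathways as positively enriched by Ctrl_CE in iBAT. There the hand-written fatty acid degradation list was not (median log2 fold change -0.086, 14 of 33 genes higher, limma camera adjusted p = 0.263), nor with fry, fgsea, the replicate block or all libraries. The list of fatty acid elongation and desaturation was positive there (median 0.24) and called by camera. The paper also reports fatty acid elongation and PPAR signaling as benefiting from both stimuli together in iBAT. Here their medians were lower in MetR_CE than in Ctrl_CE (0.14 against 0.24 and 0.11 against 0.24), whereas the enrichment scores of fgsea were higher (2.11 against 2.01 and 1.37 against 1.32). For eWAT of MetR_RT the paper describes no enrichment of fatty acid metabolism and oxidative phosphorylation, and here camera called the fatty acid degradation list (median -0.074, 20 of 33 genes lower, limma camera adjusted p = 0.00495) and oxidative phosphorylation (0.10, 71 of 85 higher, adjusted p = 0.00183). Neither call was made with fry or fgsea, nor with a correlation estimated from the data, chosen after seeing the values, and the first was not made with the replicate block or all libraries either. The paper's lists are KEGG pathways, so that these lists hold other genes.

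The paper groups Cyp4f17 with the eWAT genes repressed additively, and here its interaction was significant (1.25, standard error 0.26, edgeR adjusted p = 0.0125), while the gene stood above the Ctrl_RT median in 0 of 7 Ctrl_CE, 0 of 6 MetR_RT and 0 of 7 MetR_CE libraries. It was not called with glmTreat (edgeR adjusted p = 0.24) or all libraries (0.97, adjusted p = 0.18), nor with a ciliated epithelium or epididymis score over all libraries (0.97 and 0.99, adjusted p = 0.136 and 0.151), chosen after seeing the values, and over the other alternatives set before the data were examined edgeR's and DESeq2's adjusted p ranged from 0.000472 to 0.0452. By the number of DEGs the paper states a stronger response to Ctrl_CE than to MetR_RT in each tissue, which held here except with glmTreat in iWAT (674 against 695).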

Other observations

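The tests of the share of hepatocyte RNA, of the treatment tag and of lists limited to expressed genes, and the count of libraries with liver RNA, were chosen only after the result was seen.

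Cytokine genes fell in iWAT, where the mean of the list of cytokines and receptors fell by 0.69, 0.70 and 1.01 on the log2 scale in Ctrl_CE, MetR_RT and MetR_CE (exact permutation p = 0.00175, 0.000583 and 0.000583, where 0.000583 is the smallest these permutations can give). Less lymph node in these samples is argued against as the whole cause, since the mean of 22 lymph node genes, of which 2 are in the cytokine list and 9 reached 1 CPM in Ctrl_RT, changed by -0.47 in MetR_CE, less than the cytokine list, and by -0.23 and -0.043 in Ctrl_CE and MetR_RT (exact permutation p = 0.000583, 0.194 and 0.784). Limited to genes with a mean of at least 1 CPM, 7 lymph node genes changed by -0.56 in MetR_CE (exact permutation p = 0.0105) and 100 cytokine genes by -1.24 (exact permutation p = 0.000583), the 16 macrophage genes being the full list. A list of 16 macrophage genes, of which iWAT expressed 16 of 16 and 1 is in the cytokine list, fell by 2.66 in MetR_CE and by 1.39 and 1.82 in Ctrl_CE and MetR_RT (exact permutation p = 0.000583, 0.00233 and 0.000583). Its most abundant genes were Lyz2, at 764 CPM in Ctrl_RT and 106 in MetR_CE, C1qa (290.3 and 48) and Csf1r (251.8 and 67.4). Fewer macrophages are a candidate explanation and stay a hypothesis, beside a lower expression per macrophage, which bulk RNA does not separate from it.

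Genes of endothelial and stellate cells rose in liver, and the mean of 22 such genes was 0.94, 0.48 and 0.97 higher on the log2 scale in Ctrl_CE, MetR_RT and MetR_CE (exact permutation p = 0.000583, 0.00175 and 0.000583, the first being the smallest these permutations can give). Of these genes, 17 are in the paper's table of genes induced in Ctrl_CE, the list was written knowing that several head that table, and the liver expressed 22 of 22 at 1 CPM or more, so that the rise in Ctrl_CE is not an independent finding. The most abundant were Dcn, at 75 CPM in Ctrl_RT and 129.5 in Ctrl_CE, Eng (59.2 and 102) and Stab1 (49.6 and 93.7). A lower share of hepatocyte RNA would raise the genes of each other cell type alike. In Ctrl_CE it cannot be told apart from a change of these cells, since the list rose by 0.39 more than the macrophage list (exact permutation p = 0.115), of which the liver expressed 14 of 16 genes and 6 are in the same table of the paper, and since its genes were chosen in part for their rise. Against the lymph node list the difference was 0.56 (exact permutation p = 0.00117), but most of its genes lie near the floor in liver, and over the 5 of 22 with a mean of at least 1 CPM it was 0.45 (exact permutation p = 0.177), as it was 0.28 (0.254) over 13 macrophage genes. The mesothelium list, with 1 of 10 genes at that level, changed by -0.12 (exact permutation p = 0.607). The macrophage list moved by 0.55, -0.67 and -0.29 in Ctrl_CE, MetR_RT and MetR_CE (exact permutation p = 0.0408, 0.00117 and 0.00641). The hepatocyte list fell by 0.36, 0.31 and 0.47 in these groups (exact permutation p = 0.00117, 0.000583 and 0.000583). Of its 20 genes, 11 are in another list, and the most abundant did not fall alike. From 47180 CPM in Ctrl_RT, Alb went to 50950, 47490 and 36920 in the 3 groups. Trf went from 21470 to 20650, 13360 and 12230, and Ahsg from 9326 to 8465, 10680 and 12390. In MetR_CE the endothelial and stellate list rose by 1.26 more than the macrophage list, which fell (exact permutation p = 0.000583). Against the 5 expressed lymph node genes the difference there was 1.06 (exact permutation p = 0.00175). These values argue against a lower hepatocyte share as the whole cause in MetR_CE, unless both reference lists fell for reasons of their own. In MetR_RT the difference from the macrophage list, which fell, was 1.15 (exact permutation p = 0.000583). From the 5 expressed lymph node genes it was -0.22 (exact permutation p = 0.762). A lower hepatocyte share cannot be decided on in MetR_RT, since a fall of the macrophage genes alone could give the difference from them. The lymph node value goes with such a share. A change of the endothelial, stellate or macrophage cells themselves stays open in all 3 groups, and a lower hepatocyte share in Ctrl_CE and MetR_RT.

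R² of Ctrl_CE and MetR_RT was high in iWAT, at 0.741 over the MetR_CE DEGs. That both contrasts share the Ctrl_RT libraries is argued against as the whole cause, since unchanged groups in 50 simulations gave at most 0.269, 0 of 200 regroupings of the libraries' deviations from their group means reached the R² of the mean log2 CPM differences, and disjoint Ctrl_RT libraries gave 0.521. The latter lies below the observed value, so that sharing may raise it in part, and a similar response to both stimuli stays open as a hypothesis. These tests kept genes that were chosen through the full set of Ctrl_RT libraries. Over all genes with a mean of at least 1 CPM, R² was 0.535.

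In each adipose depot the library with the highest mean of the hepatocyte list was compared with liver, over the 20 most abundant liver genes with a median under 1 CPM in the depot's other libraries. In iBAT Ctrl_RT replicate 5 these stood at a median of 0.0545% of their liver level, the quartiles of these shares being 1.81 times apart, and in eWAT Ctrl_CE replicate 6 at 0.212% (1.41 times). The genes chosen in this way for iWAT Ctrl_CE replicate 4 stood at 0.0229% (1.72 times). Shares so close to each other are consistent with a small amount of liver RNA in these 3 libraries, taken up at dissection or later, and where it entered was not tested. The quartiles were computed for these libraries only. In eWAT the same genes stood above 0.01% of their liver level in 2 of 7 Ctrl_CE, 3 of 7 MetR_RT, 5 of 7 MetR_CE and 0 of 7 Ctrl_RT libraries, among them 0.221% in MetR_CE replicate 5, 0.205% in MetR_RT replicate 7, which the paper left out, 0.157% in Ctrl_CE replicate 5, 0.0924% in MetR_CE replicate 6 and 0.0597% in MetR_RT replicate 6. Alb stood at 39.7 CPM in the iBAT library, against a median of 0.154 in the others. An induction of these genes in eWAT by MetR or CE was not tested and stays open.

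In iBAT the treatment tag of 3 libraries conflicts with their title and mouse. That the paper's comparisons used the tag is argued against, since DESeq2 with groups by title called 1668 of the paper's 1669 Ctrl_CE DEGs, 230 of 230 for MetR_RT and 41 of 43 for the interaction, and with groups by tag 1464, 1.8e+02 and 23. The median absolute difference from the paper's log2 fold changes of MetR_RT was 0.0771 by title and 0.141 by tag. In the other 3 tissues the title and the tag of each of these mice name the group of its iBAT title.

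The paper's tables of DEGs were compared for 19 of 24 contrasts, since those of MetR_CE in iBAT and of 4 contrasts in iWAT were not held in full and were not used here. In these tables the highest adjusted p over 19 contrasts lay between 0.00354 and 0.036 (the paper's values, from DESeq2). For Ctrl_CE in liver it was 0.0167 (the paper's value). DESeq2 with apeglm called 2123 genes there, 1873 of them with an adjusted p at or under that value, and 1296 of those are among the paper's 1299 DEGs. For Ctrl_CE in iBAT the values were 0.0169 (the paper's), 2914 genes called, 2586 at or under it and 1660 of the paper's 1669. Over these contrasts, DESeq2 called between 98.7% and 100% of the paper's DEGs per contrast in liver and between 95.3% and 100% in iBAT, and edgeR between 96.5% and 100% and between 97.7% and 100%. The lowest shares with edgeR were in eWAT, at 24.7% for MetR_CE vs MetR_RT (78.5% with DESeq2) and 33.8% for MetR_RT (94.6% with DESeq2). The lowest with DESeq2 was 54.5% for MetR_CE vs MetR_RT in iWAT (94.8% with edgeR). A lower threshold of the adjusted p alone does not give the paper's numbers for Ctrl_CE in liver and iBAT, and whether a further filter was applied was not tested.

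Fgf21, whose protein the paper measured in serum, had log2 fold changes of 0.71 (standard error 0.73, edgeR adjusted p = 0.518, 5 of 7 libraries higher) in liver of Ctrl_CE, 3.05 (standard error 0.71, edgeR adjusted p = 0.00247, 7 of 7) of MetR_RT and 1.9 (standard error 0.72, edgeR adjusted p = 0.0429, 7 of 7) of MetR_CE, and an interaction of -1.86 (standard error 0.97, edgeR adjusted p = 0.346). Ucp1 in eWAT had 3.48 (standard error 1.20, edgeR adjusted p = 0.0926, 7 of 7), 1.28 (standard error 1.17, edgeR adjusted p = 0.765, 2 of 6) and 3.73 (standard error 1.21, edgeR adjusted p = 0.104, 6 of 7), and with all 28 libraries 3.47 (edgeR adjusted p = 0.0308) in Ctrl_CE and 3.75 (edgeR adjusted p = 0.0218) in MetR_CE.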
